# Similarities and differences in the gene expression signatures of physiological age versus future lifespan

**DOI:** 10.1111/acel.14428

**Published:** 2024-12-06

**Authors:** Matthew C. Mosley, Holly E. Kinser, Olivier M. F. Martin, Nicholas Stroustrup, Tim Schedl, Kerry Kornfeld, Zachary Pincus

**Keywords:** aging, longevity, systems biology, transcriptomics

## Abstract

Across all taxa of life, individuals within a species exhibit variable lifespans. Differences in genotype or environment are not sufficient to explain this variance, as even isogenic *Caenorhabditis elegans* nematodes reared under uniform conditions show significant variability in lifespan. To investigate this phenomenon, we used lifespan‐predictive biomarkers to isolate, at mid‐adulthood, prospectively long‐ and short‐lived individuals from an otherwise identical population. We selected two biomarkers which correlated positively with lifespan, *lin‐4*p::GFP and *mir‐243*p::GFP, and two which correlated negatively, *mir‐240/786*p::GFP and autofluorescence. The gene‐expression signature of long versus short future lifespan was strikingly similar across all four biomarkers tested. Since these biomarkers are expressed in different tissues, these results suggest a shared connection to a global health state correlated with future lifespan. To further investigate this underlying state, we compared the transcriptional signature of long versus short future lifespan to that of chronologically young versus old individuals. By comparison to a high‐resolution time series of the average aging transcriptome, we determined that subpopulations predicted to be long‐ or short‐lived by biomarker expression had significantly different transcriptional ages despite their shared chronological age. We found that this difference in apparent transcriptional age accounted for the majority of differentially expressed genes associated with future lifespan. Interestingly, we also identified several genes whose expression consistently separated samples by biomarker expression independent of apparent transcriptional age. These results suggest that the commonalities in the long‐lived versus short‐lived state reported across different biomarkers of aging extends beyond simply transcriptionally young versus transcriptionally old.

**Abbreviations**
C. elegans: Caenorhabditis elegans
GFP: Green fluorescent protein
PCA: Principal component analysis
RNA‐seq: RNA sequencing

## 1 INTRODUCTION

A fundamental and open question in the field of gerontology is the source of heterogeneity in lifespan among individuals of the same species. Even in model organisms, in which the variables of genetics and environment can be controlled, the mechanisms underlying the distribution of lifespans within a population remain a mystery. *Caenorhabditis elegans* is an excellent model species in which to study this phenomenon: they reproduce asexually as self‐fertile hermaphrodites, facilitating the generation of genetically homogenous populations, their lifespans are short, and they are reared in a (relatively) simple and easy‐to‐control lab environment. In spite of this genetic and environmental uniformity, however, variability in lifespans among *C. elegans* is comparable to that observed in genetically diverse humans (Kirkwood et al., 2005; Vaupel et al., 1998; Zhang et al., 2016). If not the twin phenotypic pillars of genetics and environment, what can account for this variability? One theory is that stochastic differences such as random damage or small fluctuations in concentration of key regulatory proteins set individuals on different paths as early as development (Kirkwood et al., 2005). It has even been argued that susceptibility to such fluctuations could in fact be adaptive as a form of bet‐hedging: variability in gene expression across a population, leading to a distribution of different phenotypes among a genetically identical population, could increase the likelihood of survival in the face of unknown future environments, with variability in lifespan as a (likely un‐selected‐for) side effect (Martin, 2009). Another (not mutually exclusive) theory is that organismal homeostasis is maintained by a web of interconnected systems, and individuals are canalized into one of a discrete number of failure states depending on which critical nodes are the first to fail (Cohen et al., 2022). In any case, investigating the ways in which different individuals age is a necessary step toward understanding the basis of this heterogeneity.

The aging process in *C. elegans* has been studied in great detail—its transparent body and microscopic size has facilitated phenotypic characterization at the cellular, physiological, and behavioral levels. Consequently, several biomarkers of aging have been determined for *C. elegans*: phenotypic measurements which vary with an individual's rate of aging and thus can be used to predict that individual's future lifespan (Baker & Sprott, 1988; Son et al., 2019). Many biomarkers can be intuitively understood as a measure of functional capacity or physiological robustness. For instance, movement (Golden et al., 2008; Herndon et al., 2002; Martineau et al., 2020; Zhang et al., 2016), pharynx pumping (Johnston et al., 2008), and mated progeny production (Pickett et al., 2013) all decline with age across the population but decline more rapidly in shorter‐lived individuals.

Even in an initially synchronized population, as each individual proceeds along a trajectory from robustness to frailty at different rates, a distribution of health states will emerge among individuals of the same chronological age. In contrast to chronological age, an individual's position along this robust‐to‐frail axis can be considered as its physiological age. Biomarkers of aging provide metrics by which this state can be measured relative to the rest of the population. Such biomarkers are thus powerful tools in the effort to understand interindividual heterogeneity in the aging process because they allow us to probe the underlying biology that might lead some animals to retain a youthful physiology while others in the same cohort experience premature decline and, ultimately, an earlier demise.

In addition to the tissue‐level and behavioral biomarkers mentioned above, many molecular biomarkers of aging have been identified as well. For instance, several measures of stress response such as induction of heat shock response (Rea et al., 2005), response to bacterial pathogenesis (Sánchez‐Blanco & Kim, 2011), and early‐life oxidation (Bazopoulou et al., 2019) have been shown to correlate with future lifespan. More recently, in a survey of *C. elegans* strains carrying GFP reporters driven by various microRNA promoters, Kinser et al. identified several whose expression in midlife correlates with lifespan at the individual level (Kinser et al., 2021). At least three of these reporters predicted lifespan in a redundant manner—that is, the information gained about future lifespan by measurement of one reporter was not enhanced by measurement of another, suggesting a shared connection to the same underlying pathway(s) or process(es) that act to determine lifespan. This finding was surprising given that the reporters were expressed in distinct tissues, implying some cell‐nonautonomous communication. Furthermore, none of the reporters which were tested in a mutant for *daf‐16*, a key regulator of longevity in *C. elegans*, required its activity in order to predict lifespan. This result implies that the relationship between reporter expression and lifespan was not dependent on differential expression of *daf‐16* and, by extension, differential activity of the insulin/insulin‐like signaling pathway. Taken together, these results suggest a potentially cell‐nonautonomous, organism‐wide process which governs the rate of aging, or at least a global health state to which each predictive biomarker was linked.

Given the apparent redundancy in the ability to predict lifespan in biomarkers tested by Kinser et al., we hypothesized that the global gene expression landscape underlying the expression of these different biomarkers of aging would be similar to one another. Furthermore, if the biomarkers in question are indeed linked to some common underlying program, we hypothesized that such a state would correlate with a difference in physiological age, measured via gene expression—that is, predicted‐short‐lived individuals would have gene‐expression patterns similar to older populations, while predicted‐long‐lived individuals would be similar to younger populations.

To test this, we measured a time‐series of RNA‐sequencing data from large synchronized populations at days 2–12 of life to define an average “reference” expression pattern for individuals of a given chronological age. Using this reference, we define the physiological age associated with any “query” gene‐expression measurement (regardless of the chronological age of the individuals from which the RNA was extracted) as the age of the reference population that most closely matches the query. We then sorted synchronized populations at Day 5 into predicted long‐ and short‐lived subpopulations using four biomarkers of aging: *lin‐4*p::GFP, *mir‐243*p::GFP, *mir‐240/786*p::GFP, and gut autofluorescence. After sorting, we performed RNA‐seq on these subpopulations (Figure S1a).

Overall, we found that the signatures of long versus short future lifespan predicted by each biomarker tested were indeed similar to one another. By “signature,” we mean the characteristic pattern of mRNA levels observed by parallel measurement of several thousand mRNA transcripts. This is consistent with previous data from Kinser et al. (2021) and supports the conclusion that, despite their expression in different tissues and opposite correlations with future lifespan, these biomarkers are connected through a common underlying transcriptomic landscape. Moreover, we found that this common signature is largely reflective of a shift along the axis of physiological age, suggesting that, at the gene expression level, short‐lived animals are indeed aging faster than long‐lived animals (Figure S1b). Unexpectedly, however, in comparing the predicted long‐ versus short‐lived subpopulations to the average transcriptomic aging trajectory, we also found a subset of differentially expressed genes which distinguished samples by biomarker expression in a manner orthogonal to physiological age (Figure S1c). Like the shared correlation with physiological age, this second class of genes was also shared across all of the biomarkers tested. This suggests, first, that these are not simply the chance correlations with biomarker status that would be expected in any dataset of a similar size, and second, that the commonalities between cohorts defined by these different biomarkers are due to more than just a shared shift in physiological age. These results lend credence to the idea that long‐ and short‐lived individuals of the same genetic background show distinct patterns of gene expression, which may in turn cause them to proceed at different rates along a common aging trajectory.

## 2 RESULTS

### 2.1 Construction of the average population aging transcriptome

To test the hypothesis that biomarker expression in longer‐ versus shorter‐lived subpopulations correlates with an underlying state of physiological age, we first characterized the aging process in the average population. We collected and sequenced RNA from large populations aged days 2–12, counting first exposure to food after synchronization by hypochlorite treatment as Day 0. 

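Counts were deposited for 34 samples of unsorted whole animals, 31 of them from days 2 to 12 of life and 3 from day 1, an age that the time series of the paper does not include. Of the 11 days of the series, 9 had 3 samples, while days 8 and 12 had 2 each. The authors deposited raw counts, that is the number of reads assigned to each gene in each sample, without normalization and with no filter on low counts. The libraries were made from RNA enriched for poly(A) transcripts. The paper's text does not name the aligner, the counting tool, the genome build or the handling of strands, and it does not assign the time-series samples to its sequencing batches, so no batch term was fitted. Replicates are referred to by the number in their label, apart from 1 day 12 sample whose label and count column carry different numbers, which was used for its age only. Between 19202066 and 27588013 reads per sample were counted on genes on days 2 to 12, with a median of 21713979. The median per day was lowest on day 11, at 19918587 reads, and highest on day 8, at 24494836 reads. Counts were normalized with the TMM method of edgeR. For each detected gene, a third-degree orthogonal polynomial of age was fitted to the 31 samples with edgeR's quasi-likelihood method, and each of its 3 coefficients was tested with a Benjamini-Hochberg adjustment over all detected genes. A gene was counted as changed with age when any of the 3 adjusted p-values was under 0.01, as in the paper's definition of cluster 0. The linear coefficient is given as a log2 change per day, and it is relative to the bulk of the genes, which TMM normalization takes as unchanged. Gene positions are those of Ensembl release 115 on WBcel235, which may not be the annotation behind the counts.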

Cultures were maintained at 25°C, and all strains carried a temperature sensitive *spe‐9* mutation, which prevents fertilization but does not otherwise affect spermatogenesis, oogenesis, or lifespan (Fabian & Johnson, 1994; Singson et al., 1998). We know from measurements of biomarkers of aging that heterogeneity exists within the population such that, at each timepoint, we are sampling individuals with a range of health states. However, because the whole population is pooled, the RNA‐seq profile at each timepoint corresponds to the overall average transcriptional state of individuals at that chronological age.

We performed principal component analysis (PCA) to visualize the trajectory of gene expression over time. We observed that the first principal component (PC) generally distributed samples by age, while the second and third PCs describe a roughly U‐shaped trajectory through time (Figure 1a and Figure S2). 

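In a PCA of the variance-stabilized counts of the detected genes, each scaled to unit variance, PC1 explained 43.8% of the variance, PC2 16.9% and PC3 9.68%. PC1 rose with age over the 31 samples, with a Pearson's r of 0.932 and a Spearman's rho of 0.948 (two-sided permutation test, p = 1e-05 for each, the smallest value that 100000 permutations can give). The adjusted p-value over the 4 relations with age that were tested in the same way, those of PC1, PC2, PC3 and the principal curve, was 2e-05. Without the 5 samples of days 2 and 12, the r of PC1 with age was 0.934. Within the samples that share a replicate number, r was 0.934 for number 1 (n = 11), 0.938 for number 2 (n = 10) and 0.946 for number 3 (n = 9). A quadratic term of age raised the share of the variance of PC2 that age accounts for by 54.6 percentage points (permutation test, p = 2e-05, adjusted p = 2.67e-05). The same term raised that share by 7.24 percentage points for PC3, a bend that was not past the test's threshold (permutation test, p = 0.142). A single quadratic term cannot describe a course that rises, falls and rises again, as the daily means of PC3 did. The relations of the PCs with age moved most when the 3 samples of day 1 were added to the PCA, which gave an r of 0.549 between PC1 and age. The paper reasons that, because whole populations were pooled, each profile stands for the average transcriptional state of individuals at that chronological age, and it describes the positions of the samples on these PCs as the trajectory of aging in the average population.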

To further characterize the average aging process, we performed hierarchical clustering to group together genes with similar temporal dynamics.

**FIGURE 1:**
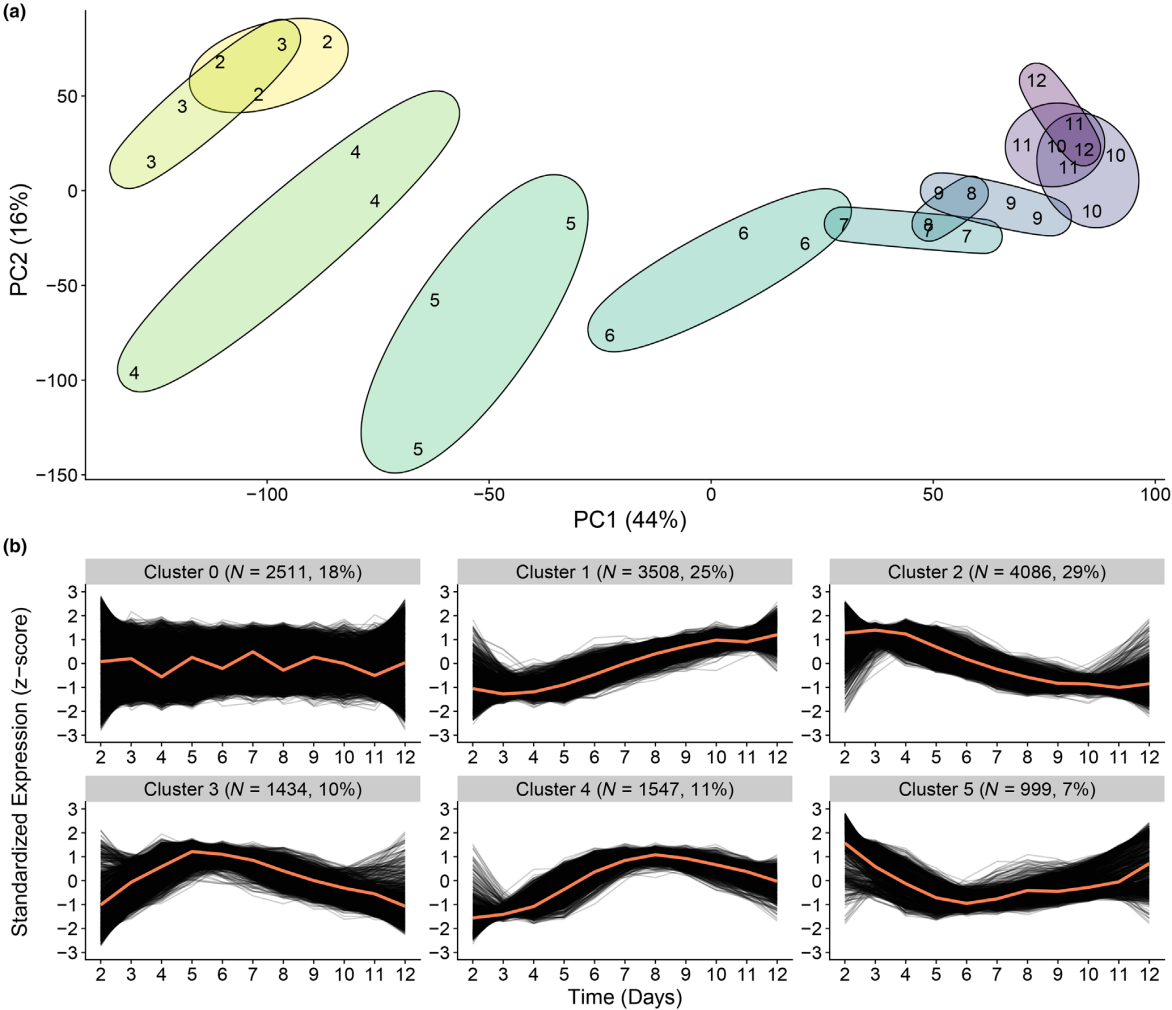
Trajectory of aging in the average population. (a) PCA plot of RNA‐seq data for populations at days 2–12 of life. Axis labels indicate percent of variance explained. Ellipses are drawn to enclose datapoints of the same chronological age. (b) Hierarchical clustering of temporal gene expression trajectories. Expression is plotted in terms of *z*‐score such that 0 is the mean and units represent standard deviations from the mean for each gene. Cluster centroids are plotted in orange. Plots are labeled with the number of genes that fall into each cluster and what percent of all detected genes that number represents. “Cluster 0” represents all genes whose expression did not correlate significantly with time.

For each gene, expression levels over time were standardized to have the same mean and standard deviation, allowing for comparison even between genes which are expressed at vastly different levels. Thus, we are comparing genes which undergo similar proportional, rather than absolute, changes. We grouped genes into six clusters (Figure 1b), with cluster 0 defined as genes whose expression did not show significant correlation with time. 

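A change with age was found for 11139 of the detected genes, or 80.3%. The linear coefficient was past the threshold for 9814 genes, the quadratic coefficient for 4605 and the cubic coefficient for 1522. By the sign of the linear coefficient, 5115 genes rose and 4699 fell. This split depends on the scaling of the samples. With counts scaled by library size alone, the median linear coefficient of all detected genes was 0.050 log2 per day, against 0.0063 with TMM, and 7047 genes rose while 3035 fell. The number of changed genes moved most when the tested coefficients were those of a raw polynomial of age, whose terms overlap, in place of an orthogonal one, and was then 2696.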

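Daily means of the variance-stabilized counts were smoothed and standardized for each gene that changed with age, compared by dynamic time warping with a window of 1 day, and grouped into 5 clusters by complete linkage. The clusters were named after the paper's by the pairing that shares the most genes with its listed members, as far as the lists could be read. Cluster 1 held 2725 genes. Its mean z-score was lowest on day 4, at -1.06 ± 0.339 (SD over genes), and rose to 1.35 ± 0.394 on day 12. Cluster 2 held 3977 genes, and its mean z-score fell from 1.44 ± 0.699 (SD over genes) on day 2 to -0.857 ± 0.551 on day 12. Both clusters together held 6702 genes, or 48.3% of the detected genes. This number moved most with average linkage in place of complete linkage, to 9354 genes or 67.5%.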

Over half of all detected genes were classified into clusters 1 and 2, describing roughly monotonic trends upwards or downwards over time, respectively. Enrichment analysis with WormCat (Holdorf et al., 2020) showed that cluster 1 was associated the cytoskeletal genes, signaling molecules, and genetic regulators, while cluster 2 appeared to largely represent a decline in metabolic and proteostasis genes (Figure S3b,c). 

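Gene classes defined by symbol were tested for enrichment in place of WormCat categories, with Fisher's exact test (two-sided) against all detected genes with a symbol and a Benjamini-Hochberg adjustment over 21 classes. Of the classes tied to cluster 1, tubulins and kinesin-like proteins had 8 of 24 genes in it (33.3% against 19.6% of all genes, adjusted p = 0.145), ER and Golgi trafficking genes 9 of 26 (adjusted p = 0.103) and protein kinases 5 of 25 (adjusted p = 1), so that none was past the threshold. All 14 subunits of the 20S proteasome were in cluster 2, which held 28.8% of all genes (adjusted p = 1.85e-07). Cluster 2 also held 17 of 21 vacuolar ATPase subunits (adjusted p = 5.55e-06), 15 of 18 glycolytic enzymes (adjusted p = 1.01e-05) and 15 of 19 subunits of the 19S proteasome (adjusted p = 2.52e-05). It further held 10 of 11 RNA polymerase II subunits (adjusted p = 8.26e-05), 17 of 30 short-chain dehydrogenases (adjusted p = 0.00336) and 17 of 32 translation initiation factors (adjusted p = 0.00756). The mean z-score of the glycolytic enzymes fell from 1.67 ± 0.45 (SD, n = 3) on day 2 to -0.27 ± 0.0949 (SD, n = 2) on day 12, more than the spread between replicates. The mean linear coefficient of translation initiation factors was -0.040 log2 per day, and 0.0045 when counts were scaled by library size alone, which raised all genes alike; relative to the median of all genes it was -0.046 under both scalings. The mean z-scores of protein kinases and of trafficking genes had no linear relation to age past the threshold (Pearson's r 0.356 and 0.22, permutation test, adjusted p = 0.0566 and 0.236). For protein kinases, Spearman's rho was 0.426 (permutation test, unadjusted p = 0.0175), and r without days 2 and 12 was 0.515. For trafficking genes, rho was 0.173 (permutation test, unadjusted p = 0.35), and r without these days was 0.37. A quadratic term of age raised the share of variance that age accounts for by 34.1 percentage points for trafficking genes (permutation test, p = 0.00061) and by 1.17 for protein kinases (p = 0.582). With each sample's trend on transcript length removed, the mean linear coefficients of the classes tied to cluster 1 were lower. Relative to the median of all genes, they went from 0.00056 to -0.028 log2 per day for trafficking genes and from 0.025 to -0.0060 for protein kinases. For tubulins and kinesin-like proteins the move was from 0.0885 to 0.0685. The mean z-score of tubulins and kinesin-like proteins rose with age (Pearson's r 0.537, permutation test, adjusted p = 0.00127; Spearman's rho 0.698; r without days 2 and 12 0.626).

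**Figure D1:**
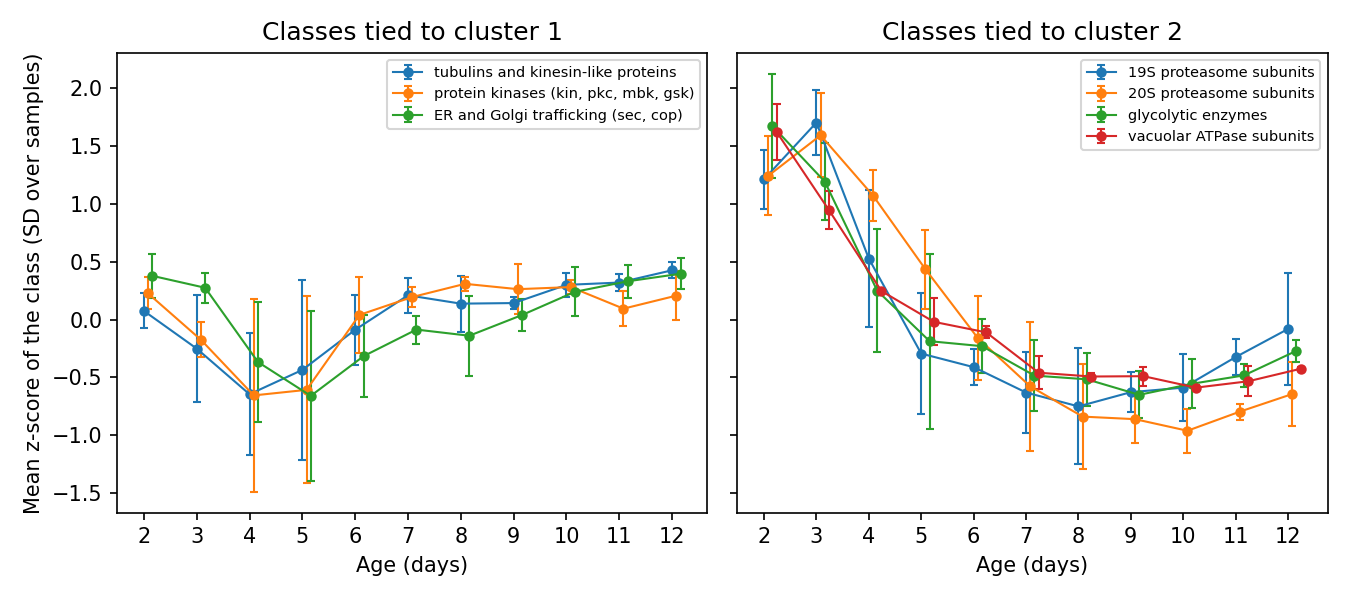
Mean z-score of gene classes against age in days, for classes tied to cluster 1 and to cluster 2. Points are means and bars the SD over the samples of a day (n = 3, or 2 on days 8 and 12); proteasome, glycolytic and vacuolar ATPase genes are highest on days 2 and 3, and the classes tied to cluster 1 have their lowest means on days 4 and 5.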

Cluster 3 contained genes whose expression peaked by days 4–5 and were primarily associated with stress response (Figure S3d), while genes in cluster 4 peaked later in life and were enriched primarily for transcription factors and signaling molecules (Figure S3e). 

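Cluster 3 held 1003 genes, with the highest mean z-score on day 5 (0.947 ± 0.408, SD over genes) and the lowest on day 12. C-type lectins had 21 of 95 genes in cluster 3, or 22.1% against 7.27% of all genes (adjusted p = 1.21e-05, Fisher's exact test over the same 21 classes). Genes of the infection response had 11 of 45 (adjusted p = 0.00061), detoxification enzymes 21 of 145 (adjusted p = 0.00359) and F-box proteins 28 of 243 (adjusted p = 0.0236). With average linkage, C-type lectins (adjusted p = 0.143), infection response genes (0.502) and detoxification enzymes (0.143) were not enriched in cluster 3, and with the paper's listed members detoxification enzymes were not (adjusted p = 0.18). Over the samples, the mean z-score of C-type lectins was 0.525 ± 0.228 (SD, n = 3) on day 5 and -0.627 ± 0.00898 (SD, n = 2) on day 12. Cluster 4 held 2940 genes, with the highest mean z-score on day 9 (0.785 ± 0.237, SD over genes). Cuticlin-like proteins had 20 of 26 genes in cluster 4 (76.9% against 21.2% of all genes, adjusted p = 4.02e-08), and nuclear hormone receptors had 73 of 181 (adjusted p = 4.26e-08). Homeodomain factors (13 of 42, adjusted p = 0.152) and potassium channels (12 of 41, adjusted p = 0.274) were not enriched past the threshold. Average linkage left 41 genes in cluster 4, too few to test these classes there.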

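Cluster 5 held 494 genes, whose mean z-score fell from 1.57 ± 0.725 (SD over genes) on day 2 to -1.03 ± 0.213 on day 7 and was 0.943 ± 0.505 on day 12. Of the 80 cytosolic ribosomal proteins, 11 were in cluster 5, or 13.8% against 3.58% of all genes (adjusted p = 0.000291, Fisher's exact test). With average linkage 7 were in cluster 5, or 8.75% against 6.55% (adjusted p = 0.502), and with the paper's listed members 29 were, or 36.2% against 7.18% (adjusted p = 7.37e-13). The mean z-score of this class was 1.46 ± 0.504 (SD, n = 3) on day 2, -0.884 ± 0.81 (SD, n = 2) on day 8 and -0.00393 ± 0.198 (SD, n = 2) on day 12, and a quadratic term of age raised the share of variance that age accounts for by 29.7 percentage points (permutation test, p = 0.0017). Of the 8 subunits of the chaperonin T-complex, 3 were in cluster 5 (adjusted p = 0.00361), and the quadratic term raised that share by 55.3 percentage points (permutation test, p = 1e-05, the smallest value the permutations can give). Of the 85 collagens, 1 was in cluster 5 (adjusted p = 0.394).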

Cluster 5 described the opposite, with genes whose expressions reach their minimum in mid‐life before rising slowly over time, and was enriched primarily for ribosome biogenesis genes (Figure S3f).

### 2.2 Isolation of long‐ and short‐lived subpopulations by biomarker expression

We employed fluorescent biomarkers of aging to separate prospectively long‐ or short‐lived individuals from the rest of the population for two reasons. First, and pragmatically: in comparison to phenotypes such as movement or pharynx pumping, fluorescent markers are very quick to measure, which facilitates the rapid sorting of large populations. Second, and on more conceptual grounds: we expect differences in GFP expression levels of these biomarkers among individuals to necessarily reflect differences in transcriptional state. (If the differences in GFP levels were due to post‐transcriptional influences on GFP translation, folding, degradation, or other property, then all GFP transgenes expressed in the same cells/tissues as the biomarkers identified by Kinser et al. (2021) would share the same lifespan‐predictive properties—which is not the case). Therefore, we expect that there should be a distinct transcriptional signature underlying high versus low GFP fluorescence.

In order to select biomarkers of aging with which to separate long‐ and short‐lived subpopulations, we reanalyzed data from Kinser et al. (2021), which assessed a variety of transgenic microRNA promoter::GFP fusion constructs for their ability to predict future lifespan. Animals were reared individually and imaged longitudinally throughout their lives (Pittman et al., 2017). Because they had access to longitudinal measurement, Kinser et al. were able to use measurements at multiple timepoints (e.g., an individual's rate of change in fluorescence intensity) to show correlation with lifespan. However, in order to sort a large population reared together, we required biomarkers whose fluorescence would be sufficiently predictive of lifespan to separate long‐ versus short‐lived individuals with a single measurement. To identify such markers, we performed regression analysis at each timepoint to measure the correlation between fluorescence intensity and eventual lifespan (Figure S4).

We chose four biomarkers whose fluorescence in mid‐life correlated significantly with future lifespan. Three were integrated fluorescent reporters of gene expression, specifically the promoter sequence of the microRNAs *lin‐4*, *mir‐243*, and *mir‐240/786* driving GFP expression (Figure S4a–c). The fourth was not a genetic marker but rather naturally‐occurring autofluorescent materials which accumulate over time, specifically imaged in the red channel using a TRITC filterset (henceforth simply called “autofluorescence;” Figure S4d) (Pincus et al., 2016). Of these, *lin‐4*p::GFP and *mir‐243*p::GFP fluorescence correlate positively with lifespan, while *mir‐240/786*p::GFP fluorescence and autofluorescence correlate negatively with lifespan. Further, all of these biomarkers best predict lifespan between ~5–8 days post hatch, when more than 90% of the population is still alive (Figure S4, right column). *lin‐4*p::GFP is expressed primarily in the posterior intestine, *mir‐243*p::GFP is ubiquitous throughout the intestine, autofluorescence can be seen in the intestine and uterus, and *mir‐240/786*p::GFP expression is limited to the spermatheca (Figure S5).

We sorted animals by fluorescence of each of these four biomarkers. Populations of age‐synchronized animals expressing each marker (or none in the case of autofluorescence) were allowed to grow for 5 days, at which point they were sorted using a single‐layer microfluidic system developed in our lab (Figure 2a and Figure S6). During the sorting process, each animal was immobilized, imaged, and routed down one of three output channels based on fluorescence intensity relative to the rest of the population. “High” and “low” fluorescence populations, defined as animals in the top or bottom tenth percentile of fluorescence intensity, respectively, were retained for further analysis. The remaining population, constituting the middle 80% of fluorescence was discarded.

**FIGURE 2:**
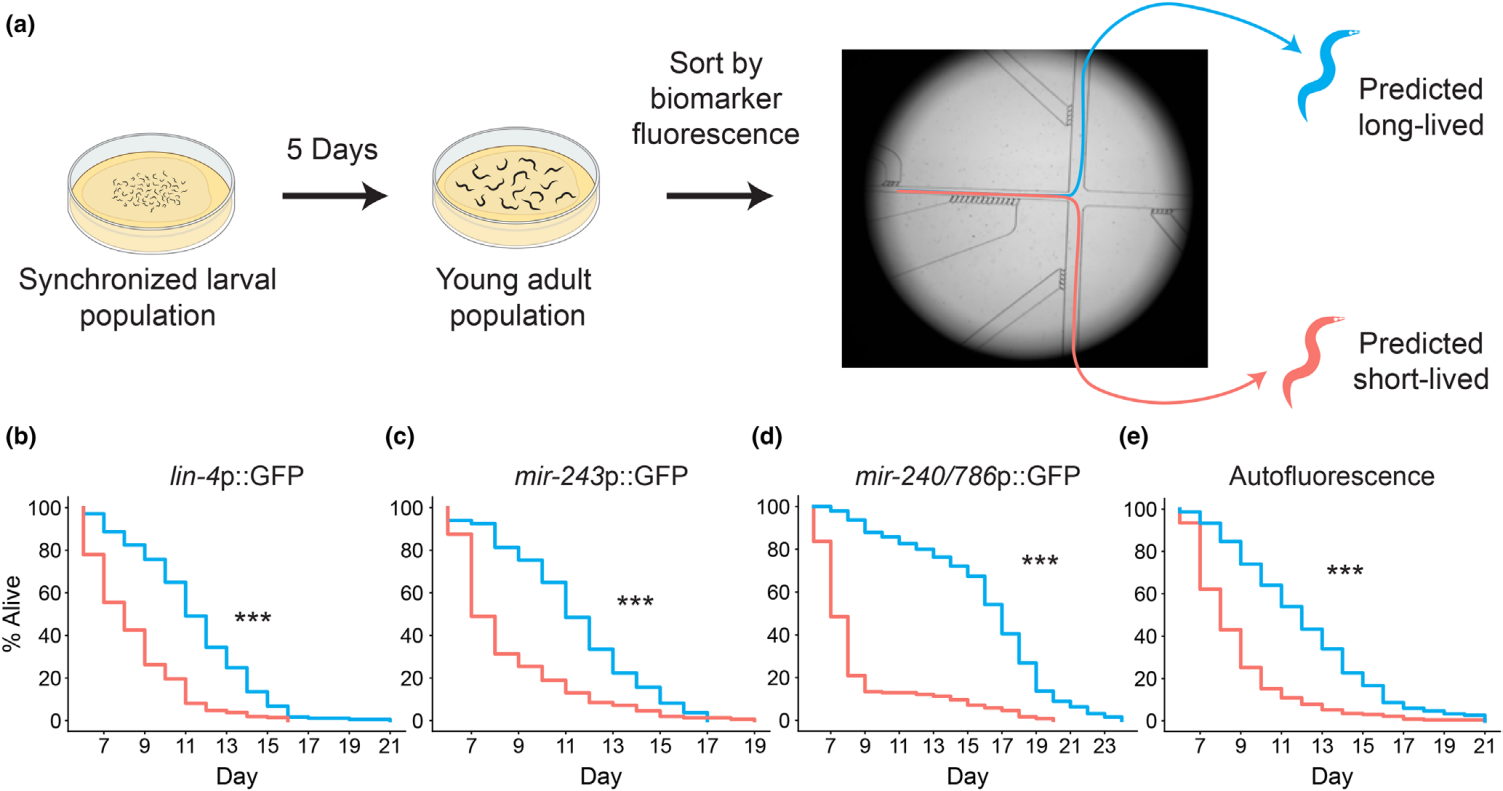
Separation of long‐lived and short‐lived animals from the average population. (a) Synchronized isogenic populations were cultured at 25°C for 5 days at which point they were collected for sorting. Individuals were immobilized and imaged on a microfluidic chip, and fluorescence was deemed “high” or “low” if an individual fell within the top or bottom tenth percentile, respectively, of fluorescence intensity relative to the rest of the population. (b–e) Lifespan curves comparing post‐sorting survival of predicted long‐lived (blue) and predicted short‐lived (red) sub‐populations of four biomarkers. In each case, the difference in survival was determined to be statistically significant by log‐rank test (*** = *p* < 0.0001). Curves are plotted starting at Day 6 (1 day‐post sorting), and each curve represents two combined replicates. Summary statistics for these experiments can be found in Table S1.

We carried out survival assays on the sorted high‐ and low‐fluorescence subpopulations to confirm that this single‐timepoint measurement of biomarker fluorescence was sufficient to differentiate animals by future lifespan, and that the markers remained predictive outside the context of single‐animal culture. In each case, we found significant differences in lifespan associated with biomarker level, ranging from 20% to 137% differences in median lifespan between predicted long‐lived and short‐lived groups (Figure 2b–e and Table S1). While we were able to enrich for long‐ and short‐lived worms in this way, we still noted considerable variability even among these sorted groups.

We performed RNA‐seq on additional subpopulations sorted in the same manner. We used PCA to visualize the differences between samples and sample groups (Figure S7). The first principal component explained 44% of the variance and clearly separated sample groups by their predicted lifespans. Subsequent PCs, meanwhile, each explained less than 7% of the variance. Sample groups did not appear to distribute by biomarker type but only by biomarker level. From this we concluded that subpopulations with similar predicted lifespans are broadly similar to one another at the transcriptomic level, irrespective of which biomarker was used in the sorting. In other words, rather than each biomarker reporting on different ways to be long‐ or short‐lived, all biomarkers tested appear to correspond to a common gene expression signature of future lifespan.

### 2.3 Biomarker levels correspond with physiological age

We hypothesized that the similarity in gene expression between samples with similar predicted lifespan could be due to a shared state of physiological age. Under the simplest model, all individuals might undergo a similar aging trajectory throughout life, with some proceeding faster than others. Biomarkers of aging would therefore report an individual's position along this trajectory. To the extent that such a common aging trajectory exists, it would necessarily be defined by the average physiological state of a population at any given chronological timepoint. Thus, this model would predict that individuals predicted to be long‐ versus short‐lived at a specific timepoint would be physiologically (transcriptionally, etc.) similar to the average population at a younger or older age, respectively.

To test this, we compared the gene expression profiles of individuals predicted to be long‐ or short‐lived, all of which were collected at chronological Day 5, with the average population at chronological age days 2–12. PCA revealed that the first principal component separated samples by both age and predicted future lifespan (Figure 3a). This result implies that many of the same transcriptomic features account for differences in both age and predicted lifespan, and that these features make up a plurality of the variance in the data. However, while the predicted long‐lived samples aligned with chronologically younger samples in both PCs 1 and 2, some of the predicted short‐lived samples diverged from the time‐series trajectory in the second principal component, implying some differences between the states of short remaining lifespan and advanced age.

**FIGURE 3:**
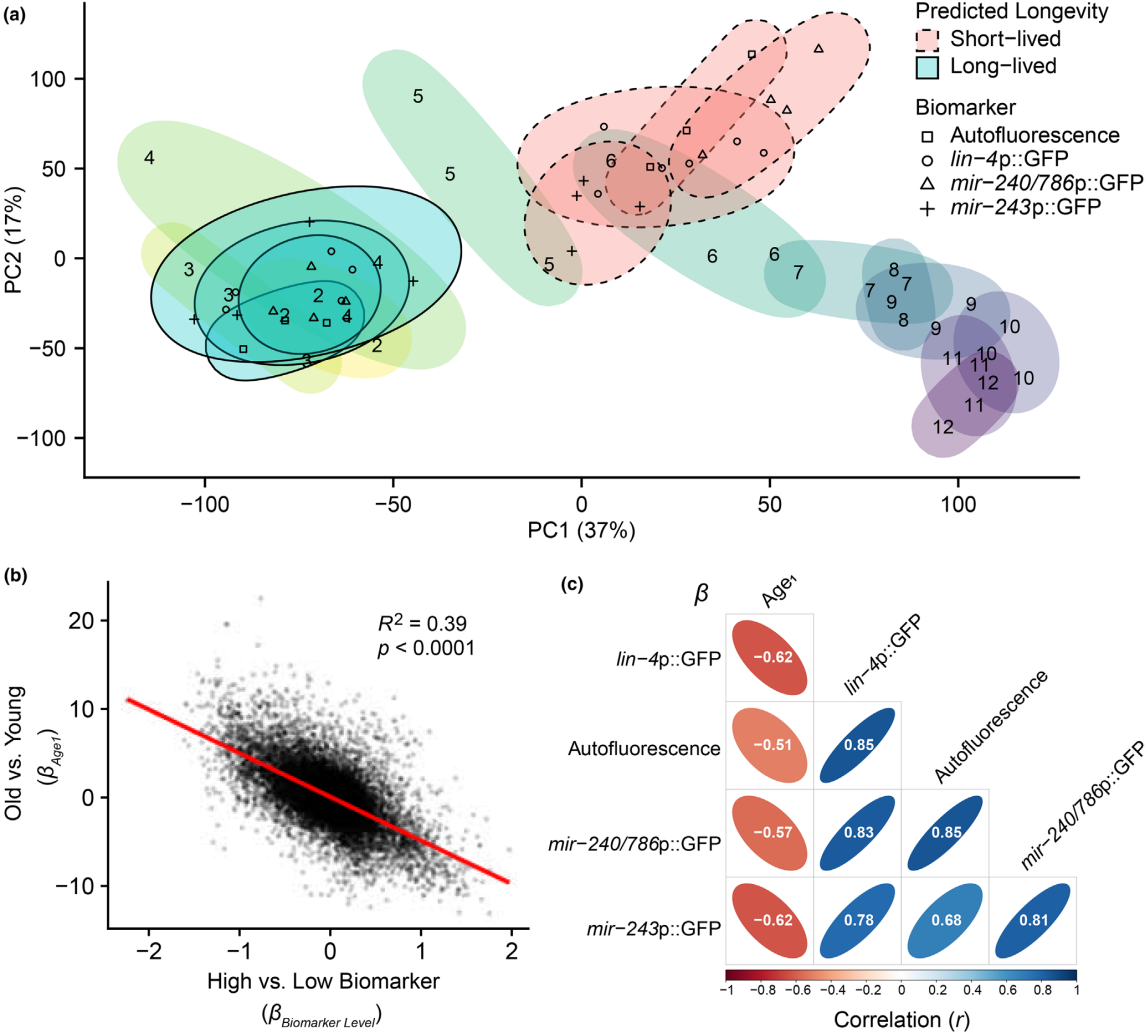
Transcriptomic differences in predicted lifespan correlate to differences in chronological age. (a) PCA plot comparing RNA expression of the average population days 2–12 with sorted animals of different predicted lifespans (chronologically Day 5). Ellipses enclose samples of the same sample group. (b) Scatterplot comparing regression coefficients (*β*) which were used to determine differential expression with respect to chronological age and biomarker level for each gene. These coefficients are analogous to log2 fold‐change. A positive *β*_*Biomarker*_ value indicates a gene more highly expressed in predicted‐long‐lived samples, while a positive *β*_*Age1*_ value indicates increased expression over time. (c) Pairwise comparison *β* coefficient values of high versus low predicted lifespan by each biomarker as well as aging. Intersections are colored according to and labeled with their Pearson correlation coefficient (*r*), indicating positive or negative correlation. *β* coefficient values for long versus short predicted lifespan are correlated across different biomarkers, and the genes more highly‐expressed in the predicted long‐lived subpopulations are the genes that are down‐regulated with aging (and vice versa).

To further explore the relationship between age and predicted lifespan, we used multivariate regression analysis to jointly model the effects of either age or biomarker level on gene expression (Figure S8). We compared the fold‐changes for all detected genes between young and old age with the fold‐changes between high versus low biomarker (here, samples were pooled to compare all predicted‐long‐lived vs. all predicted‐short‐lived samples irrespective of biomarker). We found differential gene expression with respect to aging and with response to biomarker level to be strongly correlated (*R* ^2^ = 0.39), meaning that many of the same genes which vary in expression during aging are also differentially expressed in subpopulations predicted to be long‐ versus short‐lived (Figure 3b). We extended this analysis to each high versus low biomarker pair and found a high degree of similarity in differential gene expression across all biomarkers tested, and similar levels of correlation with age (Figure 3c). Note that the negative, rather than positive, correlation here is the result of the arbitrary assignment of signs to the fold‐change values.

### 2.4 Transcriptional signatures associated with future lifespan

The above analysis indicates that the bulk of the transcriptional signature associated with high versus low biomarker levels is broadly similar to that of aging. We suspect much of these transcriptional changes are relatively “downstream” in the aging process, reflecting the physiological effects of accelerated or retarded aging in the low versus high biomarker populations, rather than the causes of the change in aging rates. In order to identify genetic programs that might be causal, we next attempted to identify systematic differences between high and low biomarker populations that did not simply recapitulate those between young and old individuals. While it is certainly plausible that some of the genes that change with age are also causal in setting the overall rate of aging in the biomarker high versus low populations, distinguishing cause from effect is challenging. In contrast, we reasoned that differences between the biomarker populations in genes that do not change with general aging are unlikely to simply reflect the effects of differential rates of physiological aging, and therefore might be more likely to reflect their underlying causes.

We therefore controlled for the general signature of aging via a two‐step process. First, we determined the apparent physiological age of the biomarker‐high versus–low populations. Next, we compared the biomarker‐high versus low gene‐expression patterns not directly with each other, but with those of unsorted populations at a chronological age matching the physiological age of the sorted biomarker‐high or low populations. To do this, we fit a curve through the center of the time‐series samples in PCA space and used this curve to measure progression along the average aging trajectory (Hastie & Stuetzle, 1989). 

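A principal curve with 5 degrees of freedom per coordinate was fitted through the time-series samples on the first 3 PCs, without the sorted samples, and the distance along it was scaled so that its ends lie at days 2 and 12. The age read from the curve followed the age of the samples with a Pearson's r of 0.91 and a Spearman's rho of 0.955 (two-sided permutation test, p = 1e-05 for each, the smallest value possible, adjusted p = 2e-05). Without days 2 and 12 the r was 0.9. Within replicate numbers 1, 2 and 3, r was 0.944, 0.882 and 0.935. The mean absolute difference between both ages was 1.67 days, and 1.71 days when each sample was left out of the fit in turn. It depended on the processing. It was 0.977 days with each sample's trend on transcript length removed, 1.03 days without replicate 2 and 2.82 days with day 1 included. The curve did not start at the youngest samples. Its first end was at replicate 2 of day 4, while the samples of day 2 were read as 5.41 ± 0.0939 days (SD, n = 3) and those of day 5 as 7.48 ± 0.131 days (SD, n = 3). The r moved most, to 0.982, when positions on the curve were turned into ages by interpolation between the mean positions of the known days. That step uses the ages of the same samples, which favours a high r, so this value is no independent support.

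**Figure D2:**
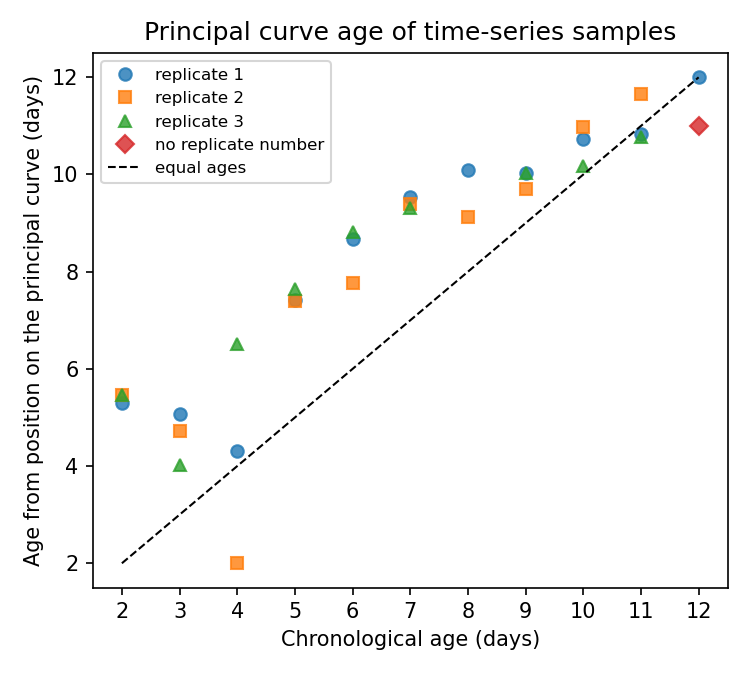
Age read from the principal curve (days) against chronological age (days) for the 31 time-series samples, marked by replicate number; the dashed line marks equal ages. Replicate 2 of day 4 sits at 2 days, and the 3 samples of day 2 lie above the dashed line.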

We then projected all biomarker‐sorted samples onto the nearest location on the curve in order to determine their physiological age (Figure 4 and Figure S1b). We estimated an average physiological age of 4.01 ± 0.14 days across all predicted long‐lived samples and 5.55 ± 0.21 days for the predicted short‐lived samples (Figure 4e).

**FIGURE 4:**
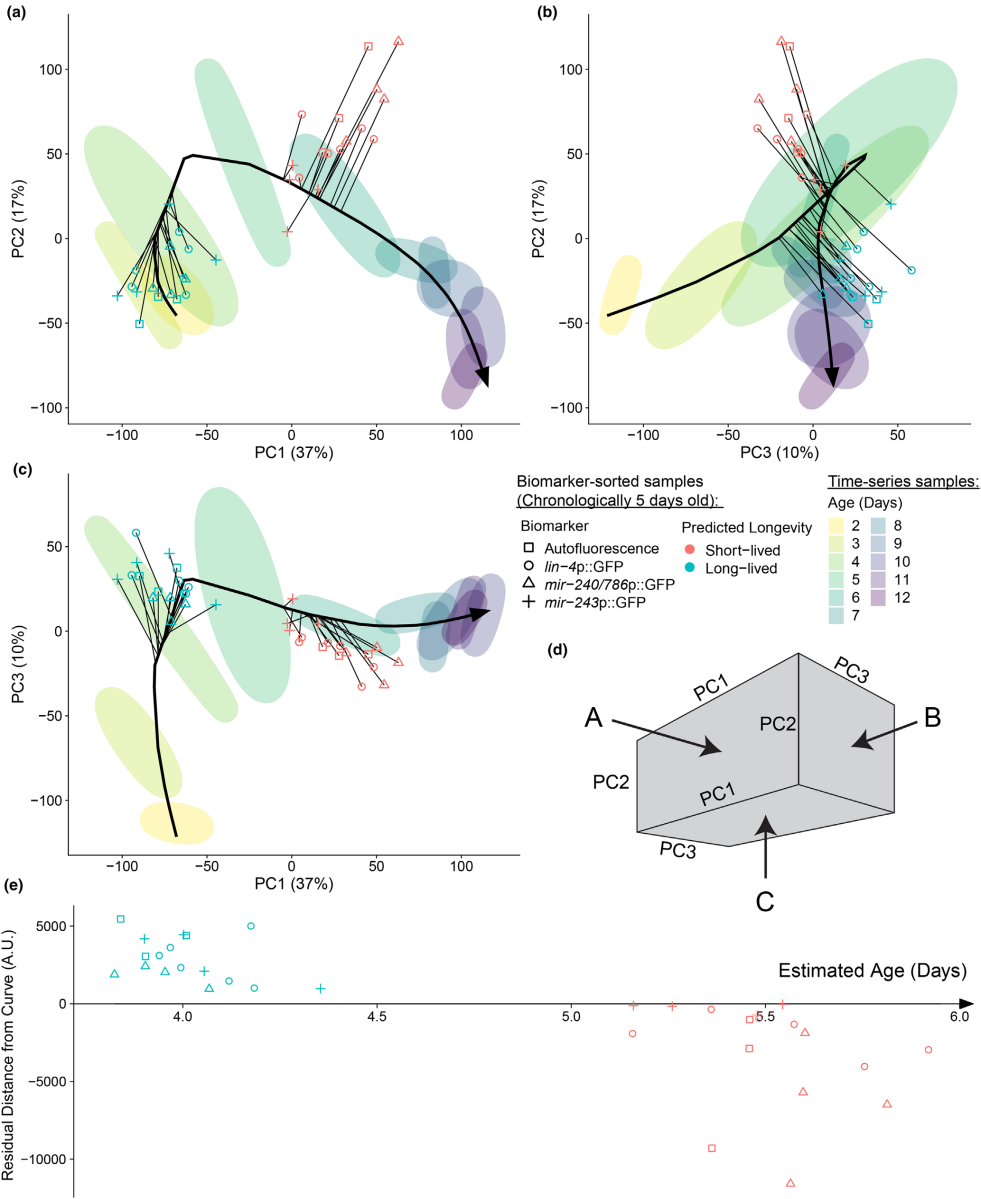
Estimation of physiological age. (a–c) A 3‐dimensional PCA plot viewed from three angles. A principal curve is drawn through the center of the time‐series data, shown here as ellipses. Predicted long‐lived (blue) and short‐lived (red) samples are plotted with a line connecting to the nearest point on the curve, which defines each sample's estimated physiological age. (d) Orientation of the 3‐dimensional plots shown in (a–c). (e) Estimated physiological age (distance along the principal curve) is plotted against distance from the curve for biomarker‐sorted samples (sign of residual corresponds to predicted longevity).

We performed a second regression analysis, this time regressing gene‐expression against the estimated physiological age of each sample. This identifies genes that distinguish biomarker‐high from–low populations over and beyond what physiological age alone can accomplish (Figures S9 and S1C). If predicted future lifespan as a function of biomarker expression were purely a function of a difference in physiological age, we would expect differential gene expression to be entirely explained by physiological age once it is added as a variable to the model. On the contrary, the differential expression of several genes was still best explained by differences in biomarker level even after controlling for physiological age. Furthermore, we found differential gene expression between samples predicted to be long‐ versus short‐lived was still correlated between all biomarkers tested (compare Figure S9c to Figure S9g). This suggests that the similarity between biomarkers was not just the result of a common association with physiological age, but potentially due to a common transcriptional state correlated with (and perhaps causal of) future differences in lifespan as well.

### 2.5 Enrichment analysis of genes associated with physiological age versus future lifespan

We determined 6162 genes to be significantly differentially expressed (FDR‐adjusted *p*‐value <0.0001) specifically with respect to physiological age (using all three physiological age terms in the regression model), 1407 genes specifically with respect to biomarker level, and 3419 genes in the intersection between the two (Figure S9h). To analyze the gene expression signature of physiological age versus that still associated with biomarker level, we performed gene set enrichment analysis (GSEA) (Subramanian et al., 2005). We ranked the full list of detected genes by their *p*‐values with respect to *β*_Physiological‐age1_—as the linear term in the polynomial equation used to model the effects of age, this coefficient was significant in almost all of the genes associated with physiological age (8571/9581 total) and represents expression either broadly rising or falling with age. We also ranked all genes by their *p*‐values with respect to *β*_Biomarker_ and performed GSEA on both of these lists to assess for GO terms and KEGG pathways significantly enriched in either or both.

We found 249 terms associated specifically with physiological age, 46 associated specifically with biomarker level, and 74 in the intersection between the two (Figure 5a), and we listed the most significantly enriched terms in each of these categories (Figure 5b–e). The intersection of this Venn diagram contained two categories of terms: those which trended in the expected direction (Figure 5c) and those which were enriched in opposite directions (Figure 5d). By “expected,” we mean terms that were enriched with increasing physiological age as well as in predicted‐short‐lived animals or vice‐versa—for instance, genes in the MAPK signaling pathway, which regulates various stress responses, are expressed at higher levels in physiologically old animals as well as animals with short remaining lifespan. Less intuitive are gene sets which appeared to trend in opposite directions—terms which were enriched with increased physiological age but also with long predicted lifespan or vice‐versa for physiologically young worms and predicted short lifespan (Figure 5d). Among these were genes annotated for meiotic recombination and DNA damage, both of which appeared to increase with age but were more highly expressed in long‐lived individuals (Figure S10). 

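The change with age of the 31 genes drawn in Figure S10 was taken from the time series alone, since the sorted samples were not used here. The linear coefficient was positive for 24 of the 31 genes and negative for 7. All 31 were past the threshold, with a largest adjusted p-value of 3.85e-05 over all detected genes and of 1.94e-05 over the list alone, a list that the paper chose by tests on data that include this series. The positive coefficients lay between 0.050 and 0.231 log2 per day and the negative ones between -0.135 and -0.065. The mean z-score of the rising genes went from -0.706 ± 0.399 (SD, n = 3) on day 2 to -1.13 ± 0.719 (SD, n = 3) on day 5 and 1.24 ± 0.309 (SD, n = 2) on day 12. The mean z-score of the falling genes went from 0.942 ± 0.407 (SD, n = 3) on day 2 to -0.648 ± 0.351 (SD, n = 2) on day 12. The genes that rose had longer transcripts, with a median of 2571.5 bases against 1009 bases for those that fell. Across the 31 genes, which are not independent replicates, transcript length was related to the linear coefficient with a Pearson's r of 0.758 (permutation test, p = 1e-05, the smallest value possible) and a Spearman's rho of 0.637 (permutation test, p = 0.00025). The result moved most when each sample's trend on transcript length was removed, an alternative chosen after the data were seen, after which 12 of the genes rose, 7 fell and 12 were not past the threshold.

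**Figure D3:**
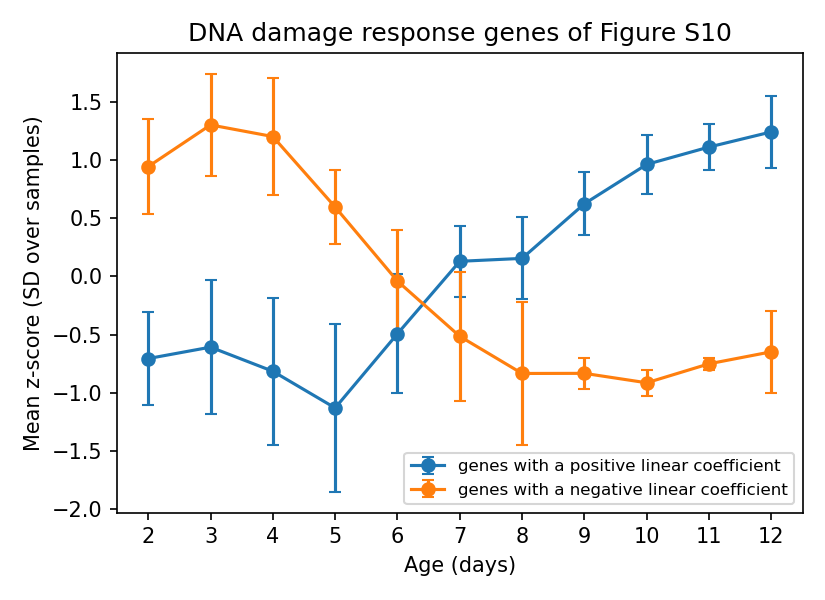
Mean z-score of the Figure S10 genes with a positive (24 genes) and a negative (7 genes) linear coefficient against age in days. Points are means and bars the SD over the samples of a day (n = 3, or 2 on days 8 and 12); after removal of each sample's trend on transcript length, 12 of the rising genes were no longer past the threshold.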

Finally, there are those gene sets which are differentially expressed specifically with respect to biomarker level but with no apparent association with physiological age (Figure 5e). 

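The share of genes without a change in the time series was computed for the genes that the supplement lists as tied to biomarker level, of which 1999 in each direction could be read. The paper has 2751 genes with higher expression in long-lived and 2075 with higher expression in short-lived animals. The shares and tests below are thus over the genes read and not over the whole lists. Of the listed genes with higher expression in long-lived animals, 1983 were detected, and 280 of these (14.1%) had no change with age. Of those with higher expression in short-lived animals, 1980 were detected, and 338 (17.1%) had no change with age. The share among all detected genes was 19.7%, above both shares (Fisher's exact test, two-sided, p = 4.72e-12 for the long-lived and p = 0.00165 for the short-lived direction). Both shares moved most with a threshold of 1e-04 for the change with age, to 39.2% and 36.9% against 42% of all detected genes.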

Many of these genes (751 total, about 15% of the differentially expressed genes with respect to predicted lifespan) showed little to no change over time on average, making them interesting targets for analysis given their correlation with future lifespan across several biomarkers (Figure S11).

**FIGURE 5:**
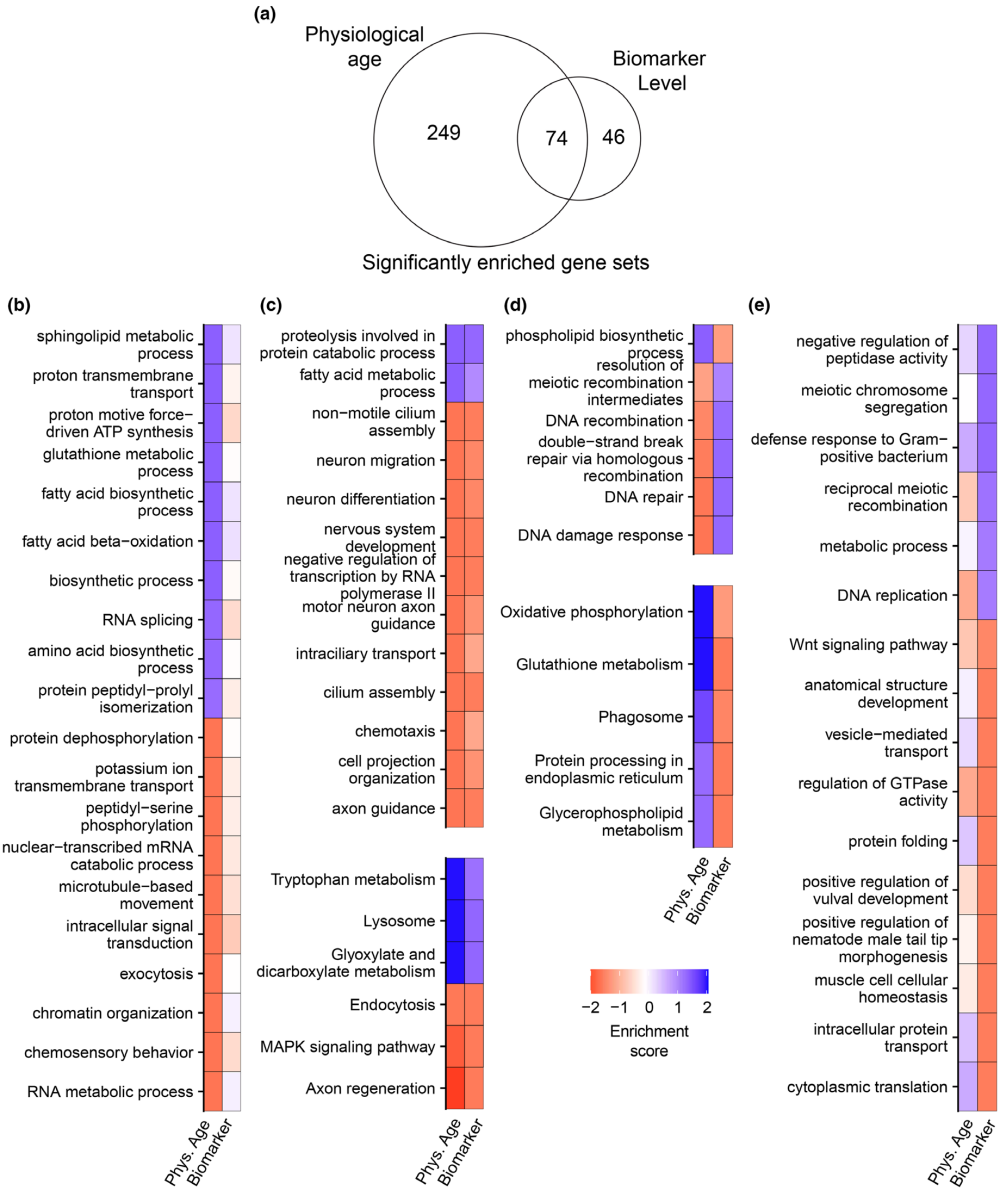
Gene set enrichment analysis (GSEA) of genes associated with physiological age versus biomarker expression. GSEA was performed on the full list of all detected genes ranked by significance of *β*_Physioloical‐age1_ and *β*_Biomarker_. (a) Venn diagram showing the number of GO terms and KEGG pathways associated with physiological age and biomarker level (FDR‐adjusted *p*‐value <0.1). (b–e) Enrichment was calculated as signed −log10 (FDR‐adjusted *p‐*value), such that positive values (blue) represent gene sets enriched in physiologically young worms (declining with age) and/or predicted long‐lived worms, while negative values (red) represent enrichment in physiologically older worms (increasing with age) and/or predicted short‐lived worms. (b) Most significant GO‐biological process (GO:BP) terms associated with physiological age but not biomarker level. (c, d) Most significant GO:BP terms (top) and KEGG pathways (bottom) associated with both physiological age and biomarker level. (c) highlights terms which show enrichment in the same direction; that is, terms which are significantly enriched both in physiologically‐young and predicted‐long‐lived animals or, reciprocally, in physiologically‐old and predicted short‐lived animals. (d) highlights terms which are enriched in opposite directions; in physiologically‐young animals and those predicted to be short‐lived, or in physiologically‐older animals and those predicted to be long‐lived. (e) Most significant GO:BP terms associated specifically with biomarker level but without significant correlation to physiological age.

To further characterize genes associated with future lifespan, we analyzed differentially expressed genes for the over‐representation of specific stress response pathways. In addition to the aforementioned DNA‐damage response pathway genes, we found that innate immune response pathway and xenobiotic response genes were over‐represented among genes expressed more highly in animals predicted to be long‐lived (Figure S12a–c). Genes expressed at higher levels in short‐lived animals were enriched for genes associated with stress‐activated MAPK response, unfolded protein response, and response to osmotic stress (Figure S12d–f). Using the tissue enrichment analysis tool on WormBase (Angeles‐Albores et al., 2016), we determined that the genes more highly expressed in predicted‐long‐lived animals are typically associated with the muscular system, intestine, and germline (Figure S13). These results were corroborated by comparison to published transcriptomic studies in a variety of perturbations using the online tool WormExp (Yang et al., 2016) (Figure S14). We found high overlap with genes whose expression was altered in response to mutation of immune response genes such as the p38 MAPKK gene *sek‐1* as well as bacterial insult (Wu et al., 2019). We also noted overlap with several datasets which ablated or otherwise perturbed the germline through the mutation of genes such as *glp‐1*, *pgl‐1*, or *mes‐4*.

## 3 DISCUSSION

In contrast to chronological age, which is measured simply by the ticking of a clock, defining physiological age is a much more complex task. To deal with this complexity, we use biomarkers of aging as proxy measurements to determine how physiologically young or old an individual is. However, this requires that we understand what “young” and “old” look like for a given biomarker. Using the average biomarker levels over chronological time to build a trajectory from a youthful to aged state, we can then place an individual on this trajectory and compare whether it is physiologically older or younger than its actual chronological age would suggest. This works because biomarkers of aging vary over time in each individual at a faster or slower rate depending on each individual's rate of aging. Here, we expanded this logic by building a trajectory of aging using the whole transcriptome and comparing the transcriptomes of subpopulations predicted to be long‐ or short‐lived by the expression of four different biomarkers of aging. In doing so, we identified a class of genes which separate along this trajectory of physiological age and another which separates orthogonally to it.

That biomarkers of aging correlate with a common physiological age state is also consistent with results suggesting that various interventions which affect population longevity, such as long‐lived mutants, “rescale” lifespan and healthspan relative to the wildtype population. Stroustrup et al. (2016), for instance, showed that several interventions which lengthen or shorten lifespan rescale the hazard curve of the wildtype population, and more recently Statzer et al. (2022) showed that several long‐lived mutants have proportionally‐scaled healthspan relative to wildtype controls. Tarkhov et al. (2019) performed a meta‐analysis of several RNA‐seq studies of long‐lived mutants and similarly found that the transcriptomic age of these populations was scaled primarily along a single axis in a manner correlated with lifespan extension. Our results suggest a similar phenomenon occurring among untreated individuals of the same population, whereby long‐ and short‐lived individuals undergo, in large part, temporally‐scaled versions of the same transcriptional trajectory. While our interpretations are limited by sorting and sequencing populations only at one time‐point, future work could confirm whether differently‐fated individuals continue to follow this common trajectory by sequencing at later timepoints post‐sorting.

While the finding that a difference in predicted lifespan largely resembles a difference in apparent age may be intuitive, the consistency of this signature across each biomarker tested is notable. One could imagine an alternate model in which each biomarker correlates with a specific age‐related etiology, resulting in several different ways to be healthy or unhealthy—instead, we find the transcriptomic differences underlying high versus low expression of each biomarker tested to be remarkably similar. This result lends further support to previous findings that certain transcriptional biomarkers of aging, even when expressed in different tissues, appear to correlate with some common underlying state related to future lifespan (Kinser et al., 2021).

There have been other reports in the literature of distinct biological states that appear to underlie long versus short life (at least in certain subpopulations). In replicative aging of *S. cerevisiae*, isogenic populations of cells have been shown to age in one of two distinct “modes” characterized by the decline of different organelles and, importantly, different average replicative lifespans (Jin et al., 2019; Li et al., 2020; Zhou et al., 2023). In *C. elegans*, Zhao et al. (2017) identified variability in lifespan and cause of death due to is differential infection by the *E. coli* food source, which the authors hypothesized may be due to differential ability of individuals to resist infection (see also Sánchez‐Blanco & Kim, 2011). While we did not directly test stress tolerance here, Bazopoulou et al. (2019) demonstrated that early‐life redox states generate a hormesis effect whereby oxidized larvae grow into longer‐lived and more stress‐resistant adults than their more reduced siblings. Both this phenomenon and that which we observe in our biomarker‐sorted populations are likely on a spectrum, rather than dichotomous as in the first two examples: while we, like Bazopoulou et al., isolated the tails of the population, most individuals in both studies exhibit intermediate biomarker levels between the extremes.

In addition to the consistent signature of genes that are similarly differentially expressed between both biomarker‐predicted long‐ versus short‐lived subpopulations and chronologically young versus old populations, we also found a distinct set of genes “orthogonal” to the chronological aging axis, that is, genes that distinguish sample groups by biomarker‐predicted lifespan but in a manner unconnected from physiological age. The genes in this set are consistently differentially expressed across all biomarkers tested, which implies that these genes are related to a coherent underlying biological state that enhances or diminishes future lifespan, but which itself does not change over time in the average population. It is tempting to speculate that this set of genes may act to set each individual's rate of aging. Such a trait may well be stable over time in any given individual (and hence not appear to change over time in an aging population) but would of course distinguish long‐ and short‐lived subpopulations.

If these genes are indeed related to rate of aging, it may explain their strong overlap with differentially expressed genes from germline ablation experiments. The reproductive system of *C. elegans* is a well‐studied regulator of aging—ablation of the germline (while leaving the somatic gonad intact) extends lifespan, and the onset of reproduction has been linked with a reduction of somatic proteostatic capacity and a conversion of intestinal biomass into yolk (Ezcurra et al., 2018; Hsin & Kenyon, 1999; Labbadia & Morimoto, 2015). It has even recently been argued that *C. elegans* has a semelparous life history, characterized by a single bout of reproduction followed by a programmed “reproductive death” for the benefit of its offspring (Kern et al., 2023). The germline has also been previously linked to heterogeneity in the aging process, both in terms of variable reproductive capacity (Pickett et al., 2013) and also variability in the appearance of chromatin masses in the uteri of aged worms (Golden et al., 2007). This latter phenomenon could be linked to the overrepresentation of genes associated with DNA damage repair and meiotic recombination which we observed in worms predicted to be long‐lived. Moreover, Eder et al. (2024) recently demonstrated through single‐worm single‐cell transcriptomics that decoupling of gene expression between the germline and soma is a major driver of nongenetic interindividual heterogeneity in *C. elegans* aging and that ablation of the germline is sufficient to blunt variability in lifespan. Our finding of a set of genes related to the germline which varies with future lifespan “orthogonal” to the axis of physiological age fits perfectly with a model in which a decoupling of somatic and germline transcription drives variability in aging.

It is important to note certain caveats given the transcriptomic nature of this work: one important limitation is that we only measured mRNA levels, which do not necessarily correlate to the activity of the proteins for which they encode. Relatedly, gene set enrichment analysis is limited by the accuracy and completeness of category annotations, and increased detection of transcripts annotated for a given pathway or process is not sufficient evidence to claim increased pathway activity. Further experimentation is required to better understand what role if any these germline‐related genes play in the determination of individual lifespan. One approach would be to perform longitudinal analysis of biomarker expression in germline‐less and/or feminized hermaphrodites. This germline‐centric hypothesis predicts that, absent germline‐mediated signaling, the biomarkers we have analyzed should no longer predict future lifespan.

## 4 MATERIALS AND METHODS

### 4.1 *C. elegance* strains and maintenance

All strains used were maintained at 20°C on NGM plates seeded with *E. coli* OP50 using standard culture techniques (Brenner, 1974). VT1474 (*mir‐243*p::GFP), VL370 (*mir‐240/786*p::GFP), and BA671 (*spe‐9*(*hc88*)) were obtained from the Caenorhabditis Genetics Center (CGC), and VT1474 and VL370 were originally created by Martinez et al. (2008). Worms carrying *zaIs1* (*lin‐4*p::GFP) were obtained from and originally generated by the Slack lab (Boehm & Slack, 2005).

All strains assayed were crossed with BA671, which contains a temperature sensitive allele of *spe‐9* (hc88) to prevent self‐fertilization at the restrictive temperature of 25°C (Fabian & Johnson, 1994). Individual culture and longitudinal imaging of animals in the “worm corral” was carried out as described previously (Kinser et al., 2021; Pittman et al., 2017).

### 4.2 Microfluidic sorting

Worms were synchronized by hypochlorite treatment of gravid adults, and L1 larvae were allowed to hatch and arrest overnight in S‐Basal medium. L1 larvae were plated on 10 cm NGM plates at a density of 1500 worms per plate and cultured at 25°C. At 5 days post‐replating, plates were washed with M9 buffer containing 0.02% TWEEN 20 detergent (Sigma), and collected worms were allowed to settle by gravity and washed with M9 buffer to remove bacteria and particulate matter. Worms were placed in a syringe pump and fed through a single‐layer microfluidic device mounted on a Leica DMi8 inverted microscope with a 5× objective (Figure S6). The microfluidic chip was made using PDMS elastomer cast on a mold of SU‐82050 photoresist fabricated using standard soft lithography techniques (Jenkins, 2013). Sorting was handled automatically using code written in Python. Images were captured using a Zyla‐5.5 sCMOS camera (Andor), and GFP and red autofluorescence (TRITC) images were visualized using the standard DMi8 filter cube (Leica). Fluorescence intensity was measured as the 95th percentile brightest pixel in the worm body, the area of which was determined by subtraction of the background image taken when no worm was present.

The first 100 worms for any assay were used to calibrate “high” and “low” biomarker expression, which was defined as the top and bottom tenth percentile of the distribution, respectively. Measurements for subsequent worms were added into the distribution, meaning that the thresholds for “high” and “low” change slightly over the course of the sort. The microfluidic device has three output channels—individuals with “high” or “low” biomarker expression were sorted into the left or right channels and recovered, while all others were sorted through the middle output channel and discarded (Figure S6).

### 4.3 Survival assays

Animals were recovered from the microfluidic sorter in 50 mL conical tubes and replated onto NGM + 50 μg/mL kanamycin plates seeded with kanamycin resistant OP50‐NeoR *E. coli* obtained from the CGC. These conditions were chosen in order to circumvent the risk of bacterial contamination in the sorting equipment. Immediately after replating, animals were assessed for movement to ensure they survived the sorting procedure and otherwise censored. Sorted populations were maintained at 25°C, and all animals were assayed daily for motion and scored dead if they failed to respond to gentle stimulus. Animals were censored if they escaped or burst. Statistical differences in survival curves were determined by log‐rank test using the “SciPy” package for Python (Virtanen et al., 2020).

### 4.4 RNA‐seq

Immediately after sorting, recovered “high” and “low” biomarker populations were resuspended in 100 μL of M9 buffer to which 400 μL of TRIzol reagent (ThermoFisher) was added. The resultant mixture was repeatedly flash‐frozen in liquid nitrogen, thawed at 37°C, and vortexed vigorously for at least five freeze–thaw cycles to lyse the worms. Total RNA was obtained by phenol chloroform extraction and purified using the RNeasy Micro kit (Qiagen). For time‐course samples, animals were synchronized by hypochlorite treatment and grown on 10 cm NGM plates. Every 24 h post‐replating, plates were washed with M9 buffer, and RNA was extracted as described above. RNA quality was assessed using a 4200 TapeStation system (Agilent), and library construction and sequencing was carried out by Novogene.

### 4.5 Analysis of gene expression data

Genes were considered expressed if 75% of samples had at least five RNA‐seq counts and were excluded otherwise, resulting in 14,085 “detected” genes. 

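The count table had 20223 entries, 20222 of them worm genes and 1 named transgene, which was left out of all tests of genes. With the filter applied to the 31 samples of days 2 to 12, 13865 genes were detected. The sorted samples were not used here. With no filter 20188 genes could be tested, and 10614 had at least 10 counts in every sample.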

Differential expression analysis was carried out using the R package “DESeq2” (Love et al., 2014). For each gene, expression (RNA‐seq counts) was modeled as a function of age (days 2–12 post‐hatch, encoded as a continuous variable), biomarker level (1 or −1 for predicted long‐lived or short‐lived samples, respectively, or 0 for time‐course samples), and a categorical variable which accounted for sequencing batch. To account for non‐linear changes in gene expression with time, the effect of age on gene expression was modeled as a third‐degree polynomial. Thus, the following model was fit:

$$\begin{array}{c} Y_{\exp}=x_{\mathrm{Age}}^{3}\beta_{\mathrm{Age}3}+x_{\mathrm{Age}}^{2}\beta_{\mathrm{Age}2}+x_{\mathrm{Age}}\beta_{\mathrm{Age}1}\\ +x_{\text{Marker}}\beta_{\text{Marker}}+x_{\text{Batch}}\beta_{\text{Batch}}+\beta_{\text{Intercept}} \end{array}$$

*β* coefficients were then estimated and significance determined by Wald test to determine the effects of aging, biomarker level, and batch on the expression of each gene. To determine the similarity between different biomarkers, a similar model was fit with *X*_Marker_ broken into a series of dummy variables such that *β* coefficients for each high‐low biomarker pair were determined separately:

$$\begin{array}{c} Y_{\exp}=x_{\mathrm{Age}}^{3}\beta_{\mathrm{Age}3}+x_{\mathrm{Age}}^{2}\beta_{\mathrm{Age}2}+x_{\mathrm{Age}}\beta_{\mathrm{Age}1}+x_{\mathrm{lin}-4}\beta_{\mathrm{lin}-4}+x_{\mathrm{mir}-243}\beta_{\mathrm{mir}-243}\\ +x_{\mathrm{mir}-240/786}\beta_{\mathrm{mir}-240/786}+x_{\text{Autofluorescence}}\beta_{\text{Autofluorescence}}+x_{\text{Batch}}\beta_{\text{Batch}}+\beta_{\text{intercept}} \end{array}$$

Normalized counts were obtained using the variance stabilizing transformation (“vst”) function from DESeq2, and batch correction was performed using the “removeBatchEffect” function from the R package “Limma” (Law et al., 2018).

For clustering analysis, normalized counts for time‐series samples were averaged at each timepoint for each gene. A smoothing spline with 5 degrees of freedom was fit to the average trend for each gene, and the resulting splines were standardized to have a mean of 0 and standard deviation of 1. 

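In the time series, 2726 detected genes had no adjusted p-value under the threshold for any of the 3 age coefficients. This number was 2470 with DESeq2's Wald test and 2706 when the 3 coefficients were tested jointly. It was 11169 with a raw polynomial of age, and 3867 to 4827 when each replicate was left out in turn.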

Genes were automatically placed into cluster 0 (no correlation with time) if none of their *β*_*Age*_ coefficients had an associated FDR‐adjusted *p*‐value <0.01, which totaled 2511 genes. 

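The supplement lists the members of the paper's clusters; the lists could be read in full for clusters 3 to 5 only, and 9677 of the genes read were detected here. For clusters 0, 1 and 2 these were 1952, 1907 and 1994 genes, against 2511, 3508 and 4086 in the paper, so the shares below are over the genes read and not over whole clusters. Of the 9677 genes, 72.4% were in the cluster of the same number, with an adjusted Rand index of 0.506 between both assignments. The share was highest for cluster 4, at 94.2% of 1437 listed genes, and lowest for cluster 5, at 33.4% of 996. It was 84.5% for cluster 0, 67.8% for cluster 1, 85.6% for cluster 2 and 48.5% for cluster 3. A larger cluster here can hold more of the listed genes, so the share does not rank how well clusters were reproduced. Cluster 4 held 2940 genes here, of which 1354 were listed for the paper's cluster 4 of 1547 genes. Cluster 5 held 494 genes, against 999 in the paper. The clustering was written anew from this description, since the package was not used here, and the effect of this was not tested. Cluster membership was sensitive to the processing: the adjusted Rand index against the clusters reported here was between 0.433 and 0.782 over the alternatives tried. It was 0.66 with average linkage, 0.782 with Ward linkage and 0.674 with Euclidean distance. The lowest value was that without replicate 1.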

The remaining 11,574 genes were clustered using the “tsclust” function of the R package “dtwclust” (Sarda‐Espinosa, 2024). Distance was calculated using dynamic time warping with a window size of 1 day, and hierarchical clustering was performed using complete linkage, using DTW barycenter averaging to calculate cluster centroids. After clustering was complete, the tree was cut into five clusters.

### 4.6 Estimation of apparent age

Principal component analysis was carried out for all samples, and a curve was fit through the center of the time‐series (unsorted) data using the R package “princurve” (Cannoodt & Bengtsson, 2019; Hastie & Stuetzle, 1989). All samples were then projected to the nearest point on the curve, and physiological age was estimated proportional to distance along the arc. To separate the effects of physiological age and predicted lifespan on gene expression, the same regression analysis as above was carried out, with the exception that these estimated physiological age values were used in place of chronological age for each sample.

### 4.7 Enrichment analysis

Gene set enrichment analysis (GSEA) was carried out for full lists of genes ranked by their FDR‐adjusted *p*‐values associated with *β*_*Age1*_ and *β*_*Marker*_ using the online tool EasyGSEA (https://tau.cmmt.ubc.ca/eVITTA/, Cheng et al., 2021). Specifically, GSEA was carried out with respect to standard gene ontology terms for biological processes, molecular function, and cellular compartment, as well as for KEGG pathway enrichment. To assess for overrepresentation of specific stress pathways, we used the hypergeometric test to compare the list of differentially expressed genes with respect to biomarker level (*β*_*Marker*_ FDR‐adjusted *p*‐value <0.0001) to the genes annotated for a variety of stress response pathways using GO:BP terms (Figure S11g). Tissue enrichment analysis was carried out using the enrichment analysis tool available on WormBase (https://wormbase.org/tools/enrichment/tea/tea.cgi, Angeles‐Albores et al., 2016). The same lists of genes were assessed for overlap with published transcriptomic data using the online tool WormExp (https://wormexp.zoologie.uni‐kiel.de/wormexp/, Yang et al., 2016).

## AUTHOR CONTRIBUTIONS

Matthew C. Mosley: Conceptualization, formal analysis, validation, investigation, visualization, methodology, writing—original draft, writing—review and editing, experimental design, data collection, writing of analytical software. Holly E. Kinser: investigation, visualization, methodology, writing—review and editing, data collection, data curation. Olivier M.F. Martin: formal analysis, methodology, visualization, writing—review and editing, writing of analytical software. Nicholas Stroustrup: writing—review and editing. Tim Schedl: writing—review and editing, supervision. Kerry Kornfeld: writing—review and editing, supervision, project administration. Zachary Pincus: conceptualization, supervision, funding acquisition, methodology, writing—original draft, writing—review and editing, project administration, experimental design, writing of analytical software, image acquisition and analysis software.

## FUNDING INFORMATION

This work was supported by NIH grant R01 AG057748 and a Beckman Young Investigator award from the Arnold and Mabel Beckman Foundation.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflict of interest.

## Supporting information

Appendix S1.

Appendix S2.

Appendix S3.

## Data Availability

All data and code are available upon request. RNA‐seq count data has been deposited at the Gene Expression Omnibus (GEO) with accession numbers GSE254501 and GSE283419.

# Supplementary material for: Similarities and differences in the gene expression signatures of physiological age versus future lifespan
**Source:** Aging Cell. 2024 Dec 6;24(4):e14428. doi: 10.1111/acel.14428
**Supplement:** Supplementary file 3 — Appendix S3.

| Biomarker | Replicate | Level^a^ | N^b^ | Censored^c^ | Mean  Lifespan^d^ | Standard  Deviation^d^ | Median  Lifespan^d^ | % Difference^e^ | Maximum  Lifespan^d^ |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *lin-4*p::GFP | 1 | High | 74 | 0 | 12.84 | 1.84 | 13 | 30^***^ | 17 |
|  |  | Low | 97 | 2 | 10.58 | 2.22 | 10 |  | 17 |
|  | 2 | High | 108 | 5 | 12.14 | 3.29 | 12 | 50^***^ | 22 |
|  |  | Low | 115 | 1 | 8.46 | 1.74 | 8 |  | 17 |
| *mir-243*p::GFP | 1 | High | 67 | 6 | 13.89 | 2.65 | 14 | 55^***^ | 18 |
|  |  | Low | 70 | 4 | 9.98 | 3.24 | 9 |  | 20 |
|  | 2 | High | 75 | 2 | 11.16 | 2.25 | 12 | 50^***^ | 16 |
|  |  | Low | 90 | 3 | 9.15 | 1.84 | 8 |  | 14 |
| *mir-240/786*p::GFP | 1 | High | 115 | 2 | 9.71 | 3.44 | 8 | 137^***^ | 21 |
|  |  | Low | 56 | 1 | 18.65 | 3.28 | 19 |  | 25 |
|  | 2 | High | 100 | 1 | 9.69 | 2.9 | 9 | 89^***^ | 20 |
|  |  | Low | 125 | 2 | 16.03 | 3.79 | 17 |  | 22 |
| Autofluorescence | 1 | High | 121 | 0 | 9.46 | 1.31 | 10 | 20^***^ | 13 |
|  |  | Low | 85 | 0 | 11.89 | 2.48 | 12 |  | 19 |
|  | 2 | High | 111 | 2 | 10.05 | 3.17 | 9 | 67^***^ | 22 |
|  |  | Low | 68 | 3 | 14.69 | 3.72 | 15 |  | 22 |

Supplemental Table 1. Lifespan statistics for populations sorted by biomarker fluorescence.

1. “High” and “low” refer to the top or bottom 10^th^ percentile of fluorescence relative to the rest of the population
2. Total number of animals in each sample group
3. Number of right-censored animals
4. All lifespans reported in days post-synchronization as L1 larvae
5. 

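The daily deaths and censorings in the supplement, which come from animals that were sorted by biomarker level and not sequenced, were analysed again for the 4 biomarkers with 2 sorts each. Groups had between 56 and 125 animals. Kaplan-Meier medians of the groups with high and low expression differed by 22.2% to 157%. Each of these medians was 1 day below the one in the paper's table, which makes the percentages larger than the paper's. For autofluorescence, median survival was 9 days in the high and 11 days in the low group in the first sort, and 8 and 14 days in the second. For lin-4p::GFP, the high group lived longer, with 12 against 9 days and 11 against 7 days. The log-rank p-values over the 8 sorts lay between 4.37e-28 and 2.12e-07. Counting each death 1 day later, which leaves the log-rank test as it is, gave differences of 20% to 138%, against 20% to 137% in the paper. They were 20% and 66.7% for autofluorescence and 30% and 50% for lin-4p::GFP.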

Percent difference in median lifespan. *** indicates *p* < 0.0001 as determined by log-rank test.

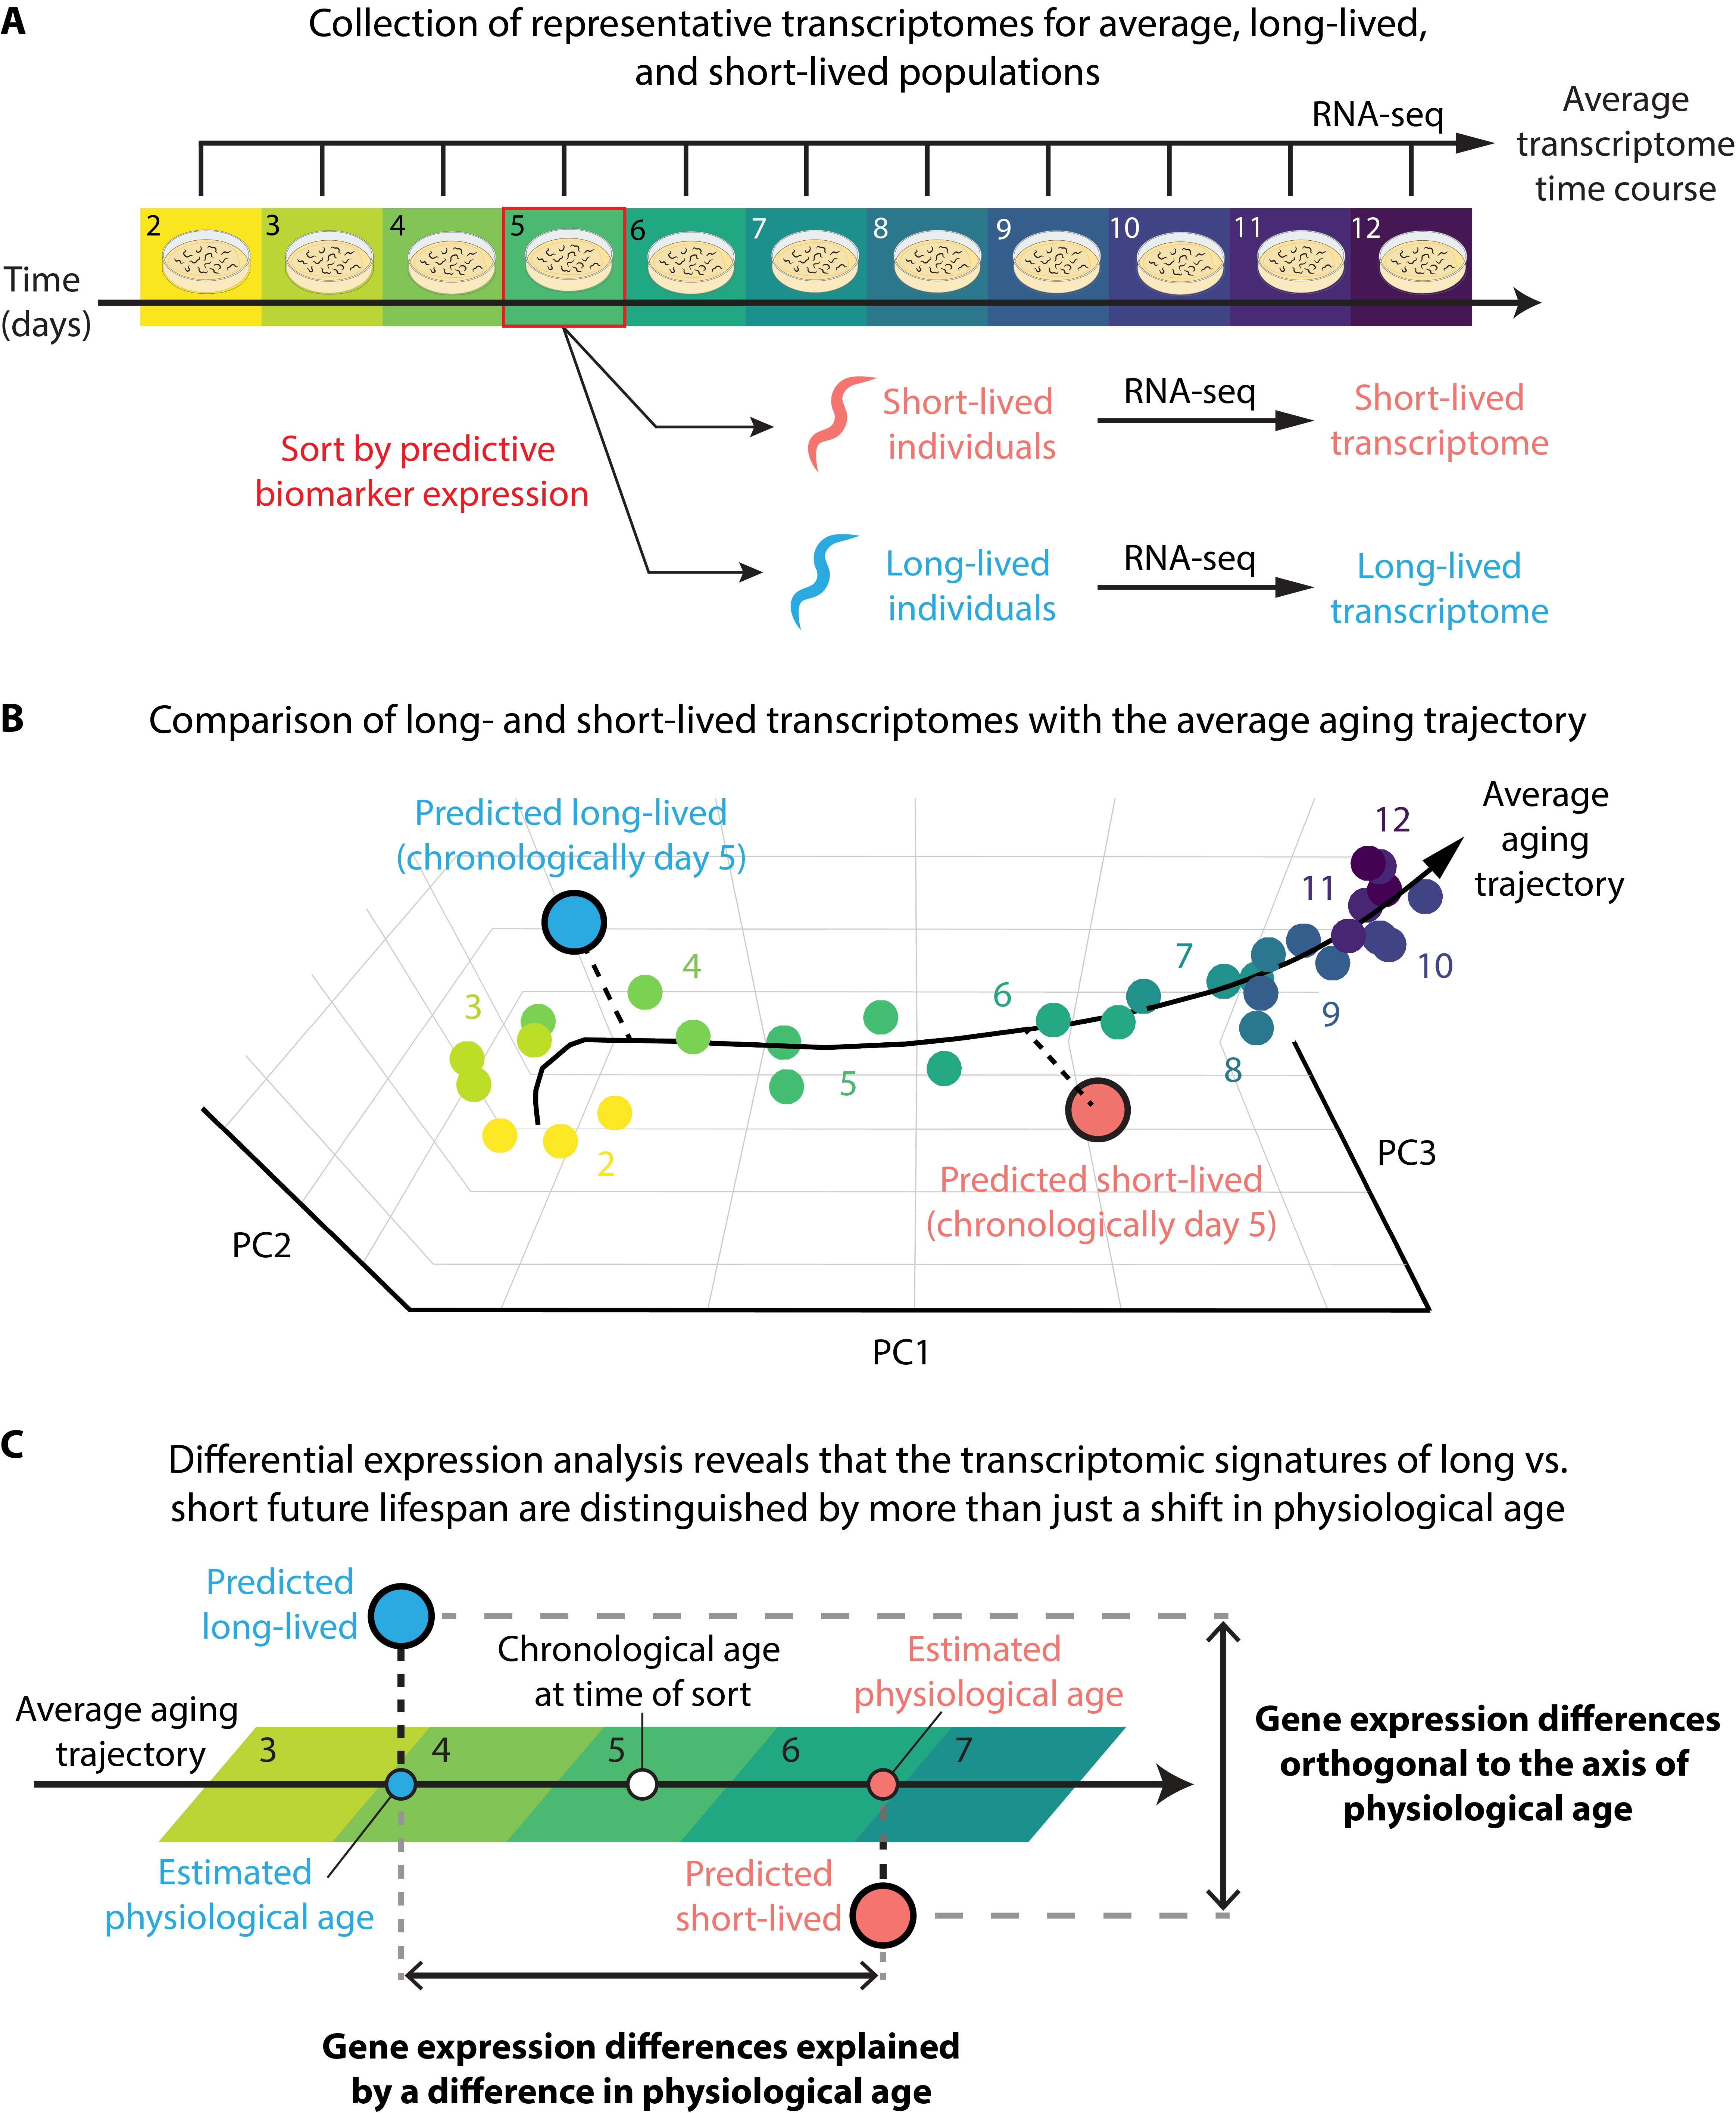

Supplemental Figure 1. Experimental design and analysis pipeline. A) We sampled the whole population at days 2-12. We know there exists the aforementioned variation in each of these samples, and thus we assume a “regression to the mean” transcriptional age as mRNA levels from individuals of varying future lifespans are pooled together. We also separated individuals of the same chronological age (5 days old) into predicted long-lived and short-lived sub-populations using four different fluorescent biomarkers of aging. B) We used PCA to summarize the gene expression profiles associated with chronological ages days 2-12. Using this as the “average aging trajectory,” we then compared where long- and short-lived populations fell along this curve in order to assign a physiological age to each sample. C) We modeled gene expression as a function of physiological age and biomarker expression (predicted future lifespan). We found that, while correlated with future lifespan, a difference in physiological age alone was not sufficient to explain all differential gene expression between samples predicted to be long- vs. short-lived. We thus categorized differentially expressed genes between long- and short-lived samples into two classes: the first contains those genes whose expression reflects a difference in physiological age. The second, on the other hand, contains genes whose expression distinguished long- and short-lived samples in a manner uncorrelated with a difference in physiological age; that is, “orthogonal” to the physiological aging trajectory.

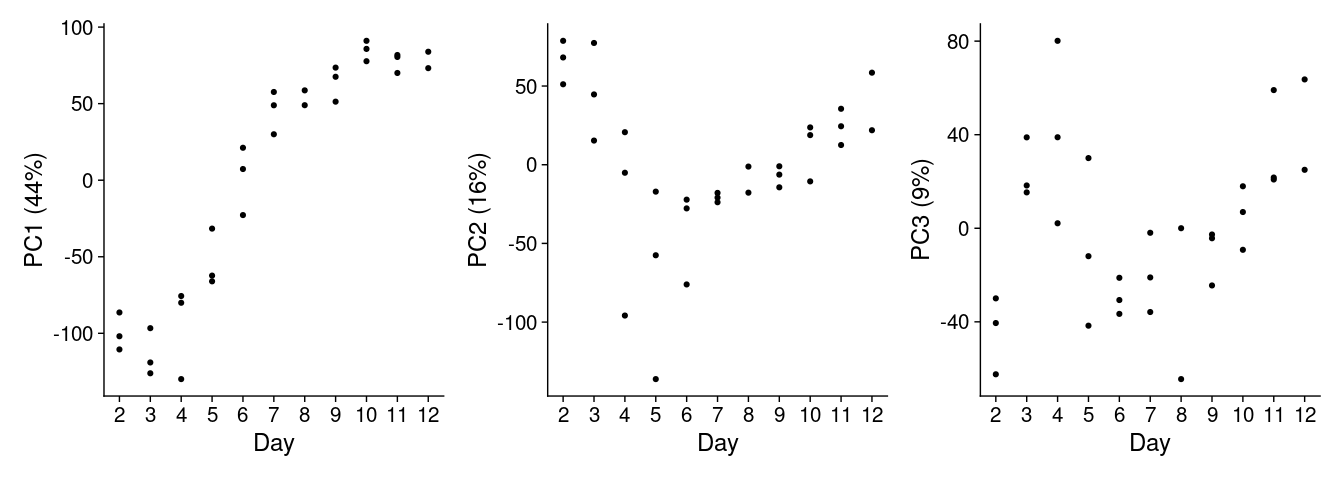

Supplemental Figure 2. Trajectory of average population transcriptional profiles through time. Principal component analysis was carried out on populations days 2-12. Scores for the first, second, and third principal component are plotted over time. Y-axis labels also indicate percentage of variance explained in the data by each principal component.

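PC1 scores in the PCA of the time series alone were -98.6 ± 13.7 (SD, n = 3) on day 2, 1.66 ± 23.4 (SD, n = 3) on day 6 and 83.5 ± 6.69 (SD, n = 3) on day 10. The means of days 10, 11 and 12 differed by less than the spread on day 2. PC2 scores fell from 67.8 ± 8.24 (SD, n = 3) on day 2 to -72.1 ± 58.7 (SD, n = 3) on day 5 and were 43.4 ± 27.3 (SD, n = 2) on day 12. PC3 scores were -45.8 ± 13.8 (SD, n = 3) on day 2, 42.3 ± 45.2 (SD, n = 3) on day 4, -28.4 ± 9.08 (SD, n = 3) on day 6 and 44 ± 26.6 (SD, n = 2) on day 12.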

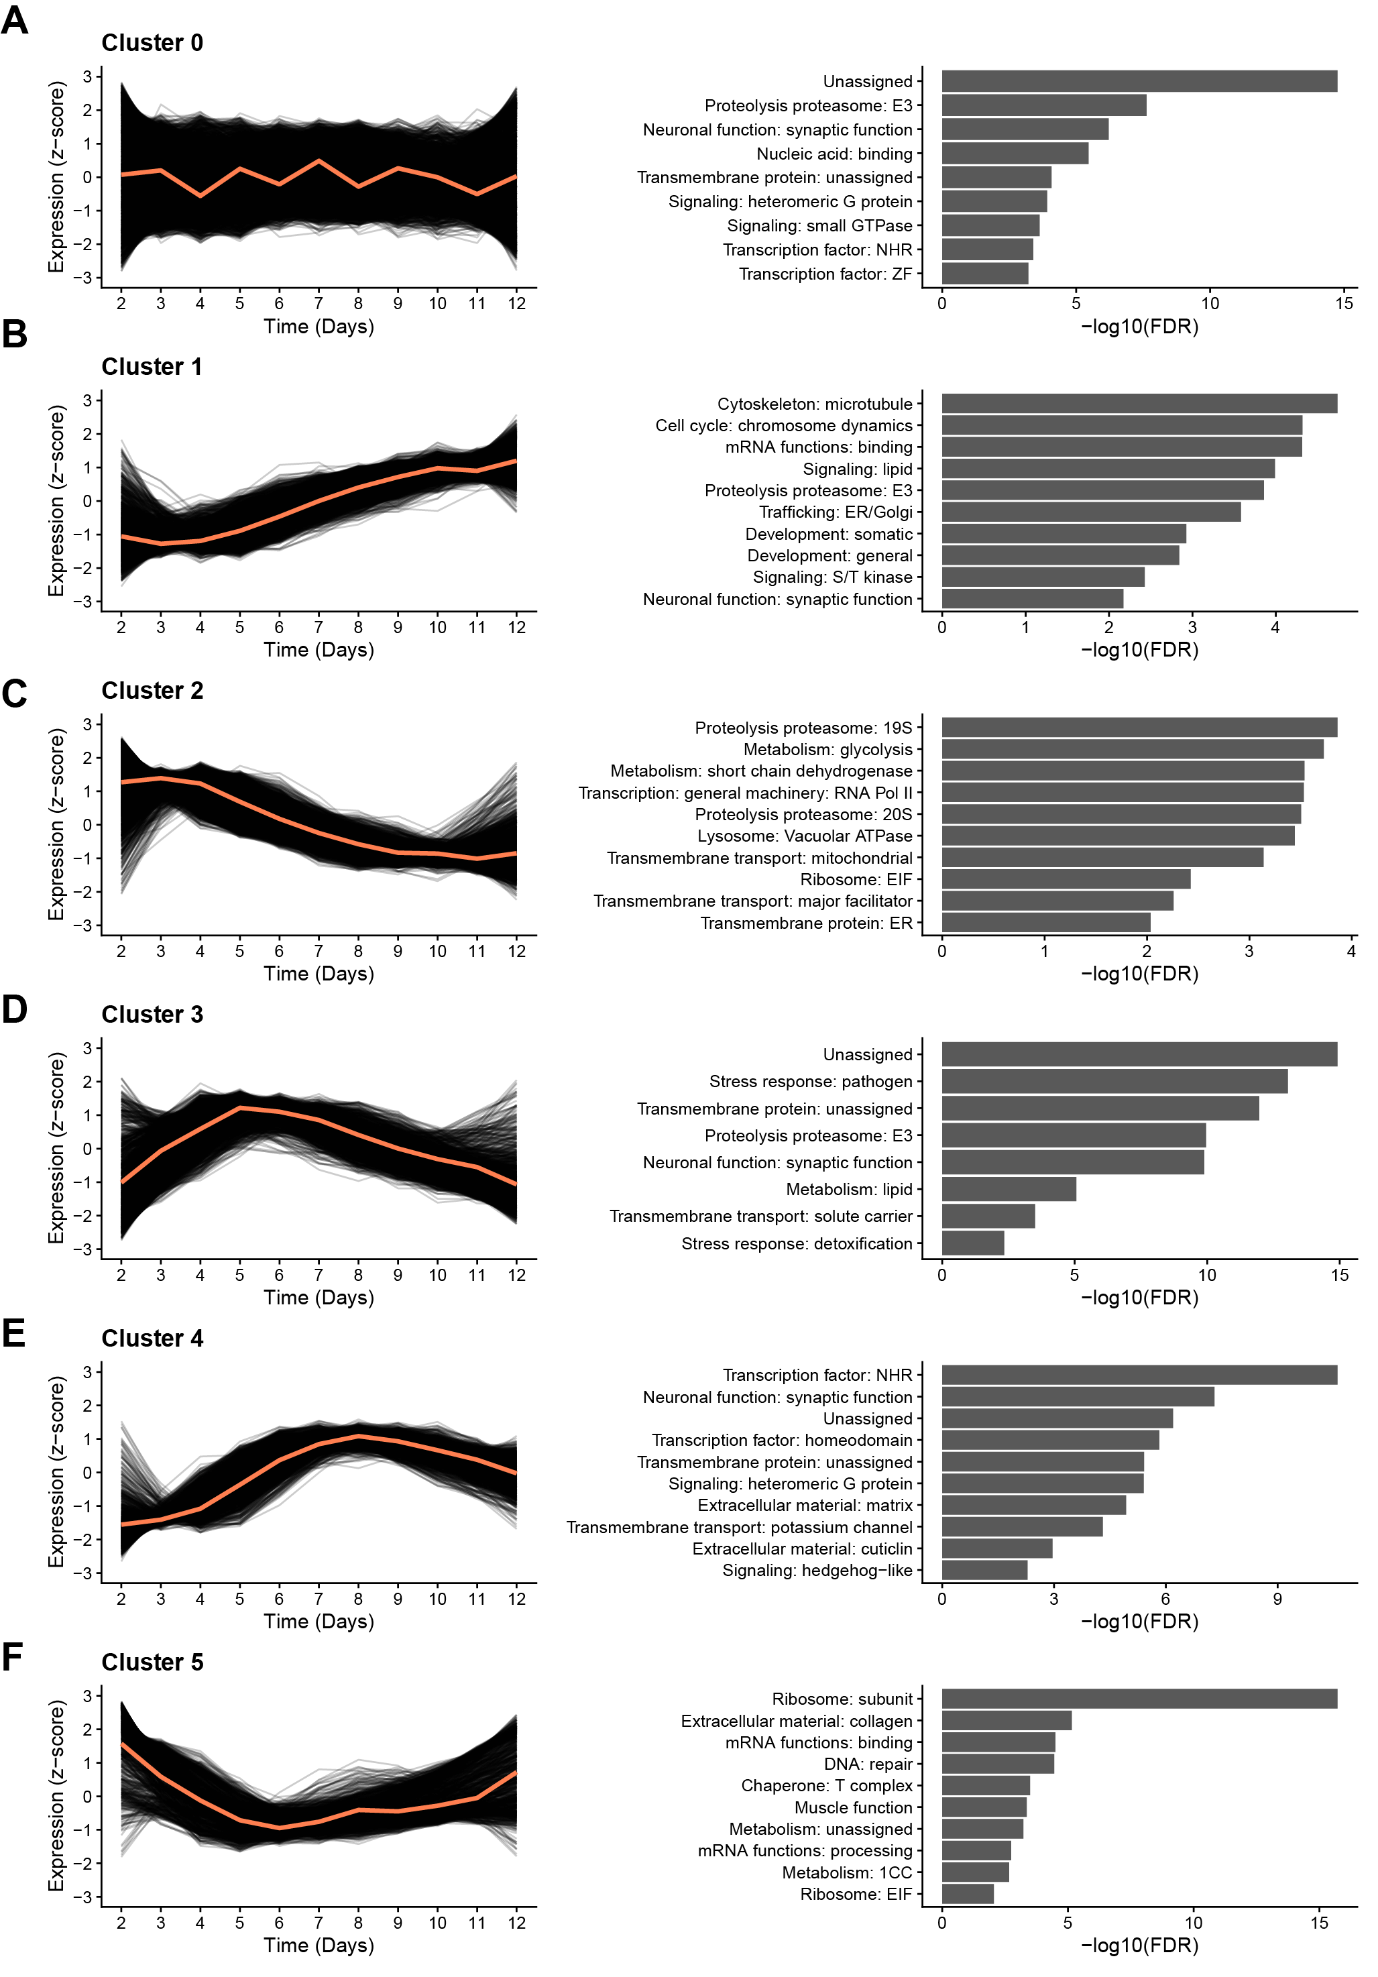

Supplemental Figure 3. Enrichment analysis of temporal gene expression clusters. All genes assigned to each cluster were analyzed using WormCat (Holdorf et al., 2020) to determine functional enrichments, with the top ten terms for each cluster plotted here.

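WormCat sorts genes into annotated functional categories and tests each category for enrichment in a list of genes. It was not used here, and 21 gene classes read from gene symbols stood in for its categories, with a symbol known for 13709 of the detected genes. Of the 21 classes, 15 were enriched past an adjusted p-value of 0.05 in the cluster that the categories of Figure S3 tie them to. With the members that the supplement lists for clusters 3, 4 and 5 in place of the clusters derived here, 8 of 11 classes were enriched. Over the 31 samples, the mean z-score of 16 of the 21 classes was related to age past an adjusted p-value of 0.05 (permutation test of Pearson's r). The steepest class by its mean linear coefficient was the collagens, at -0.26 log2 per day.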

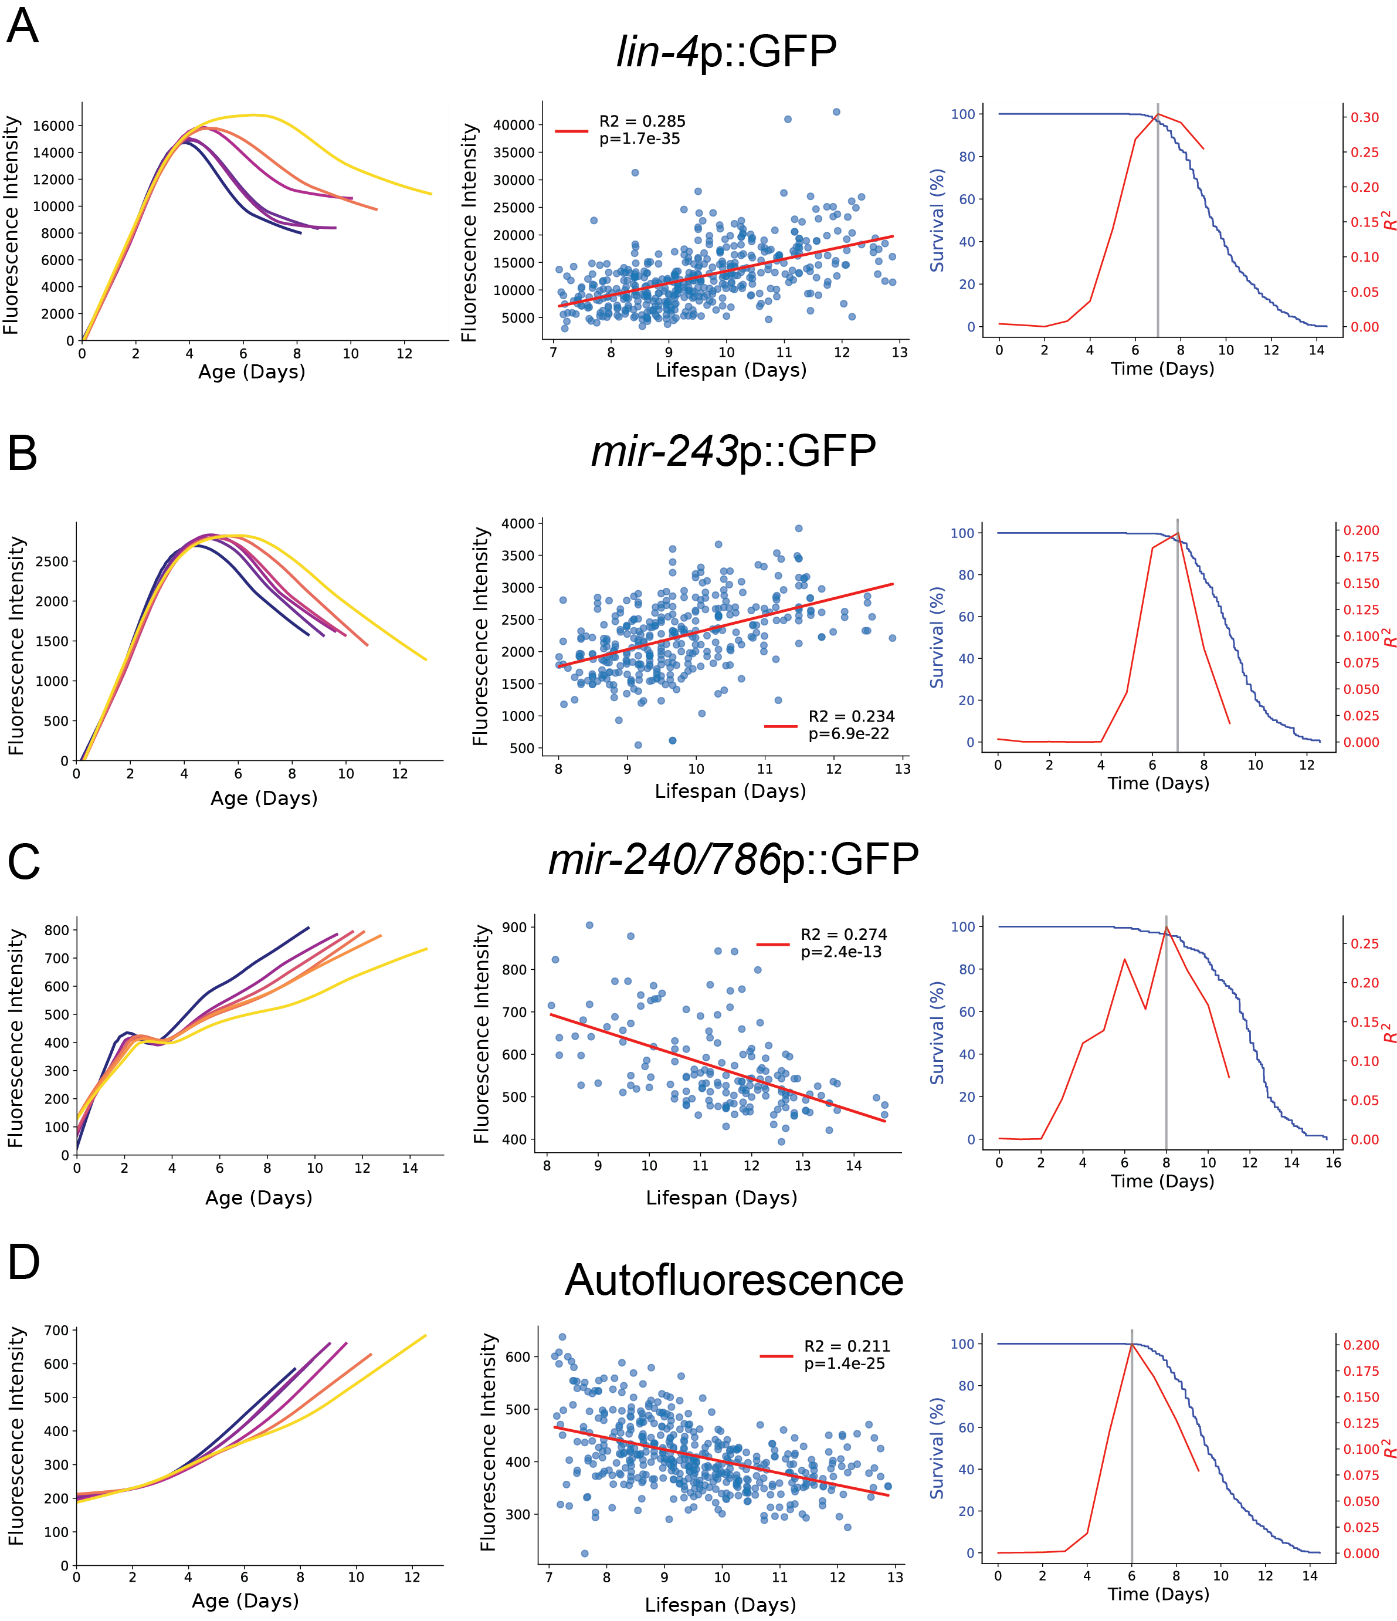

Supplemental Figure 4. Selection of predictive biomarkers of aging. A-D) Summary data for four biomarkers of aging characterized by individual culture in the “worm corral” system. Left column: Animals were divided into six evenly-sized bins by lifespan. Mean biomarker fluorescence intensity (see methods) is plotted over time since birth for each bin, with color warmth corresponding to lifespan. Each line in A and D is the average of 81 animals, lines in B are the average of 64 animals, and lines in C average 30 animals (Rows A and D represent fluorescence measurements made on the same set of experiments). Middle column: Biomarker fluorescence is plotted against eventual lifespan for each animal, with linear regression plotted in red. Fluorescence intensity is an average of fluorescence measurements taken over the course of 24 hours. Right column: Survival curves (blue) are plotted alongside *R^2^* statistics (red) for the correlation between biomarker fluorescence and future lifespan at each timepoint. The vertical grey line corresponds to the timepoint used in the middle column.

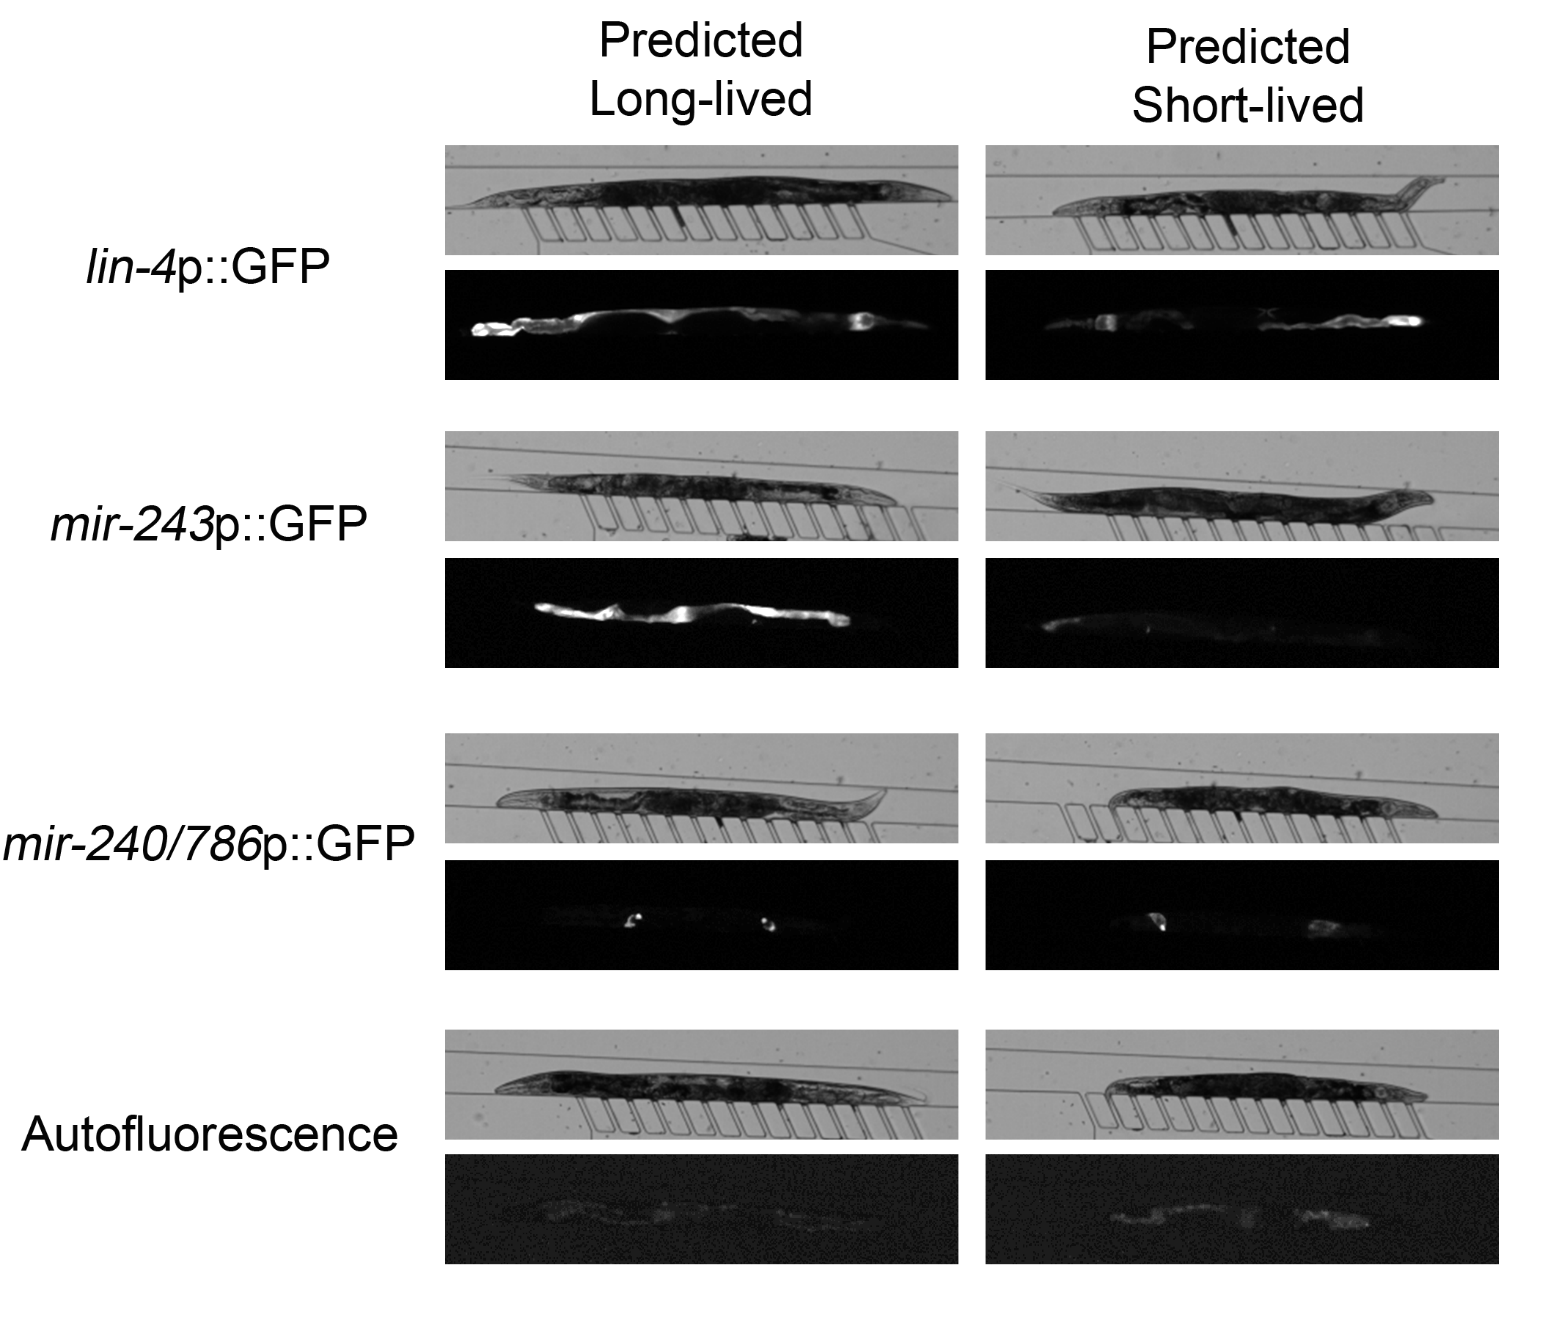

Supplemental Figure 5. Representative images of biomarker fluorescence. Images were taken automatically during sorting. Each row shows a brightfield image and corresponding fluorescent image, cyan (470nm) for GFP and green/yellow (550nm) for autofluorescence. Animals were predicted to be long- or short-lived if they fell above the 90^th^ or below the 10^th^ percentile of fluorescence intensity relative to the rest of the population.

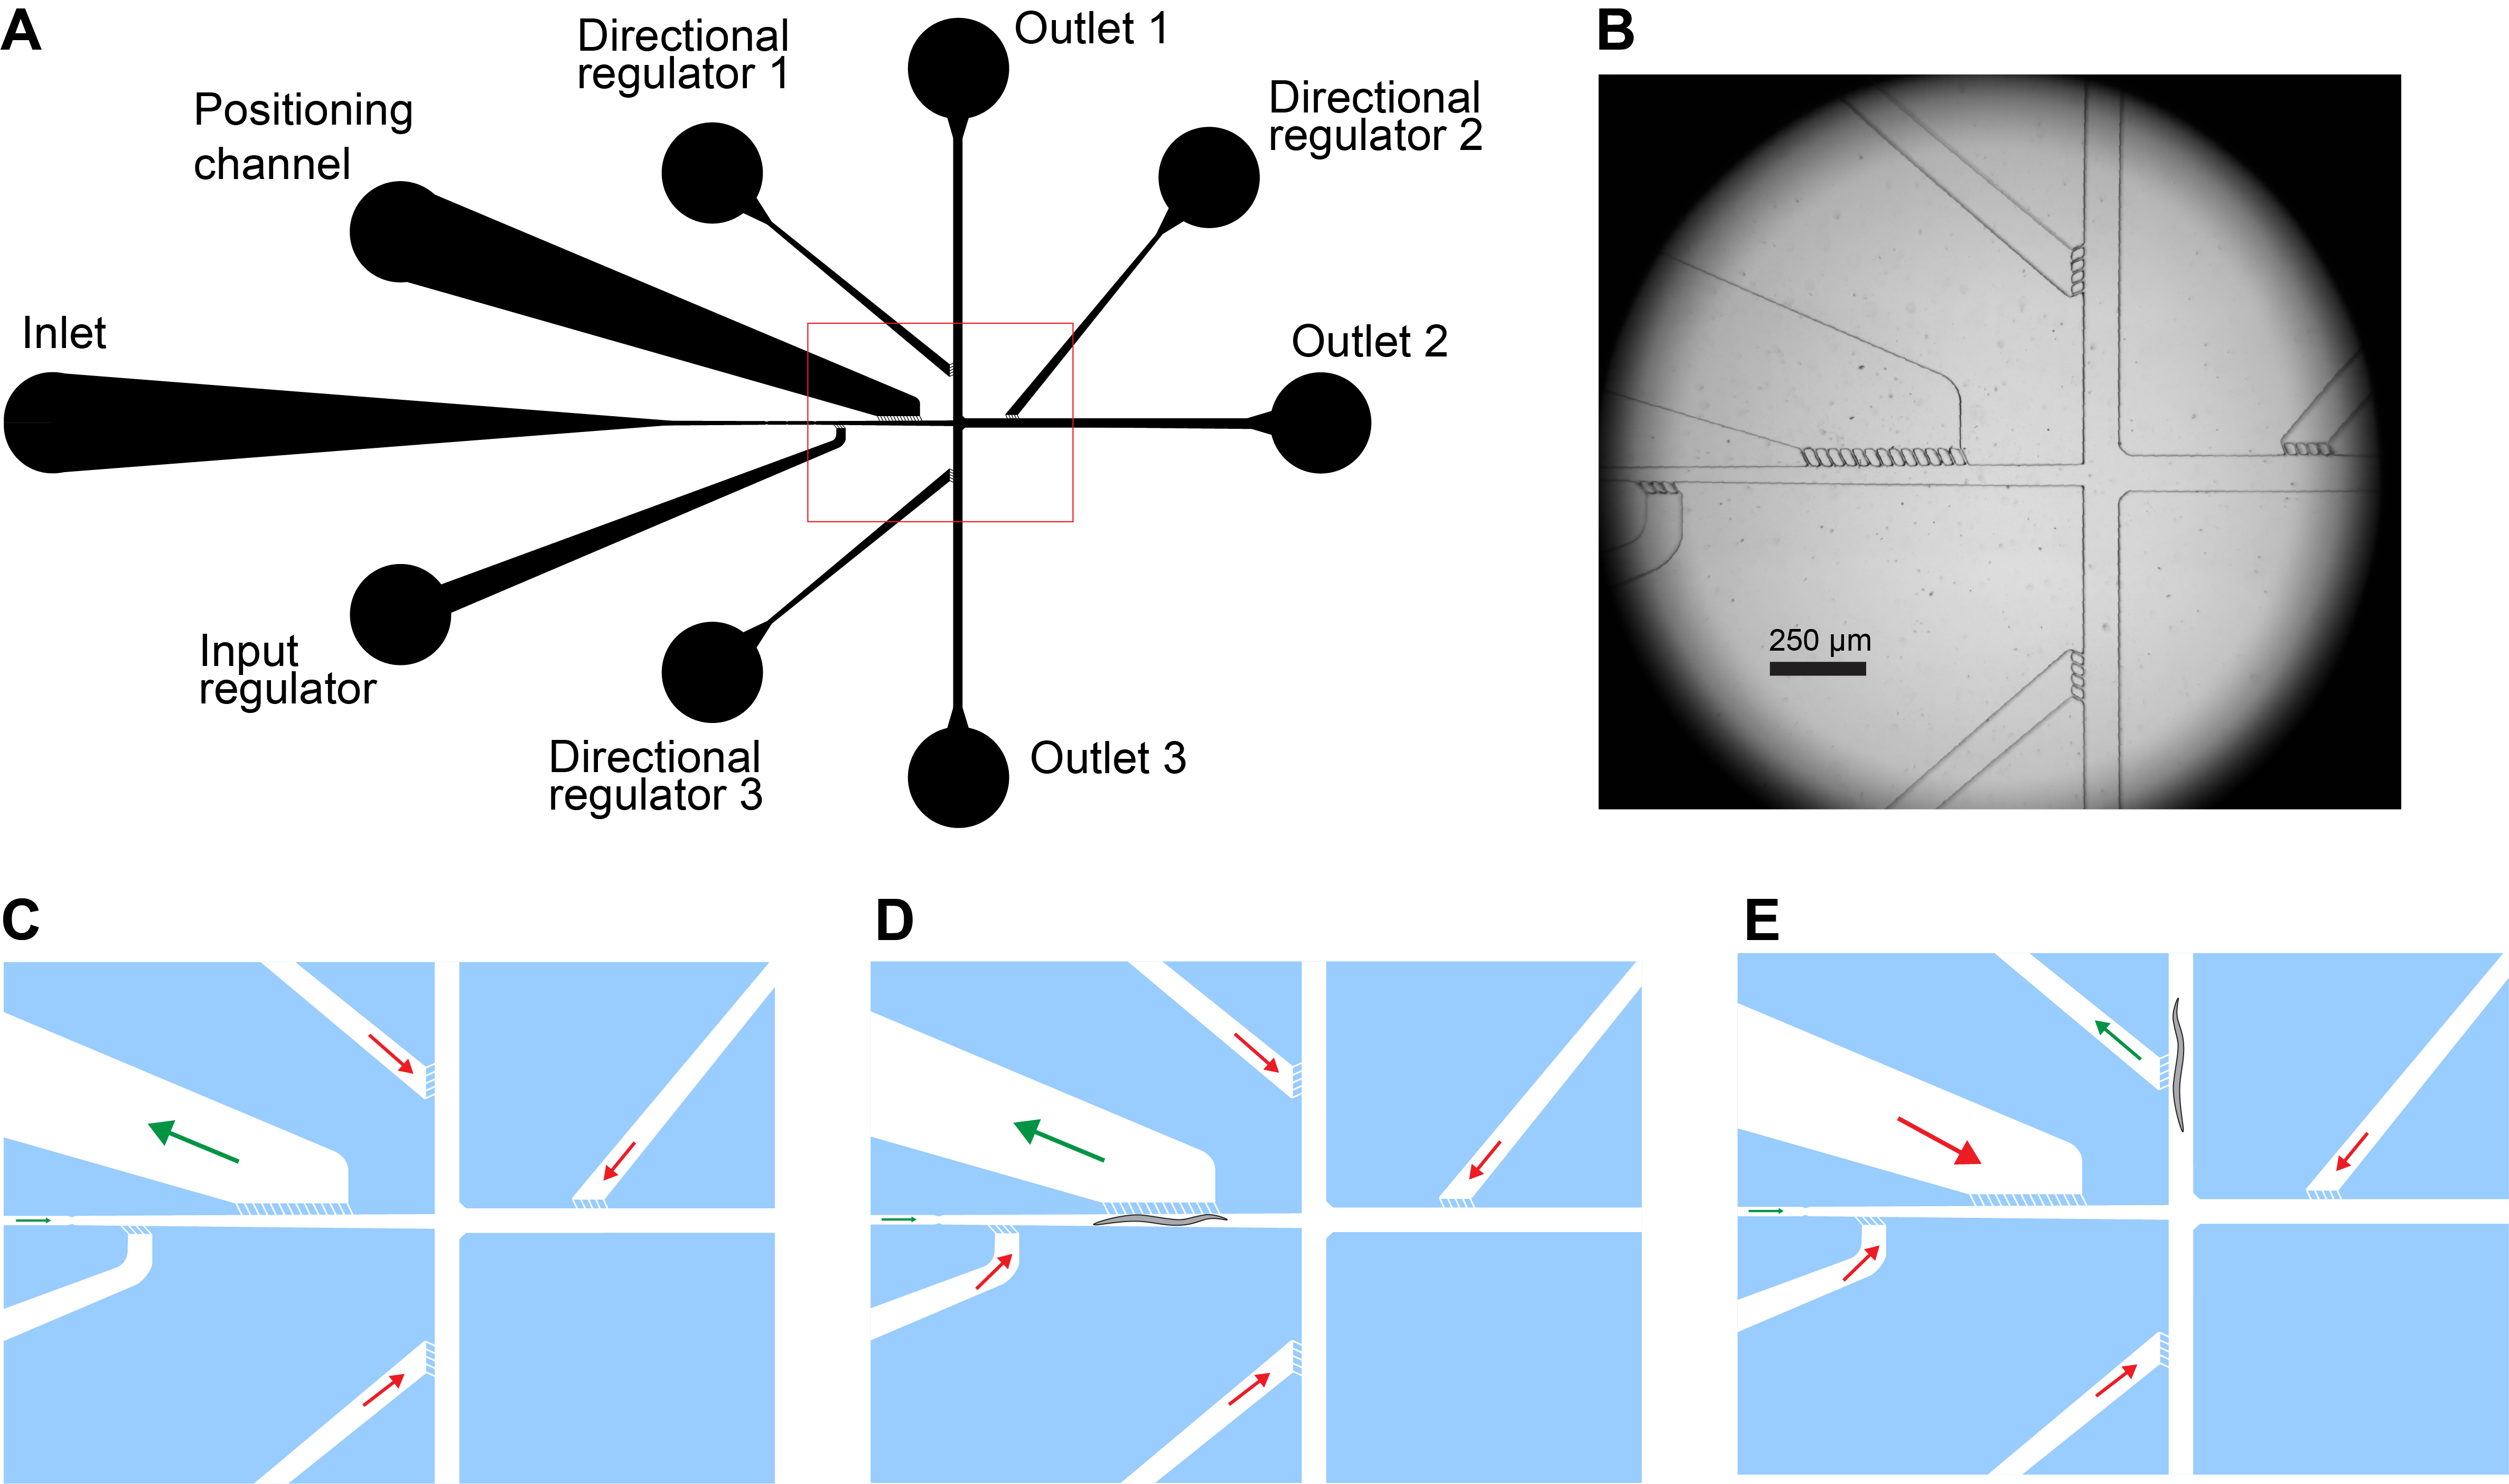

Supplemental Figure 6. Microfluidic sorter design. (A) Full design of the single-layer microfluidic system, which is a PDMS chip on a glass slide. The chip has one input and three outputs, and flow is controlled by differential pressure from channels covered by grating which prevents worms from passing through. Continuous pressure is supplied to a syringe containing a suspension of worms, which is connected to the inlet. The positioning channel and directional regulators 1-3 are connected to valves which can either supply pressure or suction to limit or direct the net flow of fluid. The input regulator channel, meanwhile, is connected to a valve which either supplies pressure to stop the input flow or is in a neutral state. All regulatory channels are connected to a pressure control system coordinated by a program written in Python. (B) The imaging window as seen by the inverted microscope, where animals are positioned, analyzed, and sorted. (C-E) Explanation of the pressure-controlled sorting process. (C) Depicts the system when waiting for a worm to enter the imaging window. Suction is applied at the positioning channel, and all directional channels have a positive output pressure to prevent worms passing this point. (D) When an animal enters the imaging window (detected by the sorting program as a significant change from the background image), the input regulator channel is supplied with pressure to prevent the flow of additional worms. Images are taken in brightfield and fluorescence channels while the worm is immobilized against the grating. (E) The animal is sorted into one of three output channels by switching the positioning channel to positive pressure and one of the directional channels to suction (in this example, directional regulator 1, sorting the worm upwards). When the system returns to the “waiting” state (C), the worm is carried through the selected outlet into a reservoir for collection.

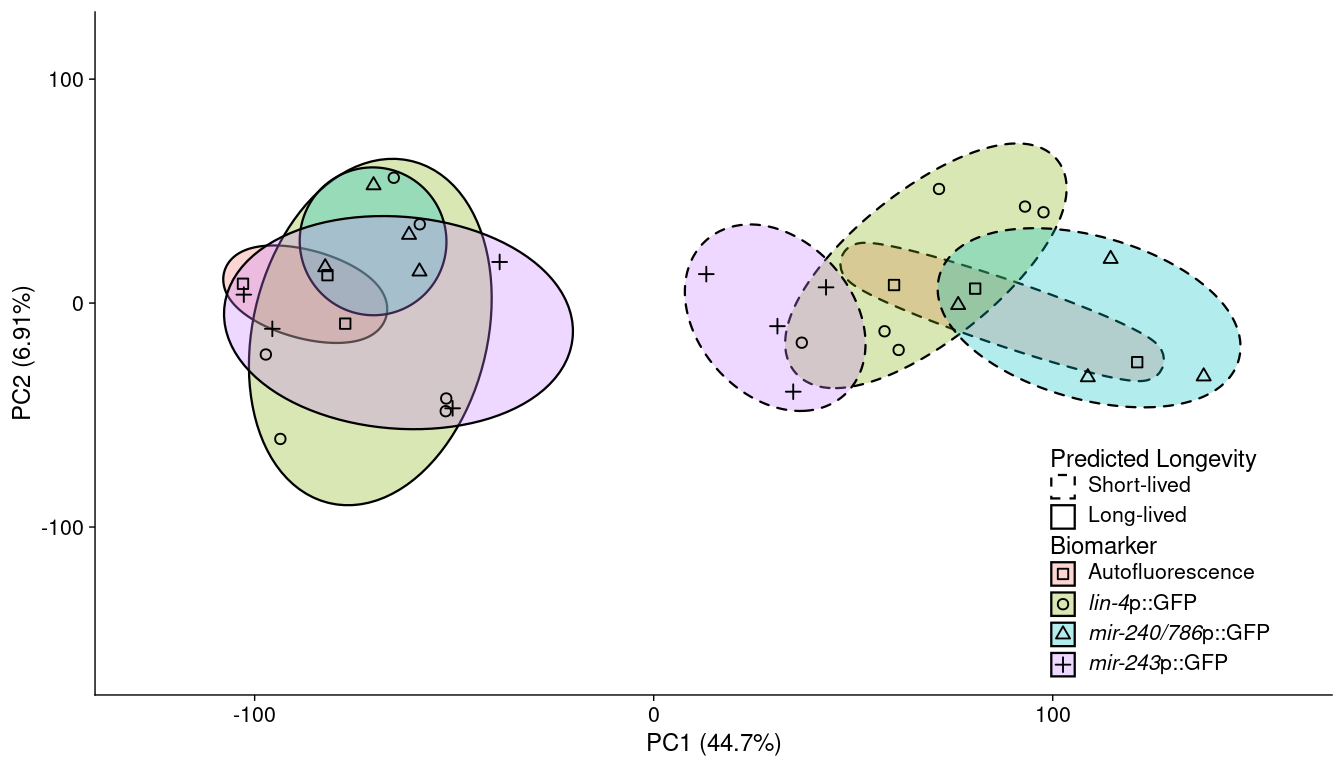

Supplemental Figure 7. Principal component analysis on the transcriptomes of subpopulations predicted to be long- vs. short-lived after sorting by biomarker expression at day 5 post-synchronization. Axes are labeled with percent of variance captured by the first two principal components, with the first component appearing to separate samples by predicted lifespan. Ellipses were drawn to encircle samples with biomarker and predicted lifespan in common.

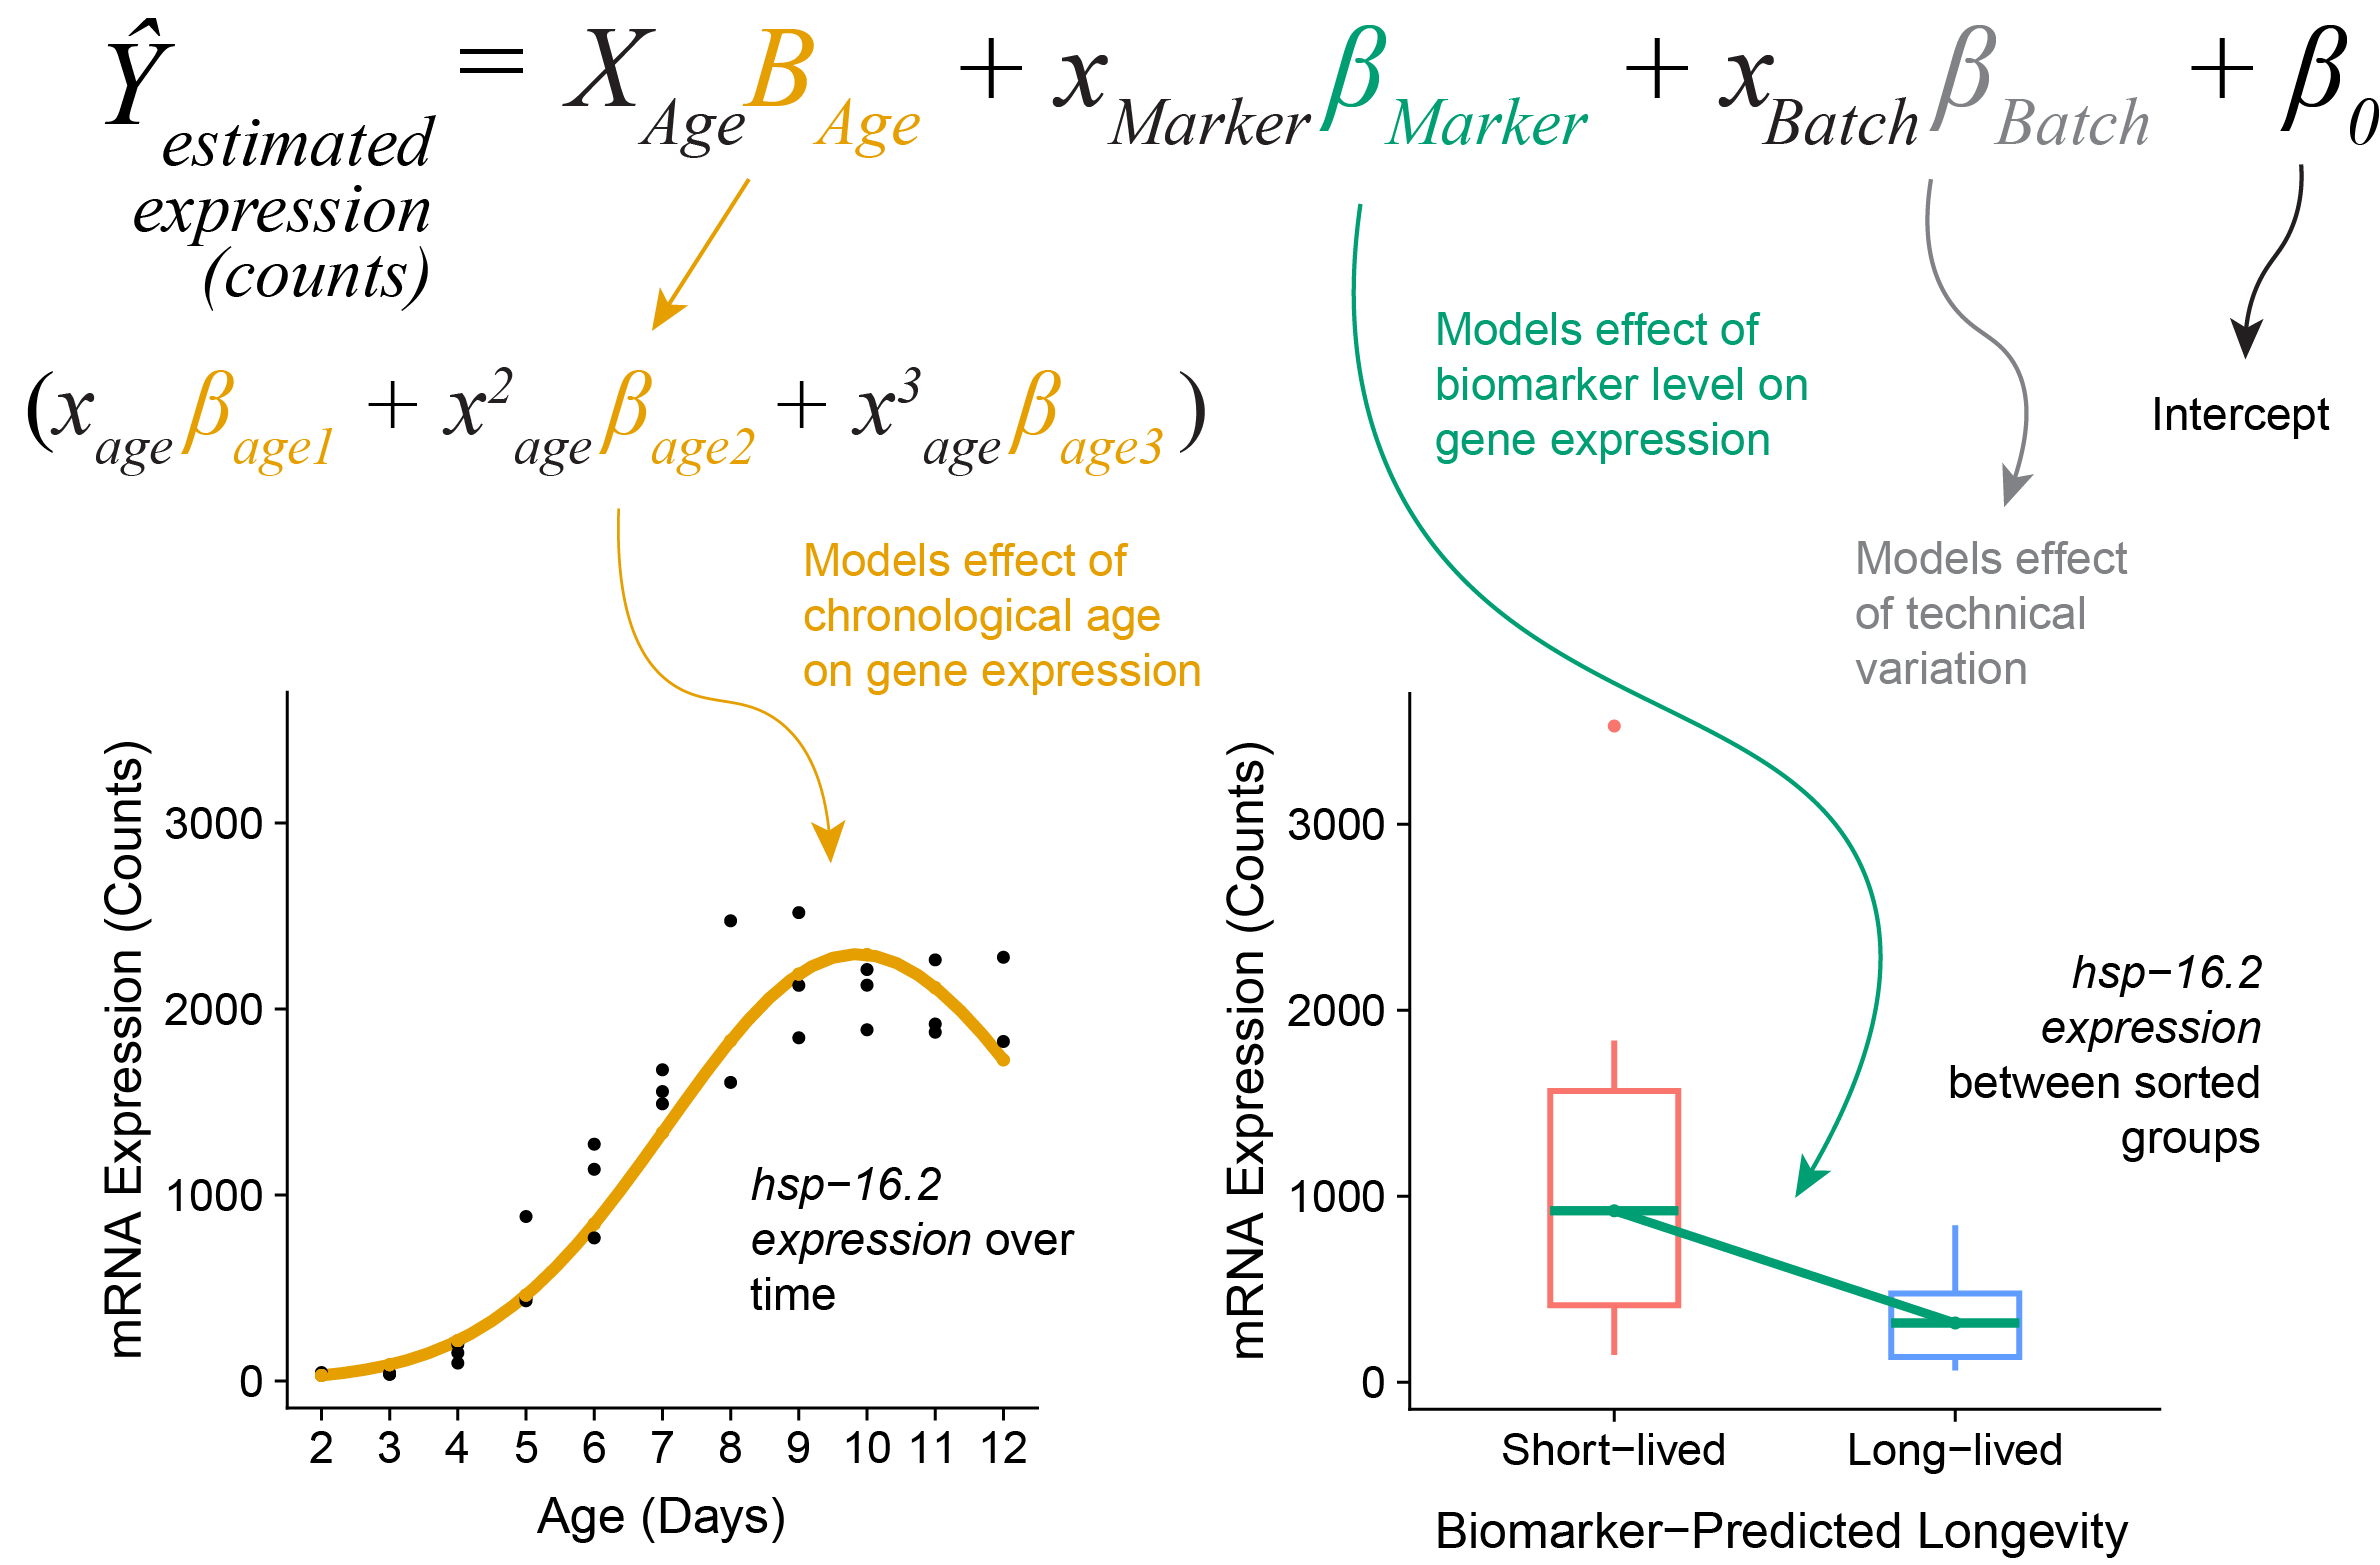

Supplemental Figure 8. Explanation of the regression model used to determine differential gene expression. We used the R package DESeq2 to model gene expression based on a combination of factors; specifically, chronological age, biomarker expression level, and sequencing batch. In the equation above, we already know the *x* values for each sample, as well as each sample’s actual observed gene expression counts (plotted in the two charts). The aim of regression is to solve for the *β* coefficients which result in the best approximation of gene expression (here called *Ŷ)* given the *x* variables. In other words, *β* coefficients are values which explain the relationship between a set of independent variables and a dependent variable. In the context of differential gene expression, *β* coefficients are analogous to fold-changes; they allow us to determine the impact of each variable on gene expression. Importantly, by comparing the *β* coefficients associated with different variables, we can also determine how correlated the two effects are. Because gene expression over time is often nonlinear, we modelled the effect of age on gene expression as a cubic polynomial; thus, age has three *β* coefficients associated with it. To model the effects of biomarker expression/predicted lifespan on gene expression, we encoded the *x*_marker­_ variable as -1 for short-lived samples, 1 for long-lived samples, and 0 for non-sorted (time-series) samples. Finally, the batch variable allows us to control for technical variation between sequencing runs. The *x_marker_ β_marker_* term could also be replaced with terms for the individual biomarkers (*x_lin-4_ β_lin-4_ + x_mir-243_β_mir-243_,* etc.) in order to compare the similarity of long vs short future lifespan as predicted by each marker.

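The gene that Figure S8 uses as its example, hsp-16.2 (WBGene00002016), lies on the minus strand of chromosome V from 1804334 to 1804957. Its expression was 1.88 ± 0.399 CPM (TMM-normalized counts scaled to a common total; SD, n = 3) on day 2, 46.3 ± 11.1 on day 6 (SD, n = 3), 96 ± 8.96 on day 11 (SD, n = 3) and 89.5 ± 7.29 on day 12 (SD, n = 2). The linear coefficient was 0.61 log2 per day (standard error 0.027, adjusted p = 3.81e-18 from edgeR's quasi-likelihood test). The quadratic coefficient was also past the threshold (adjusted p = 1.31e-10) and the cubic coefficient was not (adjusted p = 0.561). Within replicate numbers 1, 2 and 3, straight-line slopes of log2 CPM on age were 0.63, 0.67 and 0.64. They are not the same measure as the linear coefficient of the count model. How the authors' counting treated reads shared between this gene and its paralogs is not known.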

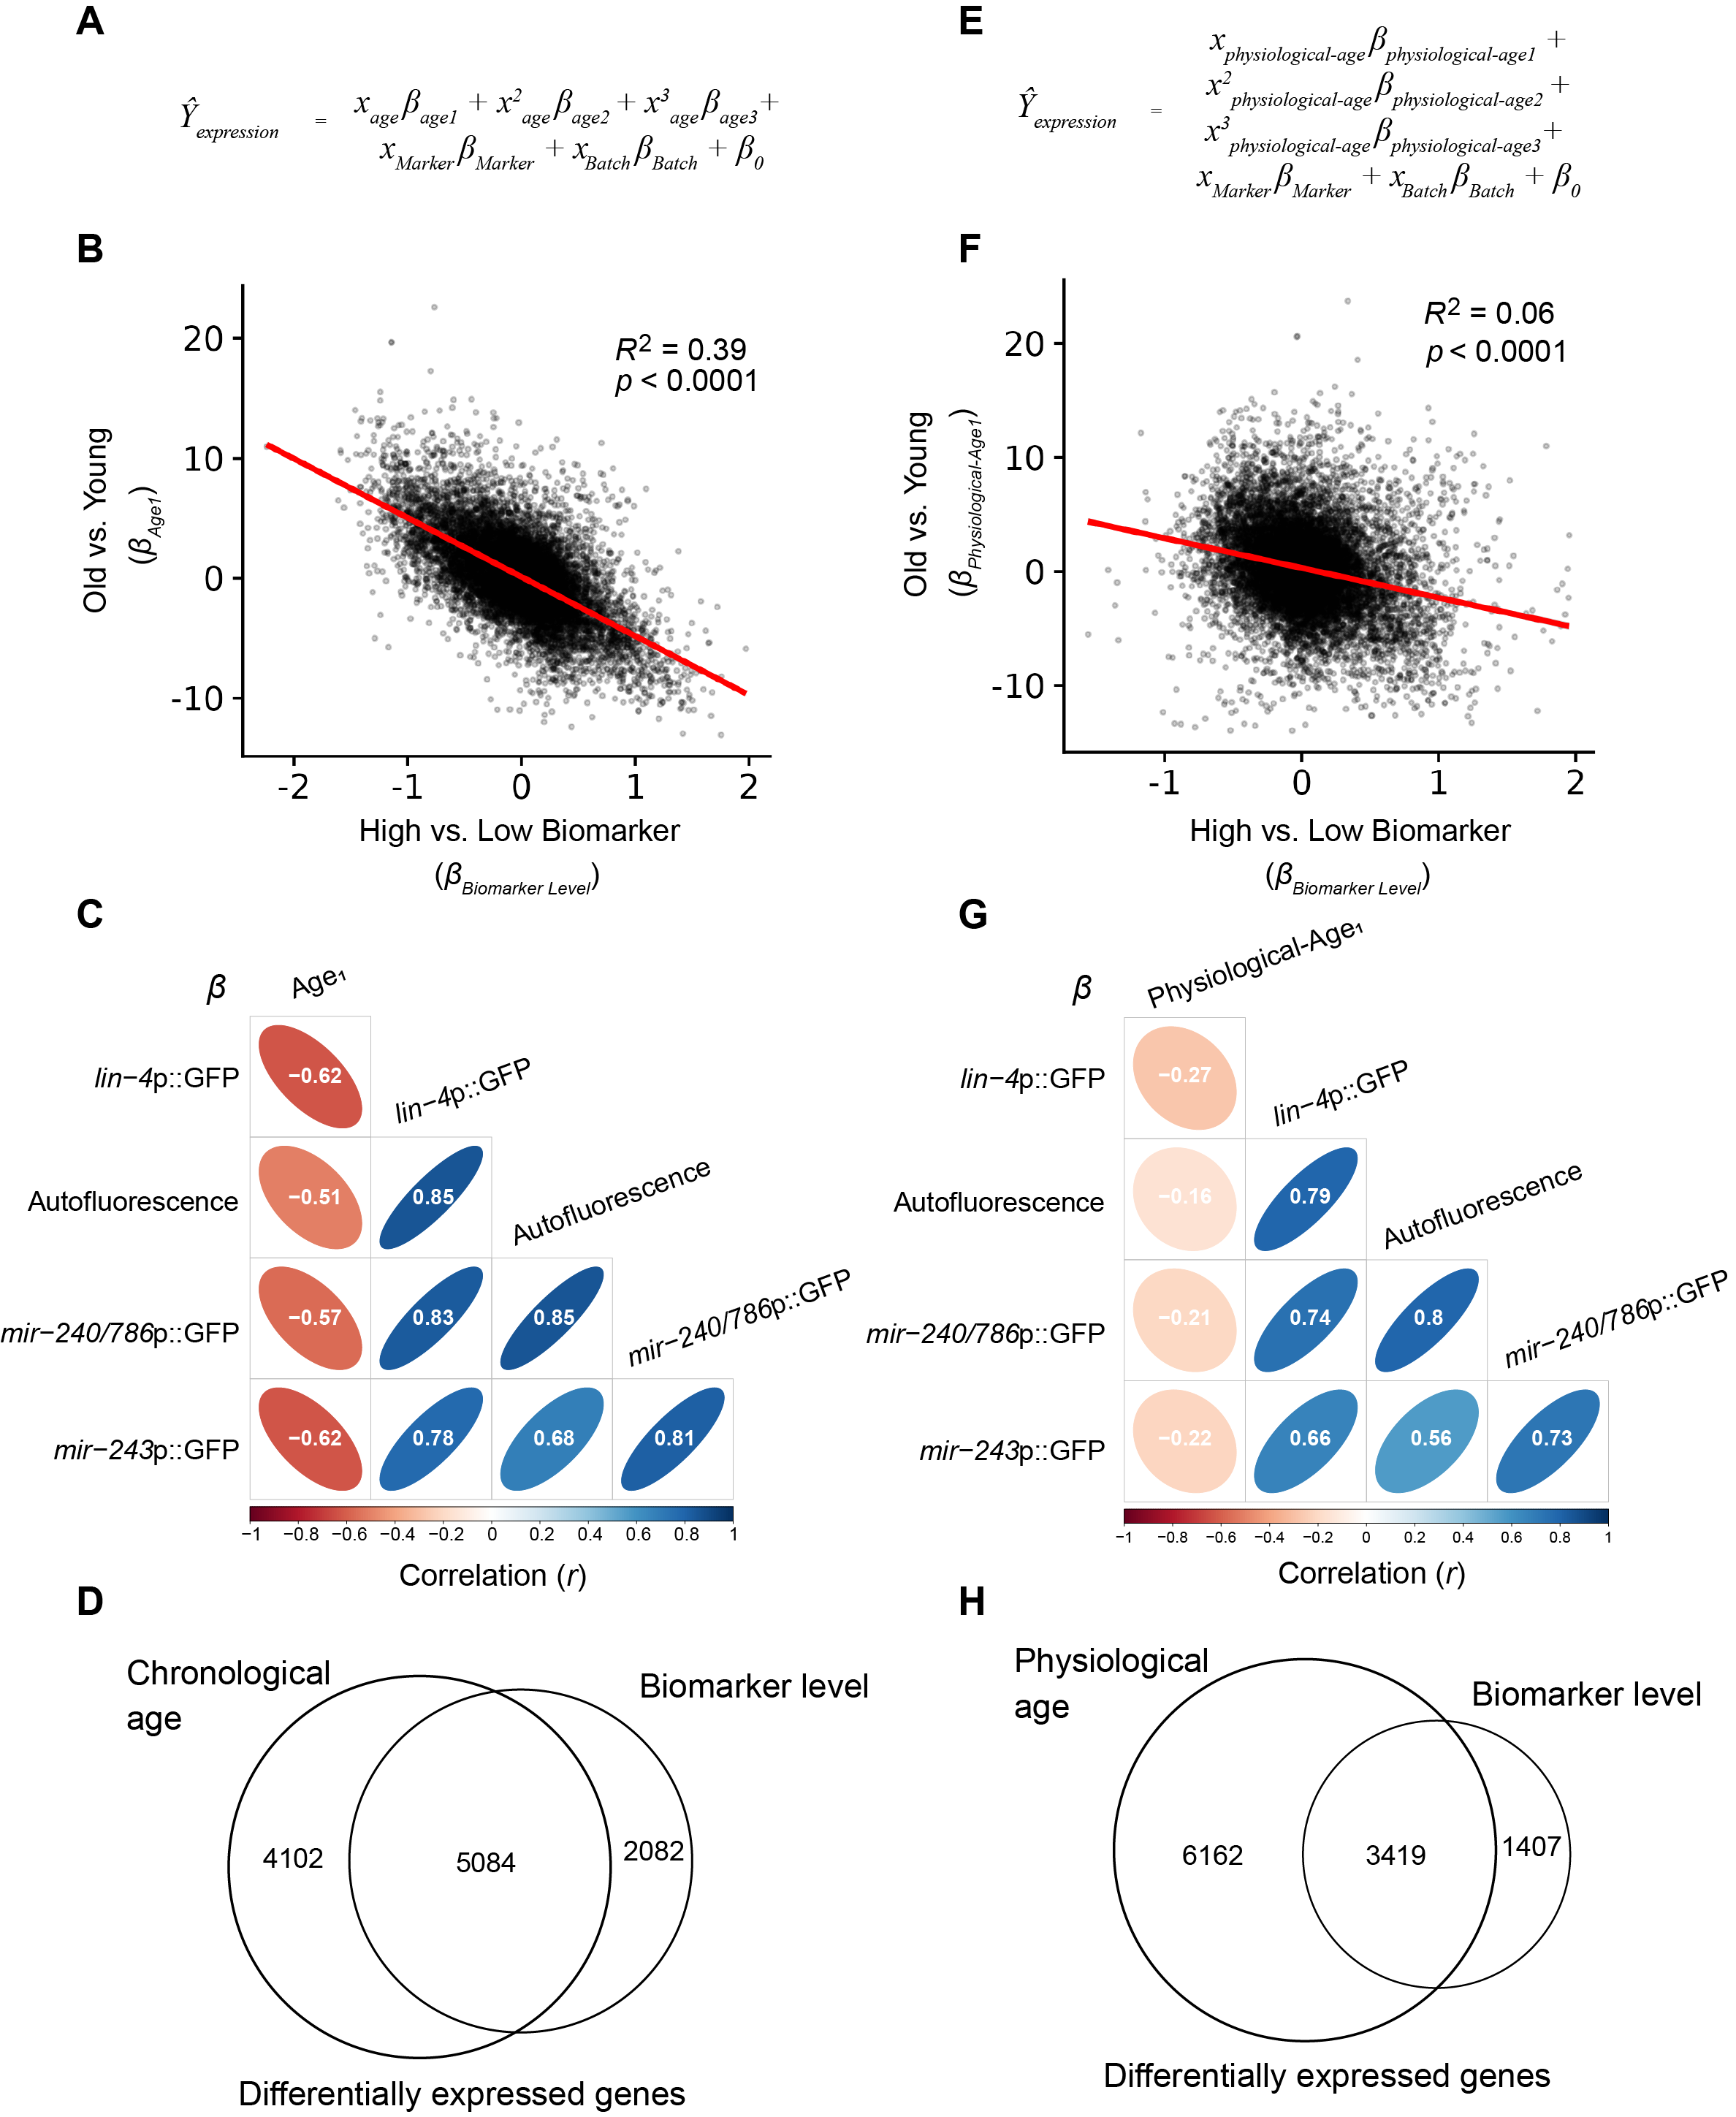

Supplemental Figure 9. Differential gene expression before (A-D) and after (E-H) accounting for physiological age of sorted samples. A) Regression model comparing the effects of chronological age with biomarker expression. B) Regression showing non-independence *β* coefficients in the model. C) Similar regression to (B), extended to each biomarker individually—each high/low pair is highly correlated with one another and also highly correlated with the signature of chronological age (here measured by *β_Age1_*). D) Number of differentially expressed genes associated with chronological age (all *β* coefficients) and biomarker level (FDR-adjusted p-value < 0.0001). E) New regression model accounting for the effects of physiological age after assigning each sample a physiological age value based on similarity to the time-series. F) The *β_Age1_* coefficient, now accounting for physiological age, no longer correlates with *β_Biomarker_*. G) *β* coefficients for each individual biomarker have lost their correlation with *β_Physiological-Age1_*; however, they retain their correlation with each other. H) Differentially expressed genes associated with physiological age (all *β* coefficients) vs biomarker level.

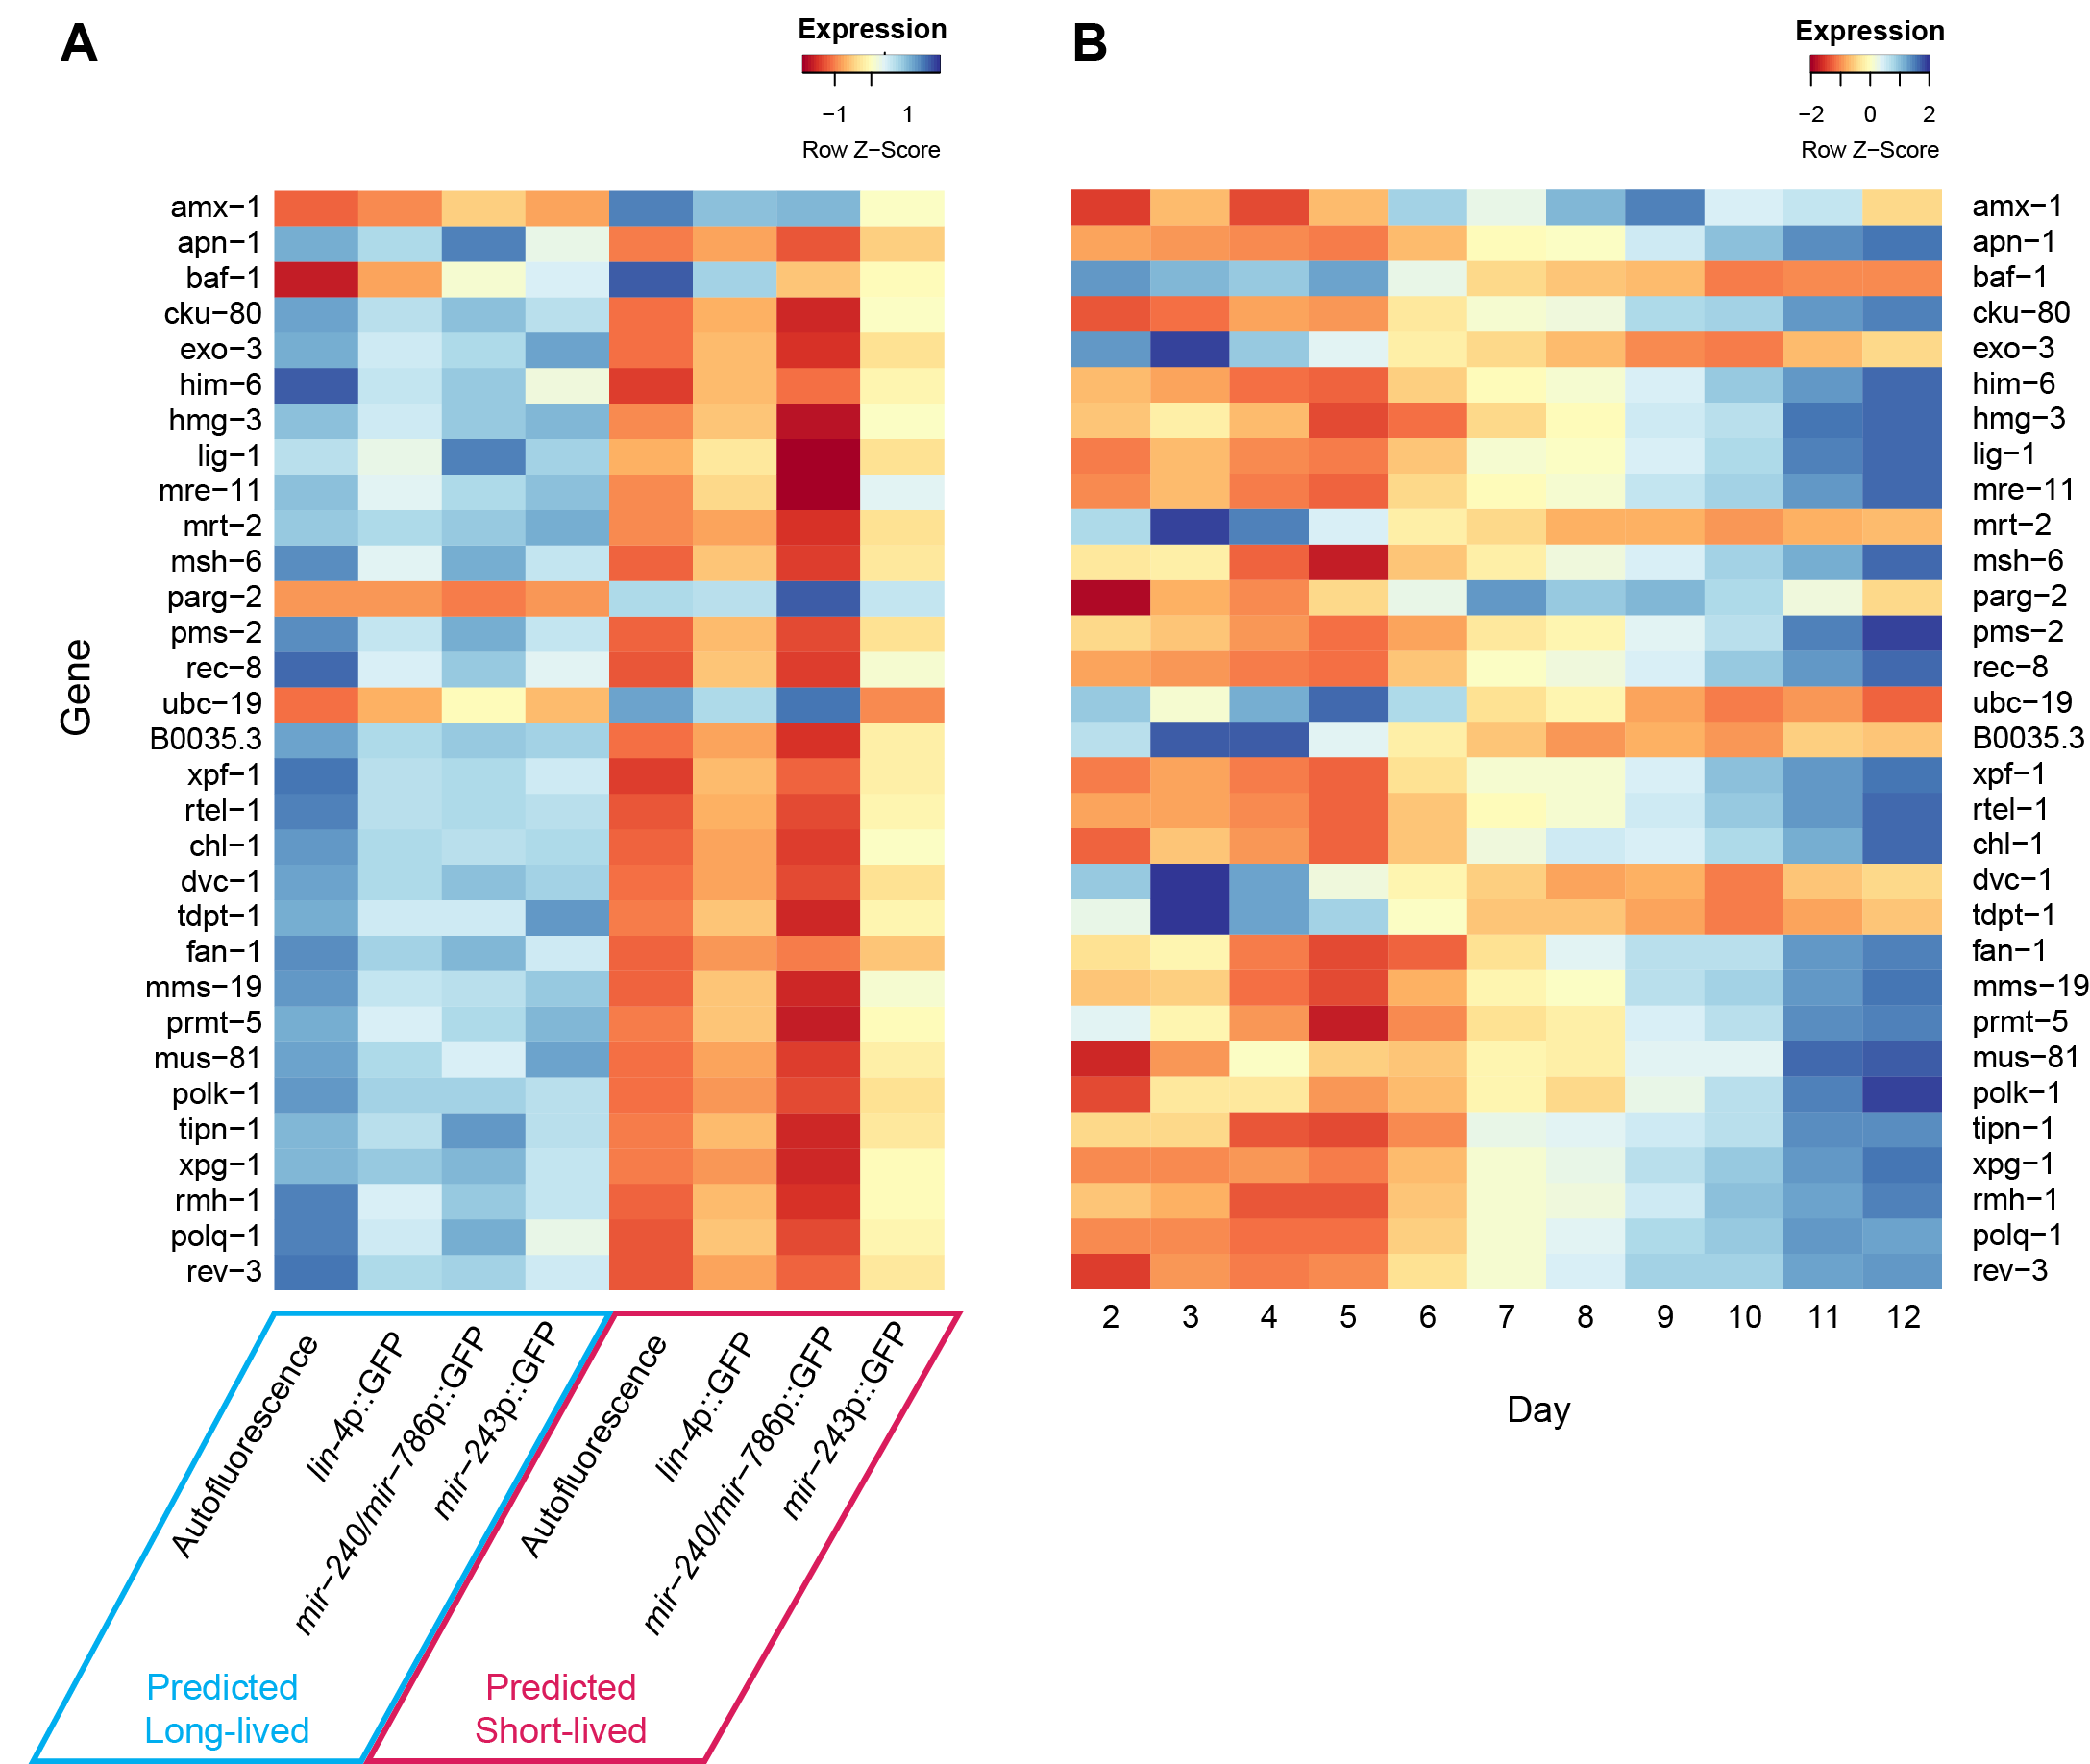

Supplemental Figure 10. DNA damage response genes are expressed more highly in long-lived sub-populations but associated with older physiological age. Heatmap of genes annotated with the GO-biological process term “DNA damage response” which were significantly differentially expressed with respect to biomarker level (A) and physiological age (B). Each cell represents the average of samples in that group, and values are normalized within each row relative to their respective heatmap.

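Among the genes of Figure S10, parg-2 (WBGene00004052, chromosome IV from 8712408 to 8715132) rose by 0.23 log2 per day (standard error 0.028, adjusted p = 7.28e-09 from edgeR's quasi-likelihood test). With each sample's trend on transcript length removed, its linear coefficient was 0.21 (adjusted p = 6.01e-08). The gene polq-1 (WBGene00020964, chromosome III from 5791119 to 5803160) rose by 0.20 log2 per day (standard error 0.023, adjusted p = 1.31e-09), and by 0.086 with the trend on length removed. The gene msh-6 (WBGene00003422, chromosome I from 3449326 to 3462174) rose by 0.083 log2 per day (standard error 0.016, adjusted p = 3.85e-05), a direction that was reversed with the trend on length removed, at -0.0082 (adjusted p = 0.42). The same reversal, below the threshold, was found for fan-1, prmt-5 and amx-1, whose linear coefficients of 0.056, 0.050 and 0.060 became -0.016, -0.0075 and -0.0026. Of the genes that fell, mrt-2 (WBGene00003417, chromosome III from 11746766 to 11750175) had a linear coefficient of -0.12 (standard error 0.012, adjusted p = 6.91e-11), which was also -0.12 with the trend on length removed. The gene baf-1 (WBGene00000235, chromosome III from 9467464 to 9468058) had a linear coefficient of -0.11 (standard error 0.012, adjusted p = 2.27e-10) and of -0.084 with the trend on length removed.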

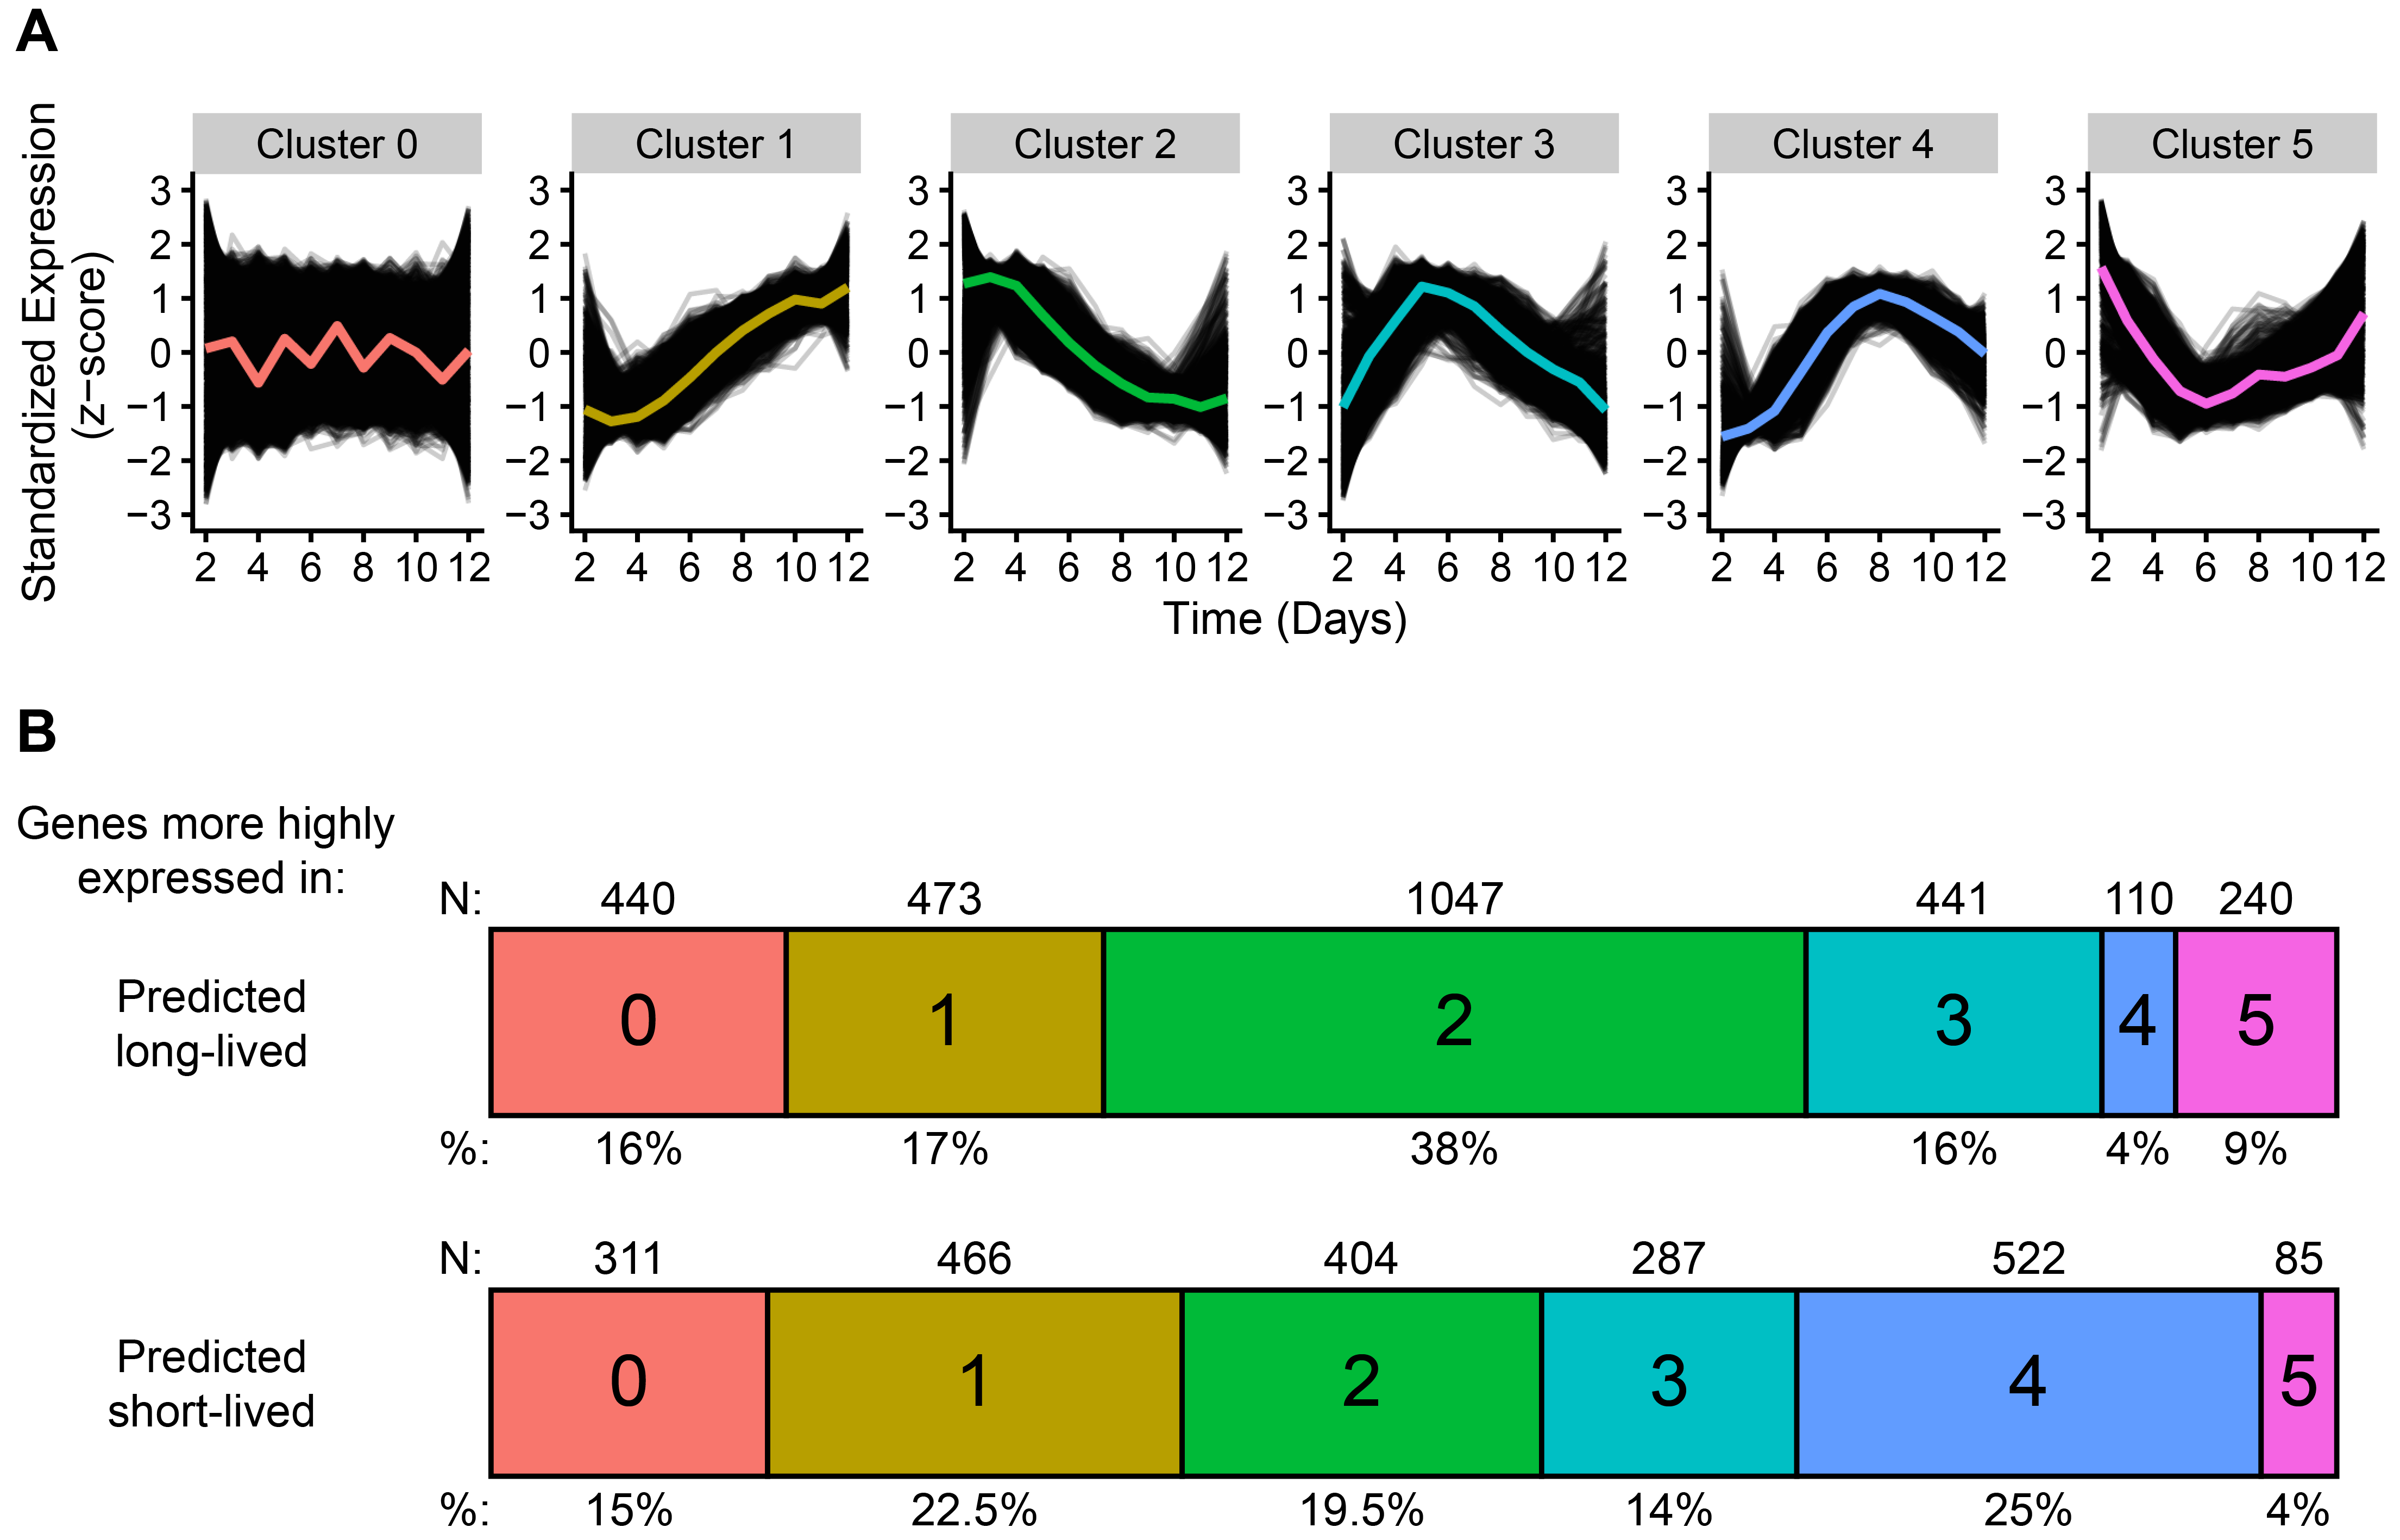

Supplemental Figure 11. Time-series cluster membership of genes associated with long vs. short future lifespan. A) Expression of each gene over time was classified into one of six clusters. B) Number of differentially expressed genes with respect to biomarker level (FDR-adjusted p-value < 0.0001) in each cluster.

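The clusters derived here were also counted over the listed genes tied to biomarker level. Of the detected genes with higher expression in long-lived animals, 709 (35.8%) were in cluster 2, against 28.7% of all detected genes, and 229 (11.5%) were in cluster 4, against 21.2% of all. Clusters 1, 3 and 5 held 393, 245 and 127 of these genes. Of those with higher expression in short-lived animals, 812 (41%) were in cluster 4 and 381 (19.2%) were in cluster 2. Clusters 1, 3 and 5 held 245, 179 and 25 of these genes. These shares are over the listed genes only, and they follow cluster sizes that change with the linkage and the distance used.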

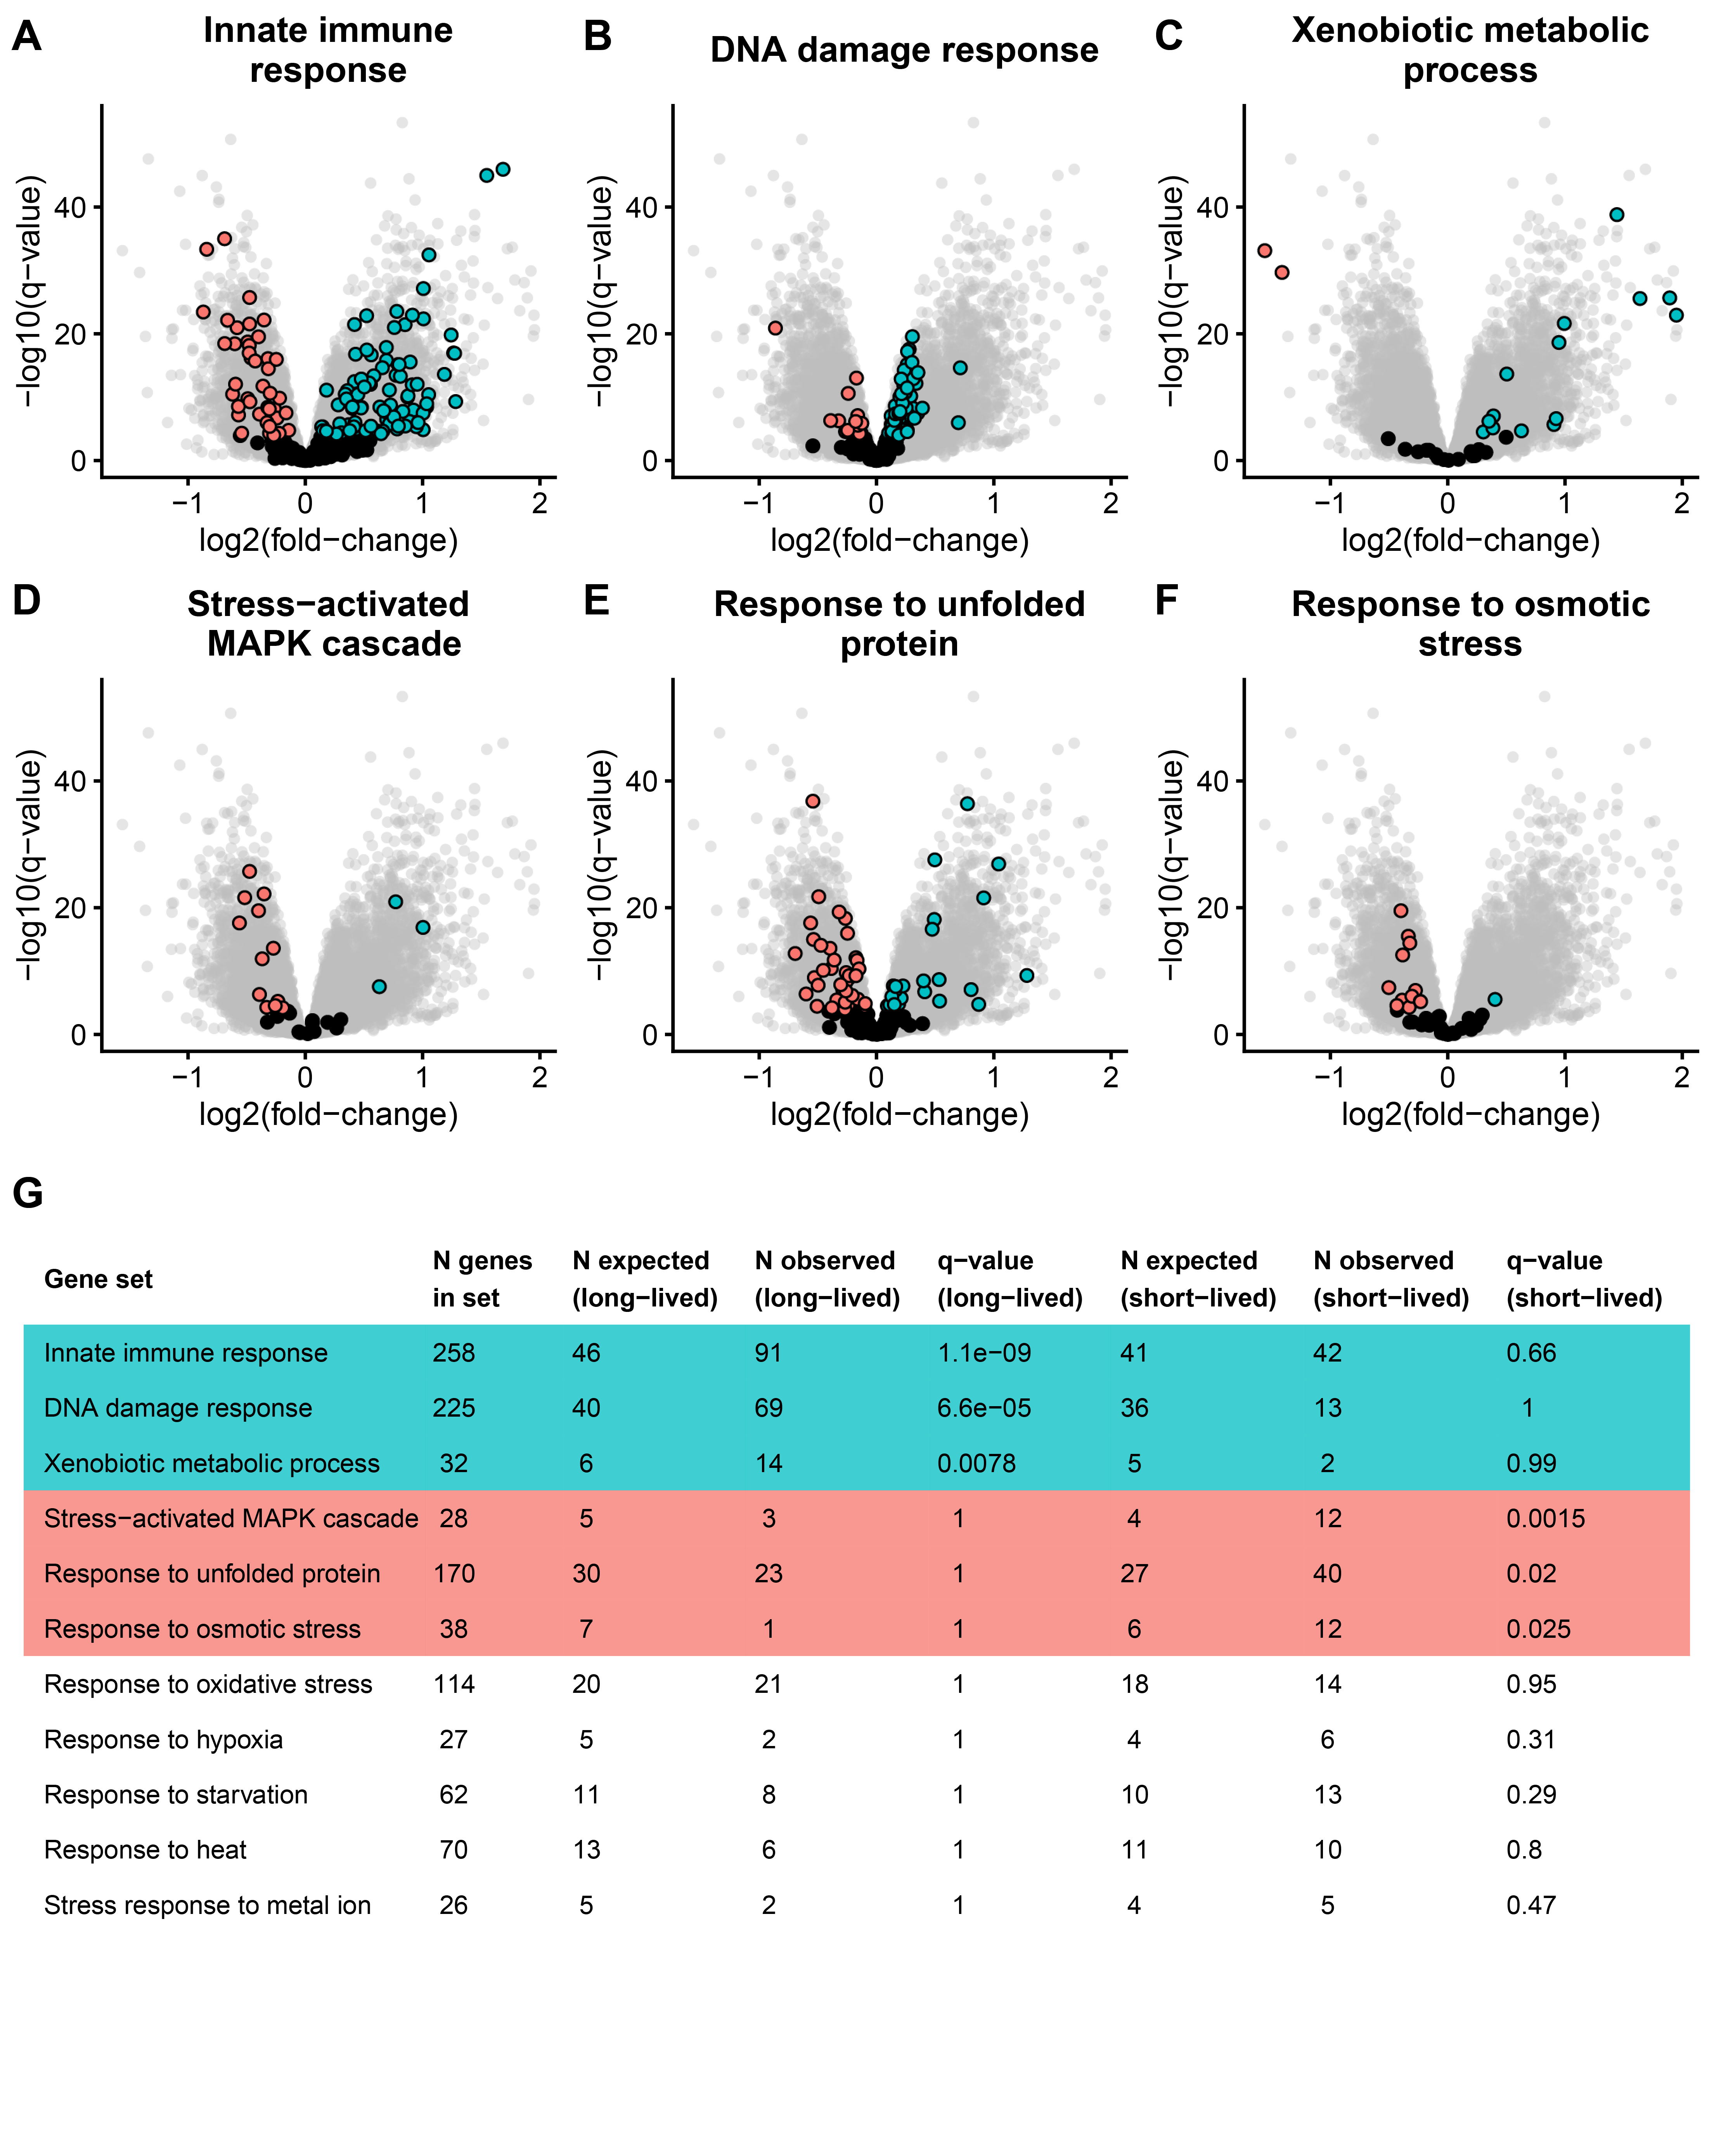

Supplemental Figure 12. Enrichment of stress response pathways in genes correlated with future lifespan. (A-F) Volcano plots of gene expression fold-changes relative to biomarker level, with positive and negative log2(fold-change) values indicating higher or lower expression in animals predicted to be long-lived, respectively. In each plot, genes with an annotation for the indicated gene ontology term are highlighted in blue or red if they were determined to be significantly differentially expressed (q < 0.0001) in the positive or negative direction, respectively. Genes in the set but below this threshold are colored in black, and detected genes not in the given set are in grey. (G) Table of stress pathways tested for over-representation. The lists of 2751 genes found to be more highly expressed in predicted long-lived animals and 2075 genes found to be more highly expressed in short-lived animals were assessed for overlap with each gene set using the hypergeometric test. “N genes in set” refers to all detected genes annotated for the indicated pathway, “N expected” is the number of genes one would expect to detect by random chance given the number of candidate genes (by hypergeometric distribution), whereas “N observed” is the actual number of DEGs with that annotation. The q-value is the result of the hypergeometric test, indicating the (FDR-adjusted) probability of observing an overlap of this size or greater by random chance. Terms with a q-value < 0.05 are highlighted in blue and red depending on if the significantly overlapping list was positively or negatively associated with future lifespan, respectively.

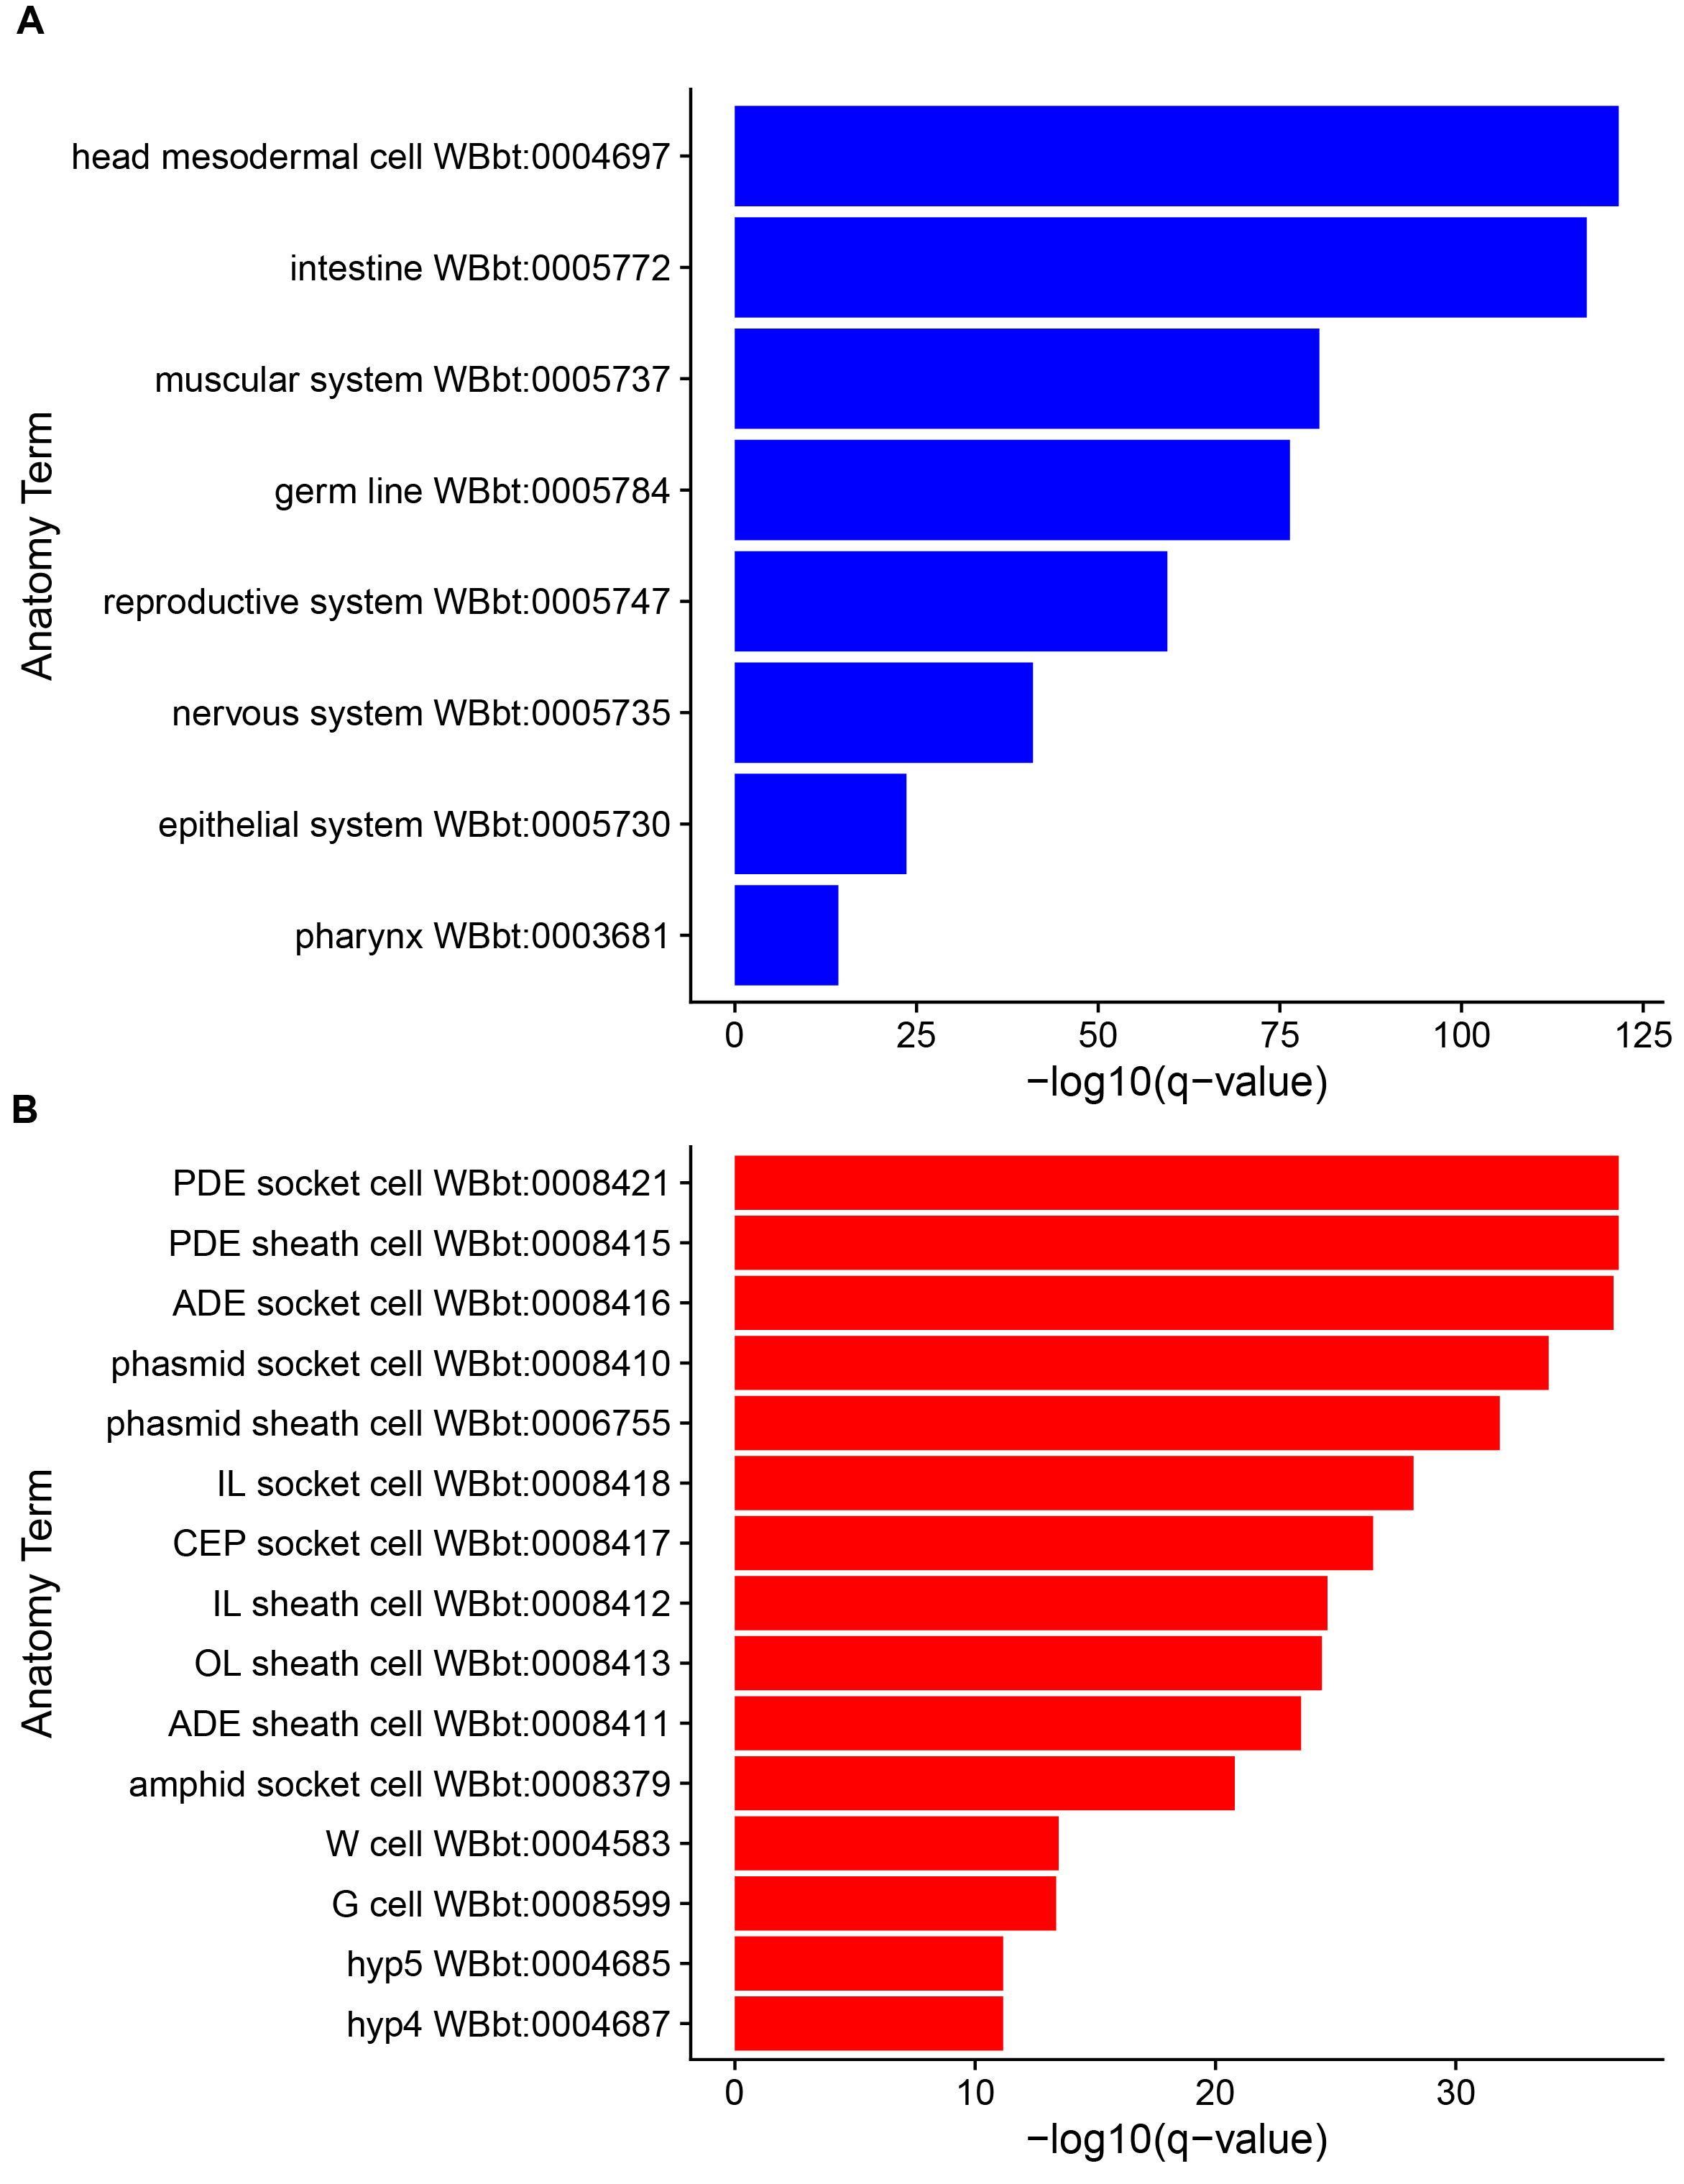

Supplemental Figure 13. Tissue enrichment analysis. Differentially expressed genes with respect to biomarker level (FDR-adjusted p-value < 0.0001) were analyzed for association with specific tissues and/or cell types using the tissue enrichment analysis tool at wormbase.org (Angeles-Albores et al., 2016). A) Anatomy term enrichment in genes expressed more highly in predicted long-lived animals. B) Enrichment from genes expressed more highly in short-lived animals.

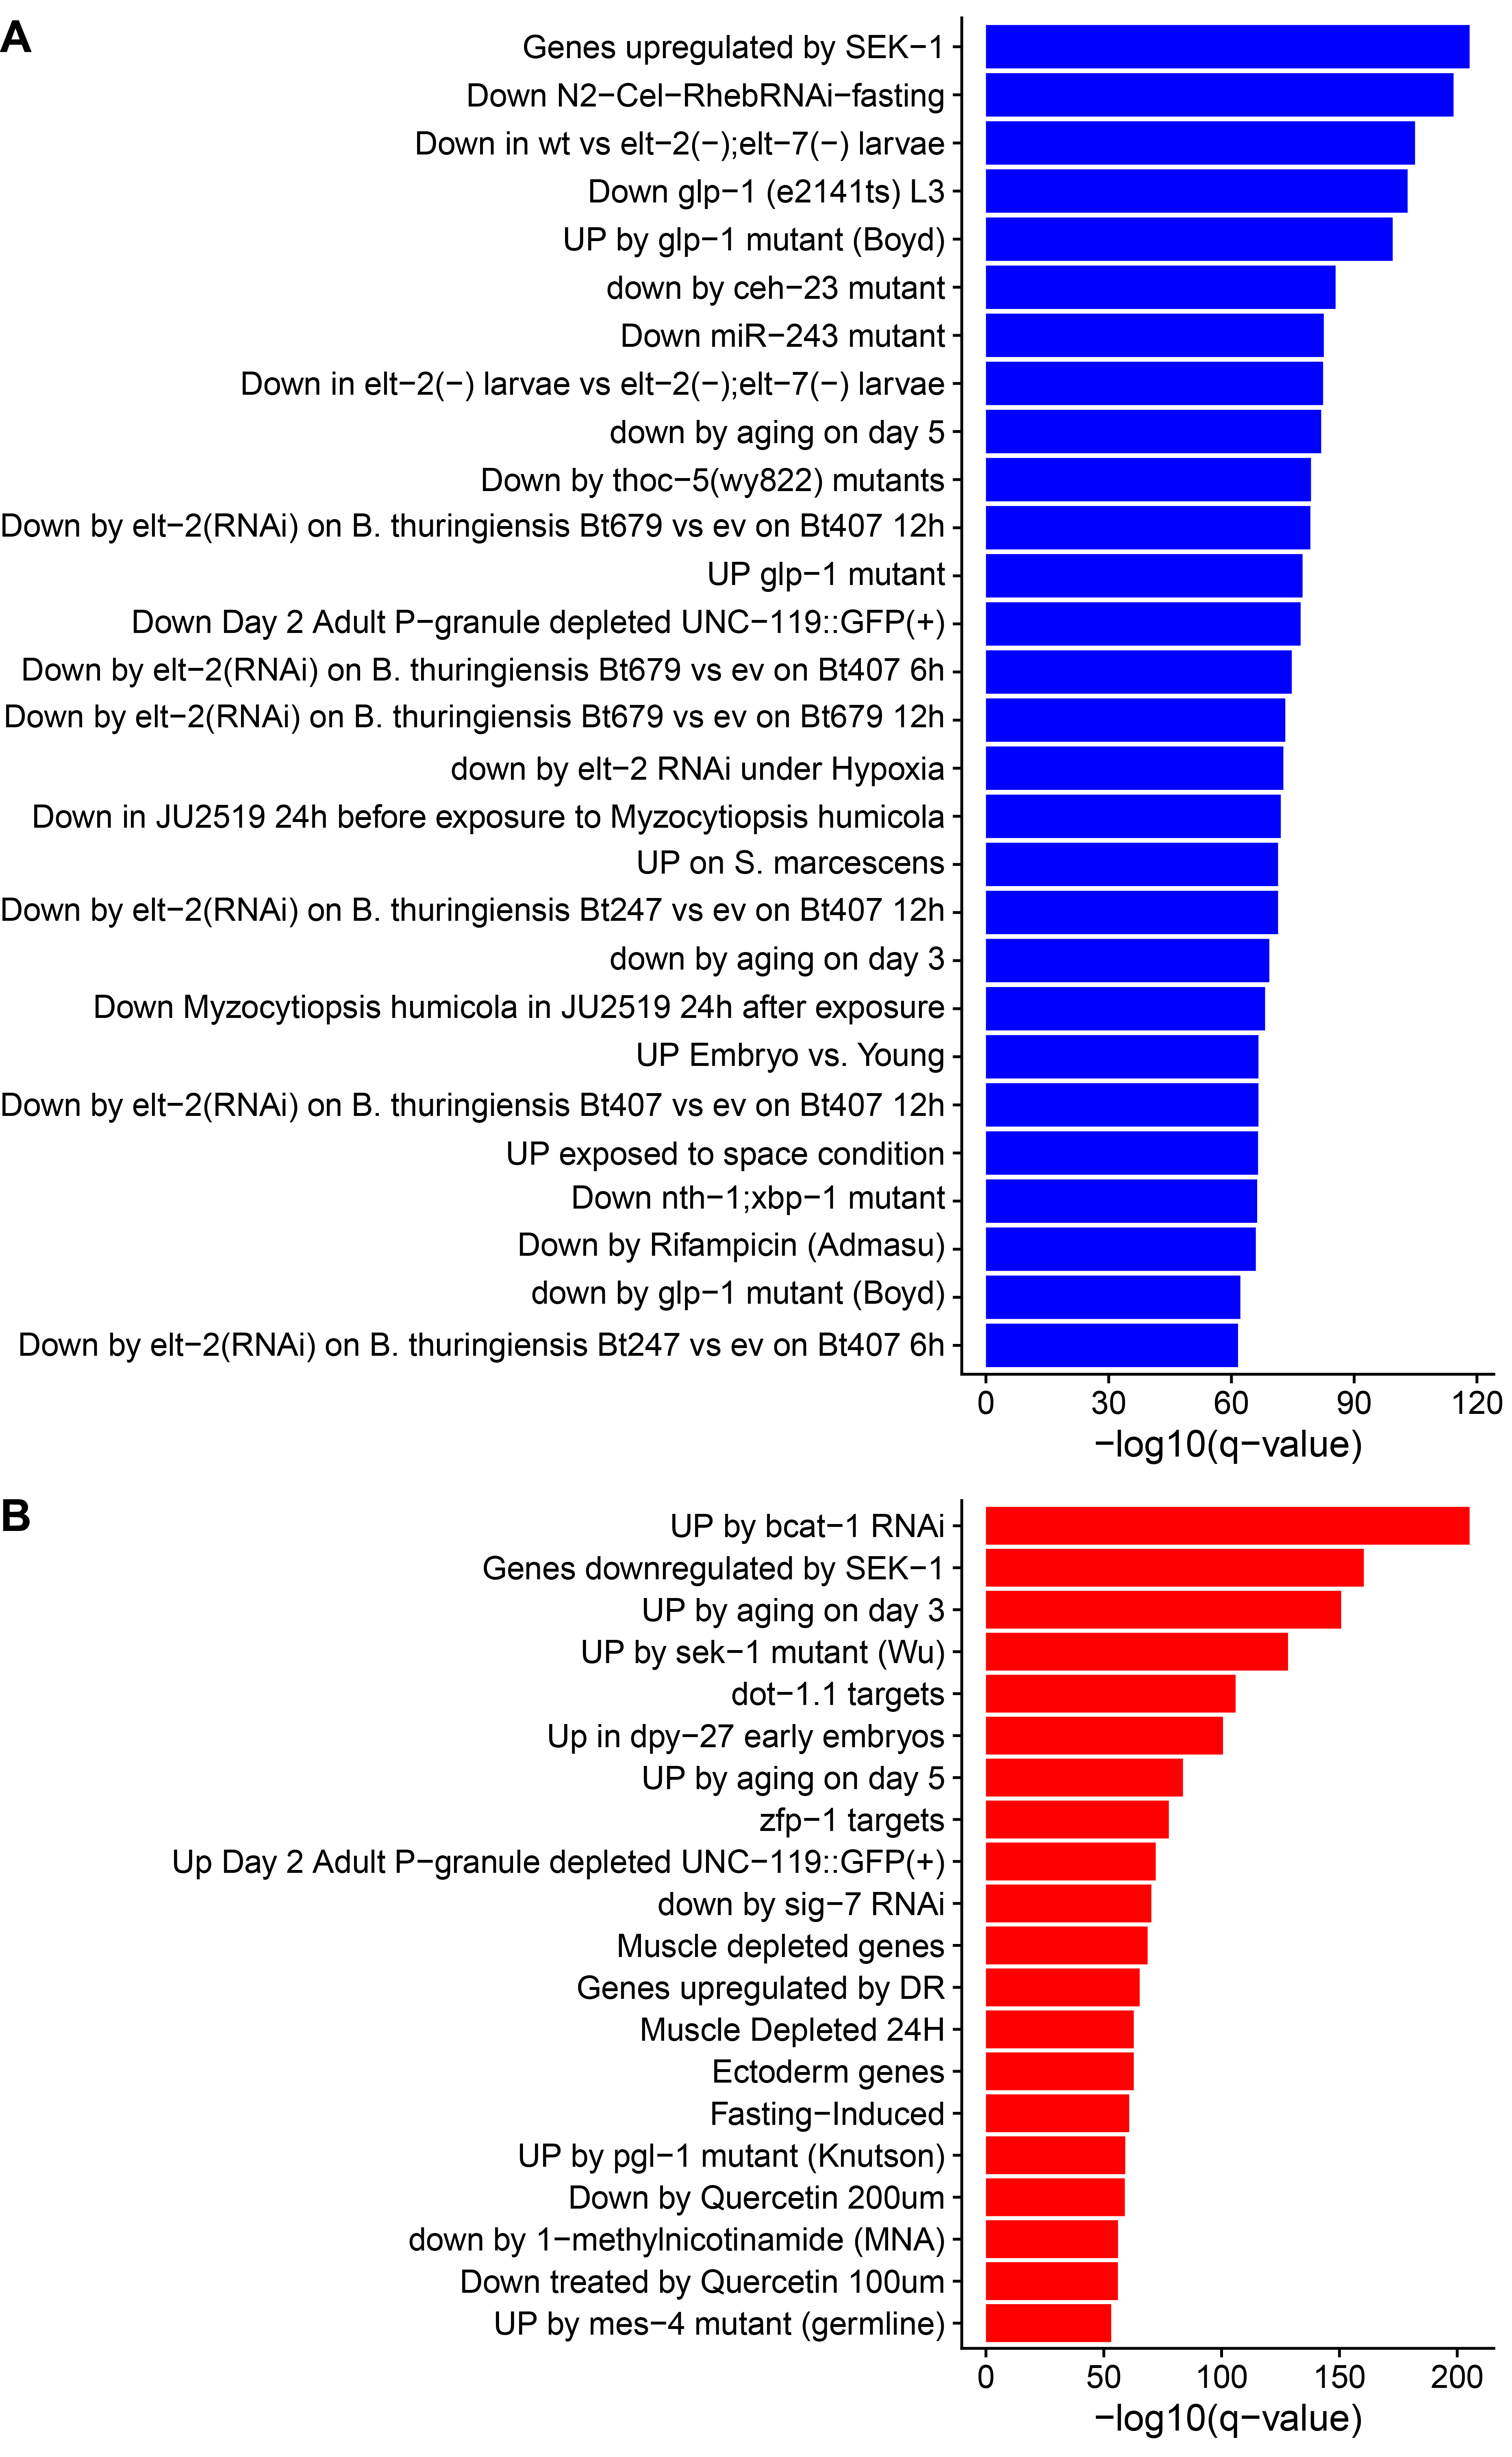

Supplemental Figure 14. Comparison with published datasets. Differentially expressed genes with respect to biomarker level (FDR-adjusted p-value < 0.0001) were analyzed for overlap published transcriptional datasets using WormExp (Yang et al., 2016). A) Genes upregulated in predicted-long-lived and B) predicted-short-lived animals were compared to published transcriptional datasets using a hypergeometric test.

How the deposited data were processed for this re-analysis (not part of the article)

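RNA-seq counts from 34 samples of whole, unsorted Caenorhabditis elegans were analysed. The samples were taken on days 1 to 12 from cultures kept at 25°C that carried a temperature-sensitive spe-9 mutation, 31 of them on days 2 to 12, the range the paper reports, and 3 on day 1. The samples sorted by biomarker level were not used here, so statements about sorted animals have no counts beside them.

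The authors deposited raw counts, the number of reads assigned to each gene in each sample, in whole numbers and without normalization. RNA was enriched for poly(A) transcripts, freed of rRNA and copied with random hexamers, and libraries were made and sequenced by Novogene. The paper's text does not name the aligner, the counting tool, the genome build, the annotation or the handling of strands. The table is not filtered on low counts, since 32 genes have no count in any sample. It has 20222 worm genes and a further entry named transgene, which was kept out of all tests of genes. Gene symbols were paired with 19708 gene identifiers, and a transcript length was known for 20052 genes, among them 13825 of the 13865 detected genes. Positions and lengths come from Ensembl release 115 on WBcel235.

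Samples were grouped by the day in their label. The label of 1 day 12 sample gives another replicate number than its count column, so this sample was used for its age. It was left out of relations within a replicate number and of fits with a term for the replicate number. It was kept in the fits that left out replicate 1, 2 or 3, which held 20, 21 and 22 samples. The fit without replicate 2 or the fit without replicate 3 may thus still hold a sample of the omitted replicate. Counts per sample on days 2 to 12 were between 19202066 and 27588013, and the median of day 1 was 21249303. At this depth a gene at the filter's minimum of 5 counts is measured with large counting error, and errors given as SD include this error together with the spread between populations. Reads copied by PCR are not independent molecules.

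Genes with at least 5 counts in 75% of the samples of days 2 to 12 were called detected, the paper's filter applied to these samples. Counts were normalized by TMM and fitted with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest) as a third-degree orthogonal polynomial of age. Each of the 3 coefficients was adjusted by the Benjamini-Hochberg method over detected genes, and a gene was counted as changed when any adjusted p-value was under 0.01. Genes were called rising or falling by the sign of the linear coefficient where its own adjusted p-value was under 0.01. The paper's model has a term for sequencing batch, and the batches of the time-series samples are not named in its text, so the term was left out. Day 2 was compared with day 1 in a separate fit of their 6 samples with the same test and threshold.

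The PCA used counts transformed by the variance stabilizing transformation of DESeq2 1.42.0, with each gene centred and scaled. Daily means were smoothed by splines with 5 degrees of freedom, standardized, compared by dynamic time warping with a window of 1 day and joined by complete linkage, and the tree was divided into 5 clusters. The warping, the clustering and the principal curve were written anew, since the packages used by the paper were not used here. Clusters took the paper's numbers by the pairing with the largest overlap with its listed members, whose lists could be read in full for clusters 3 to 5 only, so overlap with these lists is raised by this naming. For each of 21 gene classes defined by symbol, Fisher's exact test (two-sided) against detected genes with a symbol was adjusted over the classes. Relations with age over samples were tested by two-sided permutation tests with 100000 resamples in Python 3.11.15 with SciPy 1.17.1 and NumPy 2.4.6. Survival was analysed from the daily deaths in the supplement with the log-rank test and Kaplan-Meier medians.

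The genes named in the text were chosen by a rule set before the data were examined. They are every gene the paper names outside the reporters of its introduction and whose counts are given, and the 3 genes with the largest positive and the 3 with the largest negative linear coefficient among those with an adjusted p-value under 0.01, a mean of at least 100 counts per sample and the same sign within each replicate number, where members of a gene class are reported with their class.

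The age model was tested on simulated data, drawn from negative binomial distributions with the means and dispersions of these genes, in which changes planted in 200 genes were recovered for 185 (92.5%), without false calls. The comparison of days 1 and 2 recovered 143 of 200 planted changes (71.5%) with 4 false calls. In the age model the planted changes were linear, and genes were drawn independently. No planted slope was as small as 0.050 log2 per day, the smallest of the rising Figure S10 genes. In the data 80.3% of the detected genes changed, so the simulated rates do not carry over to that count. Alternatives were tried for the normalization (DESeq2 and its size factors, library size alone), the filter on low counts, the form of the polynomial, the joint test of its coefficients, the threshold, the transformation and scaling before PCA, the number of components for the curve, the linkage and distance of the clustering, the days included, a term for the replicate number, and the omission of each replicate. Replicate numbers were terms of the count models, and their effect on the transformed values used in the PCA was removed with limma 3.58.1. Removal of each sample's trend of log2 counts on transcript length, by a natural spline with 5 degrees of freedom, was added after the data were seen.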

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

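The tests in this part were chosen only after the result was seen, apart from the test on samples thinned to equal totals.

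The day 1 samples, which the paper does not report on, differed from those of day 2 in 8379 of 12008 tested genes (adjusted p-value under 0.01), of which 4063 were higher and 4316 lower on day 2. This is a signal in data the paper did not analyse. Of the 10 splits of the 6 samples into groups of 3, 1, the real one, gave as many genes. Of the 4 splits that part all same-numbered samples, 1 gave as many; the remaining splits part a single pair and keep the others together. In the other splits 0 genes had an adjusted p-value under 0.01, and 11 to 94 genes had an unadjusted p-value under 0.05, against 9710 in the real split. The smallest share that 10 splits can give is 0.1, so the share was bound not to pass 0.05 and this count of splits is void as a test of chance. With all 6 samples thinned to a total of 21115003 counts, 8246 genes changed, so depth does not account for the difference. Without the 10 most abundant genes of each day 8367 genes changed, and with each sample's trend on transcript length removed 8537 genes changed. Vitellogenin genes, chosen after their values were seen, made up 0.000102% ± 5.21e-05 (SD, n = 3) of the counts on day 1 and 4.68% ± 0.48 (SD, n = 3) on day 2. Reads from other sources were not tested. The paper fits a term for sequencing batch without saying which of these samples each batch held, so batch was not tested. The design gives age as a biological explanation, which is a hypothesis here. The paper counts age from the first food after synchronization. A difference of age between these days thus includes any difference in developmental stage, which was not scored.

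The entry named transgene had 262 counts in replicate 3 of day 1, in data that the paper does not analyse. The other day 1 samples had 107 and 88 counts, and samples of days 2 to 12 had between 2 and 106. The paper's text does not say what sequence this entry stands for. Its counts rose with the library total over the 34 samples by ranks, with a Spearman's rho of 0.372 (permutation test, p = 0.0307, adjusted p 0.048 over 6 relations and 0.0512 over 5, without a relation added later, so the choice of family decides whether it passes 0.05), while the Pearson's r was 0.144 (permutation test, p = 0.419). The r was 0.186 without the 2 totals farthest from the median and 0.507 within days 2 to 12. Within replicate numbers 1, 2 and 3 it was 0.334, 0.335 and 0.137. Library size does not account for the size of these differences: all totals lay between 19202066 and 27588013 counts, and replicate 3 of day 1 had the smallest total of its day, 21115265, against 23661003 in replicate 2, which had 88 counts on this entry. Reads shared with other sequences were not tested, and the higher counts on days 1 and 2 are reported without an explanation.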

How the results depend on the processing

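Alternatives were chosen before the data were examined, apart from 3: the removal of each sample's trend on transcript length, the removal of the 10 most abundant genes of each day, and the fit to samples with a matching replicate number only, which were chosen after seeing the data.

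The number of genes changed with age was between 8038 and 13846 under DESeq2 (11395), its size factors, library size only, both other filters on low counts, the joint test, a threshold of 1e-04, day 1 included and the trend on transcript length removed (11268), all within 1.5 times the reported count. It was 2696 with a raw polynomial, whose overlapping terms weaken the test of each lower coefficient. The cubic coefficient was past the threshold for 1522 genes in both forms. The raw linear coefficient was past it for 1394 genes with a positive and 801 with a negative sign. It is not the trend over the series, so these signs do not count rising and falling genes. With library size only, 3035 genes fell; the median coefficient of all genes moved from 0.0063 to 0.050 log2 per day with this scaling. From 9340 to 10065 genes changed across the 3 fits that each left out one replicate, with 4660 to 4736 rising and 4022 to 4337 falling.

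Replicate numbers carried little shared variation, with a mean correlation of residuals of 0.0276 between samples of the same number and of -0.0127 between samples of different numbers. With a replicate block, 11155 genes changed with age, against 11192 without it on the same samples and 11139 on all samples, and 7961 genes changed between day 1 and day 2, against 8379 without it.

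The r of PC1 with age and of the principal curve with age kept their direction and their side of the threshold under every alternative run, between 0.549 and 0.939 for PC1 and between 0.851 and 0.982 for the curve. Across the 3 fits that each left out one replicate, they were 0.929 to 0.933 and 0.892 to 0.95. The 0.982 used the known ages of the samples to read the curve, which favours a high r. The highest r of the curve without that step was 0.956, with the trend on transcript length removed. With day 1 included, the quadratic term raised the share of the variance of PC2 by 1.94 percentage points (permutation test, p = 0.43) and that of PC3 by 32.6 (p = 0.00035), so that the bend moved from PC2 to PC3; the cause was not tested. Under the other alternatives the term of PC2 kept its side of the threshold, and that of PC3 was not past it.

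The number of genes in clusters 1 and 2 was between 5883 and 9354. Single clusters were less stable: of 45 sizes under the alternatives, 21 were more than 1.5 times larger or smaller than reported. With average linkage, 9 of 21 classes were enriched in their cluster. With average linkage, 30.8% of the trafficking genes were in cluster 1, against 32.3% of all genes, a share slightly below that of all genes in place of one above it, with an adjusted p-value of 1. Cluster 4 then held 41 genes, too few to test small classes, and held 0% of the homeodomain factors, potassium channels and cuticlin-like proteins, against 0.299% of all genes. Collagens, which were not enriched in cluster 5, were enriched there (25.9%) with the paper's listed members, and with average linkage their depletion, at 0% of the class, was past the threshold (adjusted p = 0.0152); the cause was not tested. For single classes, 6 further enrichments were no longer past the threshold. Of 105 values of class trajectories, 2 were weaker, both for homeodomain factors with a replicate left out. The number of trajectories past the threshold was 15 to 16.

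The Figure S10 genes kept their direction under DESeq2 and across the 3 fits that each left out one replicate, with 24 rising and 7 falling. With library size only 24 rose and 5 fell. With the trend on transcript length removed 12 rose and 7 fell, and the direction was reversed for msh-6 (-0.0082), fan-1 (-0.016), prmt-5 (-0.0075) and amx-1 (-0.0026), none of them past the threshold. The gene pgl-1, whose coefficient was not past the threshold, had 0.030 log2 per day with library size only, not past it either, a scaling that raised the median of all genes. Over all named genes, 16 further values were weaker and 1 was stronger out of 280.

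The shares of biomarker genes without a change with age stayed below that of all detected genes under all alternatives run. The 8 differences in survival kept their direction and stayed past the threshold with Peto-Wilcoxon weights; counting deaths 1 day later cannot change the test. Between day 1 and day 2, from 5689 to 8154 genes changed across the 3 fits that each left out one replicate, and from 8338 to 10455 under DESeq2, library size only, no filter, all days in one fit, the 10 most abundant genes removed and the trend on length removed.

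Depth limits which genes were tested: with at least 10 counts required in every sample 10614 genes were tested, against 20188 with no filter.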

Differences from the paper's values

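Cluster 4 held 2940 genes here, against the paper's 1547. With a term for the replicate number it held 2221 genes, without replicate 1 it held 1059 and without replicate 3 it held 1306, all within 1.5 times the paper's number. With Ward linkage (3192 genes) and without replicate 2 (2413) it was also more than 1.5 times the paper's number, and with average linkage (41), DESeq2 (447), Euclidean distance (710) and log2 CPM (1005) it differed in the other direction, with fewer genes than in the paper. All of these alternatives were set before the data were examined.

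Cluster 5 held 494 genes here, against the paper's 999. With average linkage it held 904 genes, with Ward linkage 766, with Euclidean distance 702, with DESeq2 1195, without replicate 2 1408 and without replicate 3 736, all within 1.5 times the paper's number. With log2 CPM (539), a term for the replicate number (472) and without replicate 1 (409), the difference remained.

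The paper describes the course of PC2 and PC3 through time as roughly U-shaped. Here the quadratic term of age raised the share of the variance of PC3 that age accounts for by 7.24 percentage points (permutation test, p = 0.142). With the samples of day 1 included it was raised by 32.6 percentage points and past the threshold. Under the other alternatives the term was not past the threshold. The mean of PC3 rose from -45.8 on day 2 to 42.3 on day 4, fell to -35 on day 8 and was 44 on day 12. A single quadratic term over all days cannot describe this course, so it does not decide whether PC3 is U-shaped over a part of the series.

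The paper places the majority of detected genes in clusters 1 and 2. Here they held 48.3%. The share was a majority with average linkage (67.5%), DESeq2 (65.6%), Euclidean distance (64.6%) and log2 CPM (60.8%) and without replicate 1 (53.9%), and it was not with Ward linkage, a term for the replicate number, or without replicate 2 or 3.

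In Figure S3 the paper ties collagens to cluster 5. Here 1 of 85 collagens was in cluster 5, and with the members that the paper lists for this cluster 22 of 85 were (adjusted p = 3.19e-07). The classes chosen here for the cytoskeletal, signaling and trafficking categories of cluster 1 and for the homeodomain and channel categories of cluster 4 were not enriched past the threshold (adjusted p = 0.103 to 1 for cluster 1, and 0.152 and 0.274 for cluster 4), nor were those of cluster 1 with average linkage (adjusted p = 0.212 to 1) or those of cluster 4 with the paper's listed members (adjusted p = 0.0891 and 0.31). Average linkage left too few genes in cluster 4 to test them there.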

Other observations

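Of the tests in this part, those of the bend of PC2, of the Figure S10 genes and of the mitochondrially encoded genes against length and against the nuclear genes, and the PCA of the last days alone, were set before their results were seen; all others were chosen only after the result was seen.

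In 49 sets of day labels permuted within replicate numbers, at most 1204 genes changed with age. With the real labels counted among them, 1 of 50 sets gave as many as the 11139 genes found.

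Replicate 2 of day 4 and replicate 3 of day 5 lay apart from the other samples of their day, with a root mean square distance of 0.62 log2 each, against at most 0.43 in the other days with 3 samples. A trend on transcript length accounted for 39.5% and 35.4% of their squared distance, against at most 30.1% in the other days with 3 samples. Replicate 1 of day 5, at a distance of 0.49 log2, had 37.8%, so a large share is not specific to these 2 samples. Their distance was not related to the library total over the 31 samples (Spearman's rho 0.0516, permutation test, p = 0.782). The nearest daily mean of both was that of their own day, a gap of 0 days, so a wrong day in the label was not found. A bias by transcript length, as RNA quality or library preparation could give, remains a candidate explanation for part of the distance.

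Long transcripts rose against short ones after day 5. The mean slope of log2 counts on transcript length went from -0.0057 on day 2 to -0.11 on day 3, -0.25 on day 4 and -0.27 on day 5, then rose to 0.060 on day 7 and 0.18 on day 12. The slope was related to age over the 31 samples with a Pearson's r of 0.658 (permutation test, p = 4e-05, adjusted p over 6 relations 0.00012) and a Spearman's rho of 0.819 (p = 1e-05, the smallest value possible). It was 0.742 without days 2 and 12 and 0.857, 0.602 and 0.665 within replicate numbers 1, 2 and 3. Differences between days made up 74.7% of the variance of this slope (permutation test, p = 0.00111), so it was not random quality alone, but a quality of the RNA or library that follows age cannot be told apart from a change in the animals.

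This trend bears on results above. With it removed, 19 of the 31 genes of Figure S10 kept their direction and stayed past the threshold, so a length bias may account for the direction of the others. The share of rising genes among those that rose or fell moved by -7.98 percentage points, from 52.1% to 44.1%, and the majority changed sides, with 4152 genes rising and 5255 falling. This share follows the median coefficient of all genes, which was 0.0063, and -0.0099 with the trend removed, so its move cannot tell a length bias from a different centring of the genes. The bend of PC2 remained with the trend removed, where the quadratic term gave 56.6 percentage points, against 54.6 before. The correction hardly moved this value, so it cannot rule out a library quality that does not follow transcript length.

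All 12 mitochondrially encoded genes in the table fell with age, with a mean change of -0.35 log2 per day and a range from -0.42 to -0.28. Their share of the counts went from 1.42% ± 0.0652 (SD, n = 3) on day 2 to 0.252% ± 0.0491 (SD, n = 2) on day 12, with a highest mean on day 4 of 1.89% ± 0.93 (SD, n = 3). The share fell with age with a Pearson's r of -0.801 and a Spearman's rho of -0.908 (permutation test, p = 1e-05 for each, the smallest value possible, adjusted p over the same 6 relations 6e-05 and 3e-05). The r was -0.804 without days 2 and 12 and -0.956, -0.735 and -0.81 within replicate numbers 1, 2 and 3. The mean change was -0.34 log2 per day with the trend on length removed and -0.31 with library size only. The length correction hardly moves these genes and so says little about the quality of the RNA. Within days, the share was lower in samples with a higher slope on transcript length, with a Pearson's r of -0.885 (permutation within days, p = 0.00297, adjusted p = 0.00594) and a Spearman's rho of -0.521 (p = 0.032, adjusted p = 0.048); the r was -0.713 without days 4 and 5 and -0.804 without the 2 slopes farthest from the median. With the slope held, the share was still related to age, with an r of -0.682 (permutation test, p = 7e-05) and a rho of -0.619 (p = 0.00033). A library quality that moves both may thus account for part of the fall, and this test cannot tell how much. The 33 nuclear genes of the respiratory chain had a mean change of -0.081 log2 per day, and 26 of them fell past the threshold, and the difference of -0.27 was larger than permuting the genes gave (permutation test, p = 1e-05, the smallest value possible, across genes, which are not independent replicates). Capture of these transcripts during poly(A) enrichment was not tested, so the fall cannot be told apart from a change in library preparation with age.

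Distances between the means of successive days were larger than the replicate spread gives at all 5 steps up to day 7, and at 4 of the 5 steps after day 7 they were no larger, so these steps could not be resolved. In a PCA of the 13 samples of days 8 to 12 alone, the first component was related to age with an absolute r of 0.836 (permutation test, p = 0.00027) and an absolute rho of 0.86 (p = 0.00035). On PC1 of the whole series these 13 samples were also ordered by age (r = 0.69, permutation test, p = 0.00926; rho 0.633, p = 0.0228). The distances are taken over all genes and use no component, so although the order predicted for an axis set by the early days was found, it does not show that such an axis makes these steps small.

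The spread between replicates did not grow with age, with a Spearman's rho of -0.245 (permutation test, p = 0.466) and a Pearson's r of -0.12 (p = 0.718) over the 11 days. It was between 0.23 and 0.42 log2.

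The linear coefficients were compared with those of the paper's supplement, whose list could be read only in part, for 945 of the detected genes. Across these genes, which are not independent replicates, the Pearson's r was 0.993 and the Spearman's rho 0.995. Of them, 679 were past 0.01 in both and all 679 had the same sign, 40 were past it in the paper's list alone and 16 here alone.

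Other genes that the paper names had these linear coefficients: mes-4 0.10 log2 per day (adjusted p = 5.88e-09), glp-1 0.11 (adjusted p = 9.48e-07), daf-16 0.097 (adjusted p = 1.04e-05), sek-1 0.040 (adjusted p = 0.00301) and pgl-1 -0.015 (adjusted p = 0.297). The gene pgl-1 changed with age by its quadratic coefficient (adjusted p = 0.000531), with 704 ± 25.7 CPM (SD, n = 3) on day 2, 437 ± 152 (SD, n = 3) on day 5 and 641 ± 45.4 (SD, n = 2) on day 12. With the trend on transcript length removed, the linear coefficients of glp-1 (0.0044), sek-1 (0.0048) and daf-16 (0.033) were not past the threshold, and that of pgl-1 was -0.067 and past it. That of mes-4 fell from 0.10 to 0.026 and stayed past it. The coefficient of sek-1 was also not past the threshold with any single replicate left out (0.030 to 0.053), and that of pgl-1 was 0.030 with library size only. The gene spe-9, whose mutation all strains carry, was not detected, with 0 to 31 counts per sample and at least 5 counts in 21 samples. Of the genes with the largest positive coefficients, F44E5.4 and F44E5.5 each had 1.07 log2 per day (adjusted p = 1.62e-18 and 1.67e-18). They are neighbours on chromosome II with nearly the same counts on every day, so reads may be shared between them; this was not tested. The gene pitr-4 had 0.88 log2 per day (adjusted p = 1.2e-13 from edgeR's quasi-likelihood test). Its straight-line slopes of log2 CPM on age, another measure, were 0.54, 0.67 and 0.73 within replicate numbers 1, 2 and 3. It did not rise throughout, with 0 CPM on day 2, 14.8 ± 3.54 (SD, n = 3) on day 7 and 4.19 ± 2.72 (SD, n = 2) on day 12. Its quadratic and cubic coefficients were also past the threshold (adjusted p = 3.42e-12 and 8.68e-05). The largest negative coefficients were those of collagens.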
